# A high-fidelity CRISPR-Cas13 system improves abnormalities associated with C9ORF72-linked ALS/FTD

**DOI:** 10.1038/s41467-024-55548-5

**Published:** 2025-01-08

**Authors:** Tristan X. McCallister, Colin K. W. Lim, Mayuri Singh, Sijia Zhang, Najah S. Ahsan, William M. Terpstra, Alisha Y. Xiong, M. Alejandra Zeballos C, Jackson E. Powell, Jenny Drnevich, Yifei Kang, Thomas Gaj

**Keywords:** Genetic engineering, CRISPR-Cas9 genome editing, Amyotrophic lateral sclerosis

## Abstract

An abnormal expansion of a GGGGCC (G_4_C_2_) hexanucleotide repeat in the *C9ORF72* gene is the most common genetic cause of amyotrophic lateral sclerosis (ALS) and frontotemporal dementia (FTD), two debilitating neurodegenerative disorders driven in part by gain-of-function mechanisms involving transcribed forms of the repeat expansion. By utilizing a Cas13 variant with reduced collateral effects, we develop here a high-fidelity RNA-targeting CRISPR-based system for C9ORF72-linked ALS/FTD. When delivered to the brain of a transgenic rodent model, this Cas13-based platform curbed the expression of the G_4_C_2_ repeat-containing RNA without affecting normal C9ORF72 levels, which in turn decreased the formation of RNA foci, reduced the production of a dipeptide repeat protein, and reversed transcriptional deficits. This high-fidelity system possessed improved transcriptome-wide specificity compared to its native form and mediated targeting in motor neuron-like cells derived from a patient with ALS. These results lay the foundation for the implementation of RNA-targeting CRISPR technologies for C9ORF72-linked ALS/FTD.

## Abstract (web summary)

An expansion of a hexanucleotide repeat in the C9ORF72 gene can cause ALS. Here, the authors develop a high-fidelity RNA-targeting CRISPR system to suppress the repeat RNA expressed from the C9ORF72 gene, which improved abnormalities in a mouse model.

## Introduction

Amyotrophic lateral sclerosis (ALS) is a rapidly progressive, paralytic, and invariably fatal disorder characterized by the loss of motor neurons in the brain and spinal cord^1^. It also exists on a continuum of conditions that includes frontotemporal dementia (FTD)^2–4^, a syndrome defined by the progressive impairment of cognitive functions due to the degeneration of the frontal and temporal lobes of the brain^5,6^.

An abnormal expansion of a GGGGCC (G_4_C_2_) hexanucleotide repeat in the first intron of the chromosome 9 open-reading frame 72 (*C9ORF72*) gene is the most common genetic cause of both ALS and FTD^7,8^. To date, three non-exclusive mechanisms have been proposed to explain the pathogenicity of this repeat expansion^9–24^. These include a loss-of-function of the C9ORF72 protein from impaired transcription of the mutant allele^9–11^ and/or an acquired gain-of-function from the bidirectional transcription of sense^12^ and antisense^13^ transcripts carrying the repeat expansion, which can accumulate in cells as foci^14^, potentially with critical RNA-binding proteins^15–18^. These repeat-containing transcripts can further serve as templates for the synthesis of one of five dipeptide repeat (DPR) proteins^19–22^, which are non-canonically translated^19^ and believed to exert toxic effects on cells^23,24^.

Given the evidence in support of a role for the hexanucleotide repeat-containing RNAs in C9ORF72-linked ALS and FTD – hereafter referred to as C9-ALS/FTD – strategies for silencing their production hold potential for the disorder^25–30^, as they can inhibit the formation of the abnormal RNA foci^25,27^ and DPR proteins^31,32^. One emerging technology with the capabilities to enable this is Cas13^33–35^, a class 2 type VI CRISPR effector protein that, when complexed with a CRISPR RNA (crRNA) guide molecule carrying complementarity to a target transcript, can cleave it via its intrinsic ribonuclease (RNase) activity. To date, four distinct Cas13 subtypes have been identified and used to perturb gene expression in eukaryotic cells^33–36^. Among these is the Cas13d nuclease from *Ruminococcus flavefaciens* XPD3002^33^, known as RfxCas13d or CasRx, a CRISPR effector protein that is compact enough to fit within a single adeno-associated virus (AAV) vector to facilitate its delivery to the central nervous system^37–40^ and whose modification with nuclear localization signal (NLS) sequences can enable it to target transcripts in the nucleus^33^. Given these properties, we hypothesized that RfxCas13d could be used to suppress the hexanucleotide repeat-containing RNA and influence pathological hallmarks of C9-ALS/FTD.

 Here, we establish a CRISPR-Cas13-based platform for C9-ALS/FTD. Using a dual-luciferase reporter screen designed to measure target engagement and collateral effects, we identified crRNAs for RfxCas13d that facilitated the efficient targeting of the G_4_C_2_ repeat-containing RNA. When delivered to C9-BACexp mice, which harbor the human *C9ORF72* gene with a disease-associated repeat expansion, these RfxCas13d-based platforms curbed the expression of the G_4_C_2_ repeat RNA without affecting normal C9ORF72 mRNA levels, an outcome that led to a reduction in RNA foci composed of a transcribed form of the repeat expansion. Further, we demonstrate that a high-fidelity variant of RfxCas13d with improved transcriptome-wide specificity can be used to target the G_4_C_2_ repeat RNA in motor neuron-like cells derived from a patient with ALS and C9-BACexp mice, where it inhibited the formation of RNA foci, decreased the production of a DPR protein, and reversed transcriptional deficits following its in vivo delivery.

Altogether, our findings illustrate the potential of CRISPR-Cas13 technology for C9-ALS/FTD.

## Results

### Programming RfxCas13d to target C9ORF72

The human *C9ORF72* gene consists of 11 exons that are transcribed to three major transcript variants: V1, V2 and V3, with the repeat expansion located in intron 1 between exons 1a and 1b (Fig. 1a). These three transcript variants produce two protein isoforms: a 222-residue short isoform, known as C9-S, which is translated from V1, and a 481-residue long isoform, C9-L, translated from V2 and V3 (Fig. 1a)^10,41^.

**Fig. 1:**
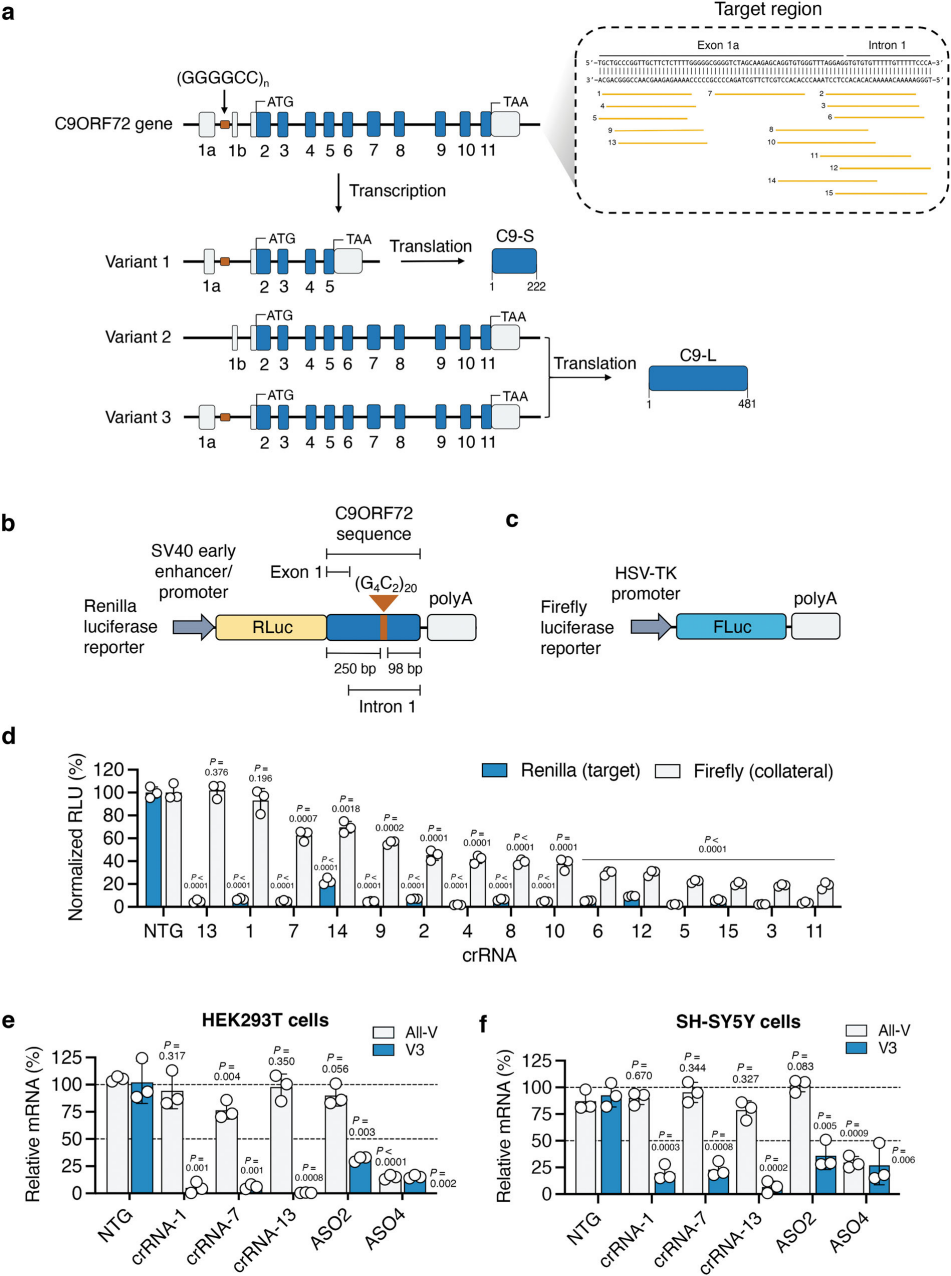
RfxCas13d can be programmed to target C9ORF72. **a** Schematic of (top) the *C9ORF72* gene and (bottom) the three main transcript variants expressed from it. V1 produces the short protein isoform (C9-S), while V2 and V3 produce the long protein isoform (C9-L). The inset shows the locations of the crRNA binding sites for RfxCas13d in exon 1a and intron 1a of the C9ORF72 transcript. **b**, **c** Schematic of the dual-reporter system used to evaluate crRNAs. The platform consists of a **b** Renilla luciferase-encoding plasmid, pSV40-RLuc, whose 3’ untranslated region (UTR) carries a fragment of C9ORF72 with 20 copies of the G_4_C_2_ repeat and 250- and 98-base pairs (bps) of the flanking upstream and downstream sequences, respectively, and **c** a firefly luciferase-encoding plasmid, pHSV-TK-FLuc, that was used as a proxy for collateral cleavage. **d** Relative Renilla and firefly luciferase luminescence in HEK293T cells co-transfected with pSV40-RLuc, pHSV-TK-FLuc, and an expression vector encoding RfxCas13d and one of the 15 candidate crRNAs. All values normalized to cells transfected with pSV40-RLuc, pHSV-TK-FLuc, and an expression vector encoding RfxCas13d with a non-targeted (NTG) crRNA (*n* = 3). Relative all-V and V3 mRNA in **e** HEK293T and **f** SH-SY5Y cells transfected with RfxCas13d and crRNAs 13, 7, and 1 or a NTG crRNA or one of two ASOs (*n* = 3). All-V and V3 for each crRNA and ASO normalized to untreated cells. Values indicate means and error bars indicate SD. **d** Renilla and firefly luciferase luminesence for each crRNA compared to NTG using a one-tailed unpaired t-test, with exact P values shown. **e**, **f** All-V and V3 for each cRNA and ASO compared to NTG using a two-tailed unpaired t-test, with exact P values shown. All data points are biologically independent samples. Source data are provided in the Source Data file.

Both V1 and V3 encode the repeat expansion, while transcription of V2, the predominant variant thought to account for ~85–95% of the C9ORF72 transcripts in the brain^25,42^, is initiated downstream of the repeat (Fig. 1a)^13^. Because the partial loss of the C9ORF72 protein has been hypothesized as a potential source of the pathogenicity of the repeat expansion^43,44^, we sought to use RfxCas13d to target either exon 1a or intron 1 to preferentially suppress V1 and V3 (Fig. 1a), a strategy we expected would spare V2, a major source of the C9-L protein.

To facilitate the design of crRNAs to target the repeat-containing RNA, we utilized the Cas13 Design Resource, an online tool that can predict active crRNAs for RfxCas13d^45,46^. Using this resource, we searched the exon 1a and the intron 1 sequences flanking the G_4_C_2_ repeat before selecting the 15 highest ranking crRNAs for detailed testing (Fig. 1a and Supplementary Fig. 1). We then created a dual-luciferase reporter system to determine the ability of the crRNAs to target their respective sequences. This platform consisted in part of a Renilla luciferase transgene whose 3′ untranslated region (UTR) was fused to 20 copies of the G_4_C_2_ repeat, the longest length that could be commercially synthesized, flanked by 250- and 98-base pairs (bps) of the 5′ and 3′ sequences of the *C9ORF72* gene, respectively (Fig. 1b). When complexed with a functional crRNA, RfxCas13d is thus expected to cleave the Renilla luciferase transcript, which in turn is anticipated to decrease its expression. Importantly, we observed no significant difference in the activity of the 3′ UTR-modified Renilla luciferase variant compared to its unmodified form (P > 0.05; Supplementary Fig. 2), indicating that: (i) modifying its 3′ UTR did not markedly affect the strength of its signal for this assay and (ii) this platform possessed sufficient activity to enable our screen. Notably, this strategy was adapted from a previous study, which fused a region of the C9ORF72 transcript to the 3′ UTR of Renilla to facilitate the identification of microRNAs against it^25^, thus providing a proof-of-concept validation for this approach. This reporter has since used by other studies to identify antisense oligonucleotides (ASOs) for C9ORF72^30,32^, providing further validation.

Recognition of a target RNA by RfxCas13d unlocks its intrinsic ability to indiscriminately *trans*-cleave non-specific bystander RNAs^47–51^, which in turn can lead to off-target effects. Given the potential for this, we incorporated into our screen a second reporter to monitor collateral effects (i.e., the degradation of non-target RNAs). As the extent of *trans*-cleavage can depend on the crRNA^52,53^, we reasoned that utilizing a dedicated reporter to assess *trans*-cleavage could facilitate the identification of crRNAs that minimize this effect and potentially induce fewer off-target effects across the transcriptome^50^. For this, we used firefly luciferase (Fig. 1c), which was not targeted by any crRNA but whose expression was nonetheless expected to decrease if collaterally *trans*-cleaved by RfxCas13d.

To test the crRNAs, we co-transfected human embryonic kidney (HEK) 293 T cells with each reporter plasmid and an expression vector encoding a RfxCas13d variant with two NLS sequences, one attached to the N-terminus and the other to the C-terminus, alongside one of the 15 repeat-targeting crRNAs. From this screen, we found that all 15 crRNAs decreased Renilla luciferase by >75% at 72 h post-transfection (P < 0.0001) and that 14 of the 15 crRNAs decreased it by at least 95% (P < 0.0001; Fig. 1d), indicating that each crRNA effectively targeted Renilla luciferase. However, we found that the majority of the crRNAs also triggered a reduction in firefly luciferase (Fig. 1d), suggesting they exerted collateral effects. This notwithstanding, we identified two crRNAs, crRNAs 13 and 1, that decreased Renilla luciferase by ~95% (P < 0.0001) and had no significant effect on firefly luciferase compared to the control (P > 0.05; Fig. 1d), thus indicating they engaged with their target and exerted no detectable bystander effects.

In addition to Cas13, Cas7-11, a subtype III-E effector formed from the fusion of a putative Cas11 domain with multiple Cas7 subunits, can mediate RNA knockdown in mammalian cells but with reportedly limited collateral effects^54^. Given these properties, we also determined its ability to target C9ORF72. For this purpose, we co-transfected HEK293T cells with the above-described dual-reporter system and an expression vector encoding the Cas7-11 protein from *Desulfonema ishimotonii* (DiCas7-11) alongside one of 15 crRNAs designed to target the equivalent positions in C9ORF72 as the crRNAs for RfxCas13d (Supplementary Fig. 1 and Supplementary Fig. 3a). In total, only eight crRNAs for DiCas7-11 significantly decreased Renilla expression (P < 0.05; Supplementary Fig. 3b), with the most effective of these, crRNA-2, found to decrease it by only ~45% (P < 0.001; Supplementary Fig. 3b). Surprisingly, eleven of the fifteen crRNAs also decreased firefly luciferase by at least 20% relative to the non-targeting control (P < 0.05 for all eleven; Supplementary Fig. 3b), implying non-specific activity. Thus, due to its improved ability to target C9ORF72 based on our dual-reporter screen, we utilized RfxCas13d for our studies.

Following our dual-reporter screen, we determined if RfxCas13d could target C9ORF72 mRNA in HEK293T cells. Specifically, we evaluated the targeting capabilities of three crRNAs: crRNAs 13, 7, and 1. Among the five crRNAs that reduced firefly luciferase by less than two-fold (Fig. 1d), crRNAs 13, 7 and 1 had the most favorable targeting scores, a number we defined as the ratio of Renilla (i.e., target) to firefly (i.e., non-target) luciferase (Supplementary Fig. 4). To quantify targeting, validated qPCR probes were used for: (i) V3^32^, which served as the proxy for the G_4_C_2_ repeat-containing RNA in this study, and (ii) the all-variant (all-V) pool, which consists predominately of V2^25,42,55^ and thus was not expected to be perturbed by our approach.

Compared to cells transfected with RfxCas13d and a non-targeted crRNA, we measured by qPCR that each of the three repeat-targeting crRNAs decreased the relative abundance of V3 mRNA by ~90–95% (P = 0.001 for crRNAs 1 and 7; P < 0.001 for crRNA 13; Fig. 1e). Importantly, relative to the same controls, we measured that these crRNAs either had no effect on all-V (crRNAs 13 and 1; P > 0.05) or a limited effect on it (crRNA-7; Fig. 1e), indicating the ability for RfxCas13d to preferentially target V3.

As an additional control, we tested in HEK293T cells two previously validated ASOs for C9ORF72: ASO-2, which binds intron 1 and selectively targets V1 and V3^27^, and ASO-4, which binds exon 2 and thus targets the three main transcript variants^27^. As expected, qPCR revealed that ASO-2 lowered only V3 (P < 0.01) and that ASO-4 decreased both V3 and all-V (P < 0.01 for both; Fig. 1e), reinforcing the validity of our measurement methods.

We next evaluated if RfxCas13d could target V3 in a second human cell line: SH-SY5Y neuroblastoma cells. Compared to cells transfected with RfxCas13d and a non-targeting crRNA, we found by qPCR that crRNAs 13, 7 and 1 decreased V3 mRNA by 80-95% (P < 0.001 for all; Fig. 1f) and that each of the three crRNAs had no significant effect on all-V (P > 0.05 for all; Fig. 1f). Consistent with our prior control measurements, ASO-2 was found to only lower V3 in SH-SY5Y cells (P < 0.01), while ASO-4 decreased both V3 and all-V (P < 0.01 for V3 and P < 0.001 for all-V; Fig. 1f).

In sum, we find that a dual-luciferase reporter screen designed to consider both target engagement and collateral effects can be used to identify crRNAs for C9ORF72, and that RfxCas13d can preferentially target V3, a C9ORF72 transcript variant that carries the hexanucleotide repeat.

### RfxCas13d can decrease the G4C2 repeat RNA and reduce RNA foci formation in a C9-ALS/FTD mouse model

We next asked whether RfxCas13d could target the G_4_C_2_ repeat RNA in a mouse model of C9-ALS/FTD, specifically C9-BACexp mice^56^, which harbor a bacterial artificial chromosome encoding the full-length human *C9ORF72* gene with ~100–1000 copies of the hexanucleotide repeat. Similar to other rodent models of C9-ALS/FTD^57^, C9-BACexp mice do not manifest an overt motor phenotype.

The motor cortex (MC) and hippocampus (HPC) are two structures in C9-BACexp mice that form RNA foci comprised of the G_4_C_2_ repeat RNA and produce measurable quantities of the DPR protein poly(GP)^56^. To target RfxCas13d to these areas, we chose to locally deliver it using the engineered AAV vector variant PHP.eB^58^, reasoning that its delivery via an intracranial injection would enable a straightforward analysis of its outcomes. Though most commonly administered intravenously, PHP.eB can transduce cells to a similar extent as AAV9 when injected locally to the brain^59^ but, in the experience of our laboratory, packages at a higher titer, which can decrease manufacturing burden.

The HPC and MC of two-month-old C9-BACexp mice were thus injected with 2 × 10^10^ genome copies (GCs) of a PHP.eB vector carrying a CAG-driven RfxCas13d variant alongside either crRNAs 13, 7 or 1 (i.e., PHP.eB-RfxCas13d-crRNA-13, -7 or -1) or a non-targeting crRNA (i.e., PHP.eB-RfxCas13d-NTG; Fig. 2a). To facilitate the isolation of transduced nuclei for a more detailed analysis of RfxCas13d-mediated outcomes, we also co-injected C9-BACexp mice with 2 × 10^10^ GCs of a second PHP.eB vector encoding a CAG-driven EGFP variant fused to KASH (Klarsicht/ANC-1/Syne-1 homology; PHP.eB-EGFP-KASH), a domain that promotes EGFP localization to the outer nuclear membrane^60^, which can enable the isolation of transduced nuclei by fluorescence-activated cell sorting (FACS)^61,62^ (Fig. 2a, b). As its presence in the RfxCas13d-encoding AAV vector would cause it to exceed its carrying capacity, EGFP-KASH was delivered using a second AAV. However, because a proportion of cells can be transduced by multiple AAV vector genomes^58,63^, dual-vector-based approaches such as this one can be used to enrich for nuclei transduced by the first vector^61,64,65^.

**Fig. 2:**
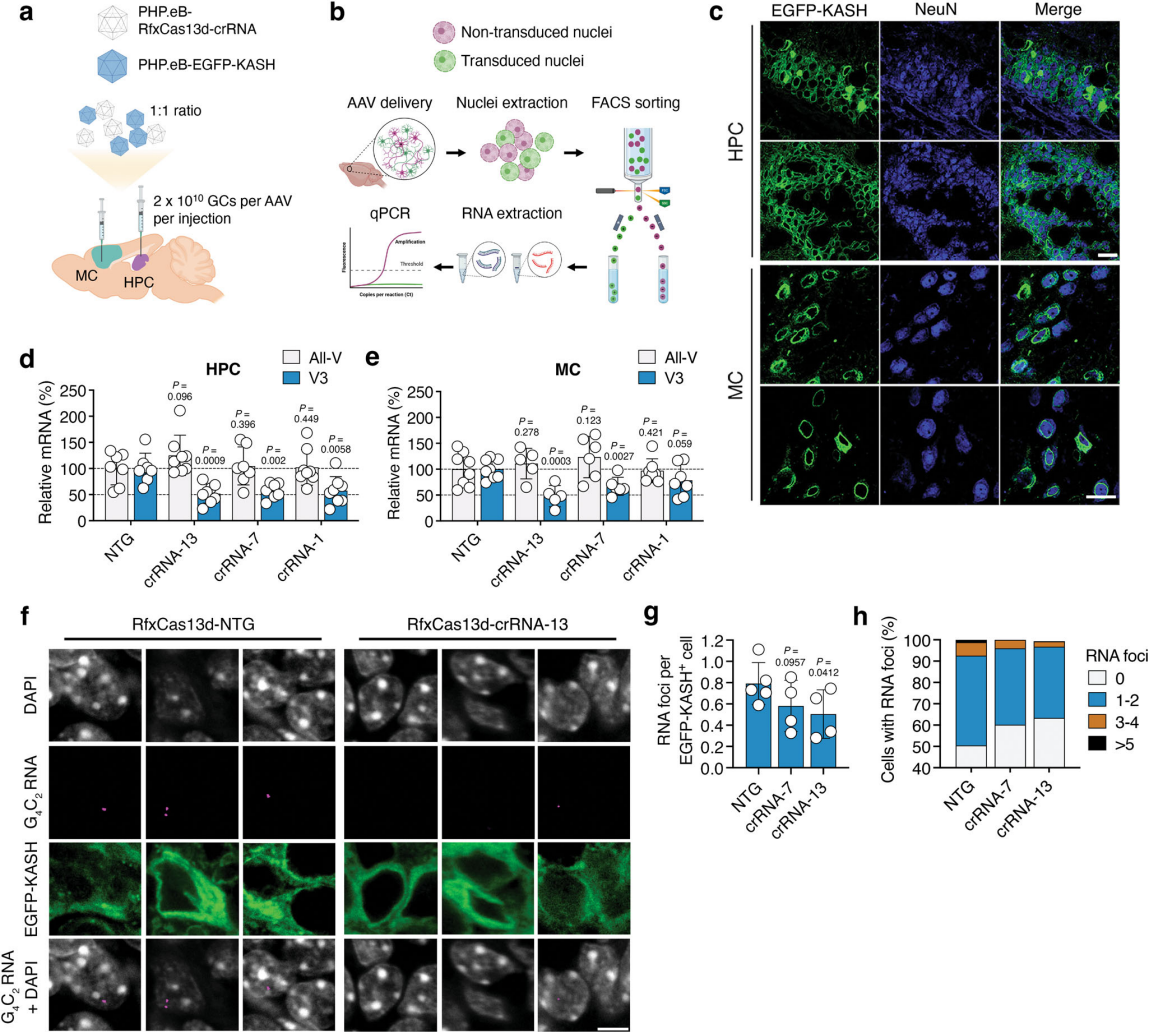
RfxCas13d can target the G_4_C_2_ repeat-containing RNA and reduce RNA foci in C9-BACexp mice. **a** Cartoon of the injection scheme. Created in BioRender. Gaj, T. (2024) https://BioRender.com/a93i238. **b** The experimental plan to analyze C9ORF72 mRNA in EGFP-KASH^+^ nuclei isolated by fluorescence-activated cell sorting (FACS). Created in BioRender. Gaj, T. (2024) https://BioRender.com/w54s355. **c** Representative immunofluorescent staining of the hippocampus (HPC) and motor cortex (MC) in C9-BACexp mice two-months after injection with 2 × 10^10^ GCs each of PHP.eB-RfxCas13d-crRNA and PHP.eB-EGFP-KASH. Scale bar, 20 µm. Relative all-V and V3 mRNA in **d** the HPC and **e** MC of EGFP-KASH^+^ nuclei from C9-BACexp mice injected with 2 × 10^10^ GCs each of PHP.eB-RfxCas13d-crRNA and PHP.eB-EGFP-KASH. All-V and V3 for each crRNA normalized to the non-targeted (NTG) control (*n* ≥ 7). **f** Representative RNA FISH for the G_4_C_2_ repeat RNA (magenta) from the HPC of C9-BACexp mice injected with 2 × 10^10^ GCs each of PHP.eB-RfxCas13d-crRNA and PHP.eB-EGFP-KASH. Scale bar, 5 µm. Quantification of **g** the number of RNA foci per EGFP-KASH^+^ cell in the HPC and **h** the percentage of EGFP-KASH^+^ cells with 0, 1–2, 3–4, or >5 foci (*n* ≥ 4). **g**, **h** The total number of cells counted per biological replicate is described in Supplementary Table 1. RNA foci were counted by a blinded investigator. Values indicate means and error bars indicate SD. **d**, **e** All-V and V3 for each crRNA compared to NTG using a one-tailed unpaired t-test, with exact P values shown. **g** crRNAs 13 and 7 compared to NTG using a one-tailed unpaired t-test, with exact P values shown. All data points are biologically independent samples. Source data are provided in the Source Data file.

Based on an immunofluorescent analysis conducted at two-months post-injection, we observed strong EGFP-KASH expression at the sites of injection in C9-BACexp mice treated with each AAV formulation. Within the HPC and MC, we determined that ~91% and ~53% of the cells positive for the pan-neuronal marker NeuN, respectively, were positive for EGFP-KASH (Fig. 2c and Supplementary Fig. 5) and that ~72% and ~75% of the EGFP-KASH^+^ cells in the HPC and MC, respectively, were positive for RfxCas13d by its hemagglutinin (HA) epitope (Supplementary Fig. 6). Despite relying on the ubiquitous CAG promoter to drive its expression, EGFP-KASH was largely confined to NeuN^+^ cells, as we observed limited expression in GFAP^+^ astrocytes and Iba1^+^ microglia in both the HPC and MC (Supplementary Fig. 7).

We next used FACS to isolate EGFP-KASH^+^ nuclei from the HPC and MC of injected C9-BACexp mice to determine the abundance of V3 and all-V mRNA by qPCR (Fig. 2b). Relative to the EGFP-KASH^+^ cells enriched from mice injected with PHP.eB-RfxCas13d-NTG, each repeat-targeting crRNA was found to effectively decrease V3 (Fig. 2d, e), which served as our proxy for the G_4_C_2_ repeat RNA. The most potent and consistent crRNA, the exon 1a-targeting crRNA-13, was found to suppress V3 by ~48% in the HPC (P < 0.001; Fig. 2d) and ~52% in the MC (P < 0.001; Fig. 2e). Critically, all three repeat-targeting crRNAs were found to have no effect on all-V (P > 0.05 for the HPC and MC; Fig. 2d, e), indicating that RfxCas13d preferentially targeted V3 in vivo.

Using fluorescence in situ hybridization (FISH), we next determined whether targeting the repeat RNA with RfxCas13d affected RNA foci formation in C9-BACexp mice, specifically in the HPC, where they develop in 40–60% of cells^56^. Given their improved targeting capabilities, we quantified RNA foci in EGFP-KASH^+^ cells only for mice treated with RfxCas13d and crRNAs 13 and 7.

Compared to the non-targeted crRNA, mice injected with PHP.eB-RfxCas13d-crRNA-13 and PHP.eB-RfxCas13d-crRNA-7 had a ~37% and a ~31% decrease, respectively, in the number of foci positive for the G_4_C_2_ repeat RNA per EGFP-KASH^+^ cell (P < 0.05 for crRNA 13; P = 0.09 for crRNA 7; Fig. 2f, g and Supplementary Table 1). Further, we measured a shift in their distribution, with mice treated by each crRNA found to have an 11–13% increase in the number of EGFP-KASH^+^ cells with no detectable foci and a two-fold decrease in EGFP-KASH^+^ cells with 3–4 foci compared to the non-targeted crRNA (Fig. 2h). As an additional control, we quantified RNA foci in wild-type C57BL/6J mice injected with PHP.eB-EGFP-KASH, measuring only ~0.08 foci per EGFP-KASH^+^ cell in the HPC (Supplementary Fig. 8 and Supplementary Table 2), a ~10-fold difference compared to C9-BACexp mice, which is consistent with previous reports^56^.

Thus, we find that RfxCas13d can be delivered to C9-BACexp mice, where it can suppress the G_4_C_2_ repeat RNA and affect the formation of RNA foci in neurons.

### High-fidelity RfxCas13d can target C9ORF72 with improved transcriptome-wide specificity

Because of its risk for inducing collateral effects^49,50^, high-fidelity forms of Cas13 that possess a reduced capacity to *trans*-cleave non-target RNAs have been developed^53^. To determine their potential for targeting C9ORF72, we transfected HEK293T cells with an expression vector encoding the native RfxCas13d protein or one of two high-fidelity variants^53^, RfxCas13d-N2V7 and RfxCas13d-N2V8 (Fig. 3a) with either crRNA 13, the top-performing repeat-targeting crRNA from our first study, or a non-targeted crRNA. Both RfxCas13d-N2V7 and RfxCas13d-N2V8 carry mutations in their HEPN1 domain that are thought to reduce non-specific RNA cleavage^53^.

**Fig. 3:**
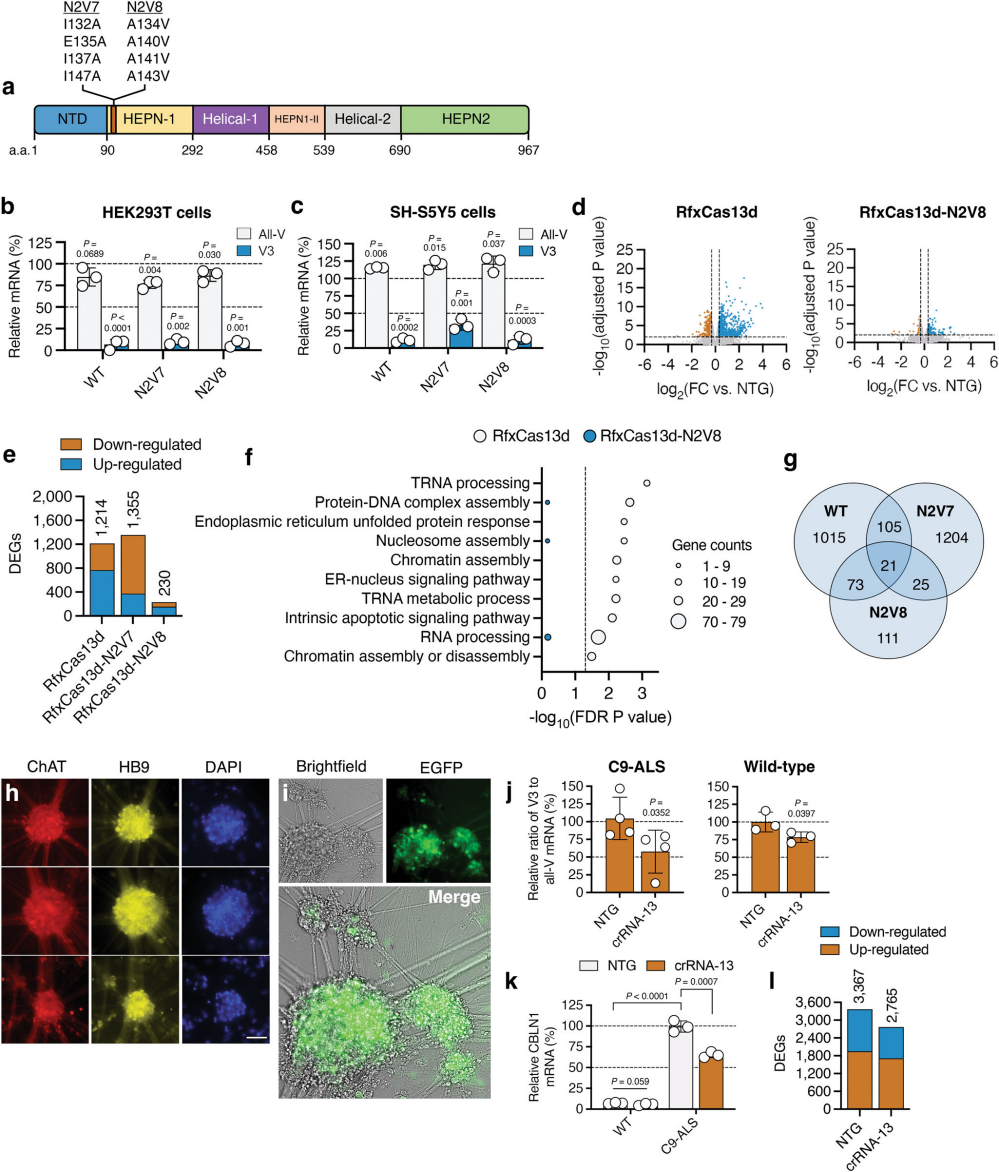
High-fidelity RfxCas13d has improved specificity and can mediate targeting in cells derived from an ALS patient. **a** RfxCas13d domain organization with RfxCas13d-N2V7 and RfxCas13d-N2V8 mutations shown. Relative all-V and V3 mRNA in **b** HEK293T and **c** SH-SY5Y cells transfected with RfxCas13d, RfxCas13d-N2V7 and RfxCas13d-N2V8 with crRNA-13. All values normalized to untreated cells (*n* = 3). **d** Volcano plot of the RNA-seq analysis comparing HEK293T cells transfected with (left) RfxCas13d or (right) RfxCas13d-N2V8 with crRNA-13 to each variant with a NTG crRNA (*n* = 3). Lines denote a > 1.25-fold change (FC) and an FDR-adjusted P < 0.01. **e** Number of differentially expressed genes (DEGs) [>1.25-FC, FDR-adjusted P < 0.01] from (**d**). **f** Gene ontology (GO) and biological process (BP) term analysis for the DEGs in (**d**). Line denotes FDR-adjusted P < 0.05. **g** Venn diagram of overlapping DEGs. **h** Immunostaining of C9-ALS neurospheres. Scale bar, 75 µm. **i** Brightfield and fluorescent images of C9-ALS neurospheres 14 days after treatment with PHP.eB-EGFP-KASH. **h**, **i** Immunostaining and visualization were conducted once. Relative **j** V3 to all-V mRNA ratio and **k** CBLN1 mRNA in C9-ALS or wild-type neurospheres treated with PHP.eB-RfxCas13d-N2V8-crRNA (*n* ≥ 3). **j** Values normalized to NTG crRNA. **k** Values normalized to NTG in C9-ALS cells. **l** Number of DEGs [>1.25-FC from wild-type cells, FDR-adjusted P < 0.01] in C9-ALS cells treated with PHP.eB-RfxCas13d-N2V8-crRNA. Values indicate means and error bars indicate SD. **b**, **c** All-V and V3 for each RfxCas13d variant compared to untreated cells using a two-tailed unpaired t-test, with exact P values shown. **d**–**f** FDR-adjusted P values were determined by a global FDR correction across pairwise comparisons. **j**, **k** crRNA-13 compared to NTG using a one-tailed unpaired t-test, with exact P values shown. **k** NTG for C9-ALS iMNs compared to NTG for WT iMNs using a one-tailed unpaired t-test, with the exact P value shown. **l** FDR-adjusted P values were determined by a global FDR correction across pairwise comparisons. All data points are biologically independent samples. Source data are provided in the Source Data file.

Based on qPCR, both high-fidelity RfxCas13d variants decreased V3 mRNA in HEK293T cells (P < 0.01 for both; Fig. 3b), with RfxCas13d-N2V8 found to reduce its expression by >90% compared to untransfected cells, an effect on par with the native protein (Fig. 3b). Similar to the native enzyme, RfxCas13d-N2V8 was also found to have a minimal effect on all-V in HEK293T cells (Fig. 3b).

We further tested RfxCas13d-N2V8 and RfxCas13d-N2V7 in SH-SY5Y cells, where we observed by qPCR that both variants decreased V3 mRNA (P < 0.01 for both; Fig. 3c) without decreasing all-V (Fig. 3c), though RfxCas13d-N2V8 was found to target V3 more efficiently (~89% decrease) than RfxCas13d-N2V7 (~63% decrease).

We next determined if RfxCas13d or its high-fidelity counterparts induced toxicity. Using propidium iodide to measure viability, we observed a modest but nonetheless measurable increase in the number of non-viable HEK293T and SH-SY5Y cells following their transfection with the native RfxCas13d protein and crRNA-13 (P < 0.05 for both; Supplementary Fig. 9). However, no change in viability was observed in HEK293T cells or SH-SY5Y cells following transfection with RfxCas13d-N2V8 or RfxCas13d-N2V7 (P > 0.05 for all; Supplementary Fig. 9).

To further interrogate the effect of targeting V3 by RfxCas13d, we used western blot to measure C9-L, the full-length C9ORF72 protein isoform. Because our approach preferentially targets V3 and because C9-L is encoded by V2 (Fig. 1a), we expected that RfxCas13d and its high-fidelity counterparts would have no effect, or a minimal effect, on the relative abundance of C9-L. Consistent with this reasoning, no difference in the C9-L protein was measured in HEK293T cells transfected with any RfxCas13d variant with crRNA-13 relative to their respective control (P > 0.05 for all; Supplementary Fig. 10). C9-S, the short C9ORF72 protein isoform encoded by V1, could not be detected, and thus was not analyzed.

We next used RNA-seq to compare the transcriptome-wide specificities of RfxCas13d and its high-fidelity counterparts. When programmed with crRNA-13, the native RfxCas13d protein perturbed the expression of 1214 genes in HEK293T cells at 72 h post-transfection (>1.25-fold change [FC]; false discovery rate [FDR]-adjusted P < 0.05), while RfxCas13d-N2V8 affected only 230 genes at the same time-point, a ~5.8-fold decrease (Fig. 3d, e and Supplementary Data 1 and 2). Interestingly, we found that RfxCas13d-N2V7 perturbed a similar number of genes (1355) as the native protein (Fig. 3e and Supplementary Data 1 and 2), indicating it possessed decreased transcriptome-wide specificity relative to RfxCas13d-N2V8 when paired with crRNA-13.

Through an over-representation analysis of gene ontology (GO) and biological process (BP) terms, we next compared the themes enriched for the genes affected by the native RfxCas13d protein and RfxCas13d-N2V8. For RfxCas13d, we observed enrichment (FDR-adjusted P < 0.05) for ten biological functions (Fig. 3f and Supplementary Data 3), including RNA processing, protein-DNA complex assembly, intrinsic apoptotic signaling and chromatin assembly and disassembly, several of which have been linked to RfxCas13d and its collateral effects^53^. However, no enrichment (FDR-adjusted P > 0.05) was observed for these or any other themes in cells transfected with RfxCas13d-N2V8 (Fig. 3f and Supplementary Data 4).

As expected, given our approach spares V2, the predominant C9ORF72 transcript variant, we observed no enrichment for function(s) related to the C9ORF72 protein for any RfxCas13d variant. Interestingly, unlike for RfxCas13d-N2V7, the majority (68%) of the genes affected by RfxCas13d-N2V8 were up-regulated (Fig. 3e); however, no themes (FDR-adjusted P > 0.05) were identified for these differentially expressed genes (DEGs).

Last for this analysis, we analyzed the shared DEGs between the native RfxCas13d protein, RfxCas13d-N2V8 and RfxCas13d-N2V7. In total, only 21 DEGs were shared among all three variants, though 94 DEGs were shared between RfxCas13d and RfxCas13d-N2V8 (Fig. 3g and Supplementary Data 2), with a GO and BP term analysis found to reveal an enrichment in functions related to the positive regulation of cellular component organization and epithelial cell differentiation (Supplementary Data 5).

Given its improved transcriptome-wide specificity compared to its native form and RfxCas13d-N2V7, we next determined the ability of RfxCas13d-N2V8 to target V3 in a more physiologically relevant cell line: iPSC-derived motor neuron-like cells from a 64-year-old female ALS patient with >145 copies of the G_4_C_2_ repeat in the *C9ORF72* gene.

Starting with neural progenitor cells from this ALS patient, as well as a non-ALS female donor, we conducted a two-week differentiation protocol that produced HB9^+^ and ChAT^+^ neurospheres (Fig. 3h) that we then analyzed by RNA-seq. In total, 2,470 DEGs were identified in the C9-ALS neurospheres following a pairwise comparison to the non-ALS donor, hereafter referred to as wild-type (>1.25 FC; FDR P < 0.01; Supplementary Fig. 11a and Supplementary Data 6 and 7), with a GO and BP term analysis found to reveal enrichment for several functions previously found to be affected in induced motor neurons (iMNs) from a C9-ALS patient, including synapse organization and neurotransmitter transport^66^ (Supplementary Fig. 11b and Supplementary Data 8).

After 14 days in vitro, the C9-ALS and wild-type neurospheres were treated with PHP.eB vector encoding a CAG-driven RfxCas13d-N2V8 variant with crRNA-13 (PHP.eB-RfxCas13d-N2V8-crRNA-13) or a non-targeted crRNA (PHP.eB-RfxCas13d-N2V8-NTG) at a multiplicity of infection (MOI) of ~2 × 10^6^. To visualize transduction, neurospheres were also separately treated with a PHP.eB vector encoding a CAG-driven EGFP variant at the same MOI.

After determining qualitatively that EGFP was expressed in the neuron-like clusters at 14 days post-transduction (Fig. 3i), we used qPCR to determine the relative ratio of V3 to all-V for each sample, finding that C9-ALS neurospheres treated with PHP.eB-RfxCas13d-N2V8-crRNA-13 had a ~40% decrease in relative V3 mRNA compared to cells treated with the non-targeting crRNA (P < 0.05; Fig. 3j). This ratio was also decreased by ~22% in wild-type cells treated with PHP.eB-RfxCas13d-N2V8-crRNA-13 (P < 0.05; Fig. 3j). Because crRNA-13 is not selective for the hexanucleotide repeat expansion and can target the wild-type V3 transcript, these data demonstrate targeting in a second iPSC-based cell line, which helps support the reproducibility of this approach within this model.

In addition to the G_4_C_2_ repeat RNA, qPCR was also used to measure the antisense RNA, which revealed no change in its expression in either the C9-ALS neurospheres or the wild-type neurospheres following their treatment with PHP.eB-RfxCas13d-N2V8-crRNA-13 (P > 0.05 for both; Supplementary Fig. 12).

RNA-seq was next used to determine the transcriptome-wide specificity of RfxCas13d-N2V8 in the wild-type neurospheres at 14 days post-transduction. When paired with crRNA-13, RfxCas13d-N2V8 was found to perturb the expression of only two genes (BMP3 and COL6A5; >1.25-FC to non-targeted crRNA; FDR-adjusted P < 0.01; Supplementary Data 9 and 10), both of which were down-regulated. Interestingly, BMP3 and COL6A5 are both involved in cartilage signaling, a finding that could benefit from further study, though we note that such an analysis is outside the scope of the current work.

We next asked if RfxCas13d-N2V8 could reverse, or partially reverse, a disease-associated transcriptional alteration in the C9-ALS neurospheres. To answer this, we used qPCR to measure the expression of CBLN1, a member of the cerebellin family of proteins that normally contributes to the formation and function of synapses. CBLN1 has been found to be up-regulated in neuron-like cells derived from C9-ALS patients^67,68^, a finding we corroborated by qPCR, which showed a ~14-fold increase in its expression in the C9-ALS iMNs versus the wild-type cells (P < 0.0001; Fig. 3k). At 14 days post-transduction, however, we found that C9-ALS neurospheres treated with RfxCas13d-N2V8 had a ~35% decrease in CBLN1 mRNA compared to cells treated with the non-targeted crRNA (P < 0.001; Fig. 3k), with no change in its expression observed in the wild-type cells treated with PHP.eB-RfxCas13d-N2V8-crRNA-13 (P > 0.05; Fig. 3k).

Finally, RNA-seq was used to determine the transcriptome-wide effects of RfxCas13d-N2V8 in the C9-ALS neurospheres. At 14 days post-transduction, we found that C9-ALS cells treated with PHP.eB-RfxCas13d-N2V8-crRNA-13 had ~18% fewer DEGs than cells treated with the non-targeted crRNA (>1.25-FC to wild-type iMNs; FDR-adjusted P < 0.01; Fig. 3l and Supplementary Data 11). For the DEGs whose expression was normalized, a term analysis revealed enrichment for functions related to RNA metabolism, including RNA splicing and mRNA splicing, the regulation of RNA and mRNA splicing, and the regulation of mRNA processing (Supplementary Fig. 13 and Supplementary Data 12 and 13).

Altogether, our results demonstrate that a high-fidelity form of RfxCas13d can be used to target V3 and that the most effective of these variants, RfxCas13d-N2V8, possesses improved transcriptome-wide specificity compared to the native enzyme. We also find that this high-fidelity variant can reduce the relative abundance of the G_4_C_2_ repeat RNA in neuron-like cells derived from a C9-ALS patient.

### High-fidelity RfxCas13d can target the G4C2 repeat RNA and improve abnormalities in a C9-ALS/FTD mouse model

We next determined if RfxCas13d-N2V8 could target the G_4_C_2_ repeat RNA in vivo. Mirroring our earlier study, we injected the HPC and MC of two-month-old C9-BACexp mice with 2 × 10^10^ GCs of PHP.eB-RfxCas13d-N2V8-crRNA-13 or PHP.eB-RfxCas13d-N2V8-NTG. To facilitate the isolation of transduced nuclei for a higher-resolution analysis of RfxCas13d-N2V8-mediated outcomes, we also co-injected each site with 2 × 10^10^ GCs of PHP.eB-EGFP-KASH (Fig. 4a).

**Fig. 4:**
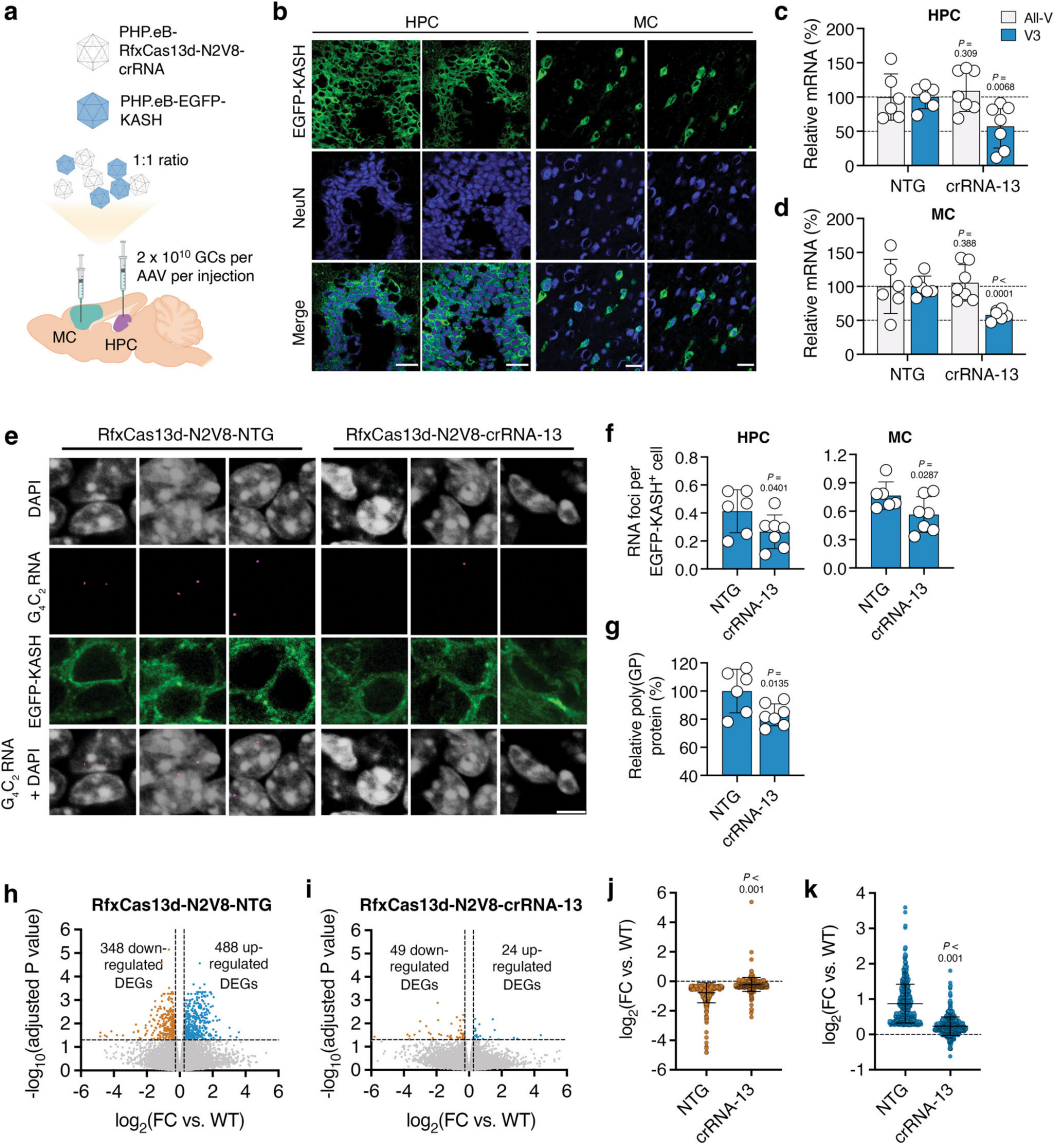
High-fidelity RfxCas13d can target the G_4_C_2_ repeat-containing RNA and improve deficits in C9-BACexp mice. **a** Cartoon of the injection scheme. Created in BioRender. Gaj, T. (2024) https://BioRender.com/a93i238. **b** Representative immunofluorescent staining of the hippocampus (HPC) and motor cortex (MC) in C9-BACexp mice two-months after injection with 2 × 10^10^ GCs each of PHP.eB-RfxCas13d-N2V8-crRNA and PHP.eB-EGFP-KASH. Scale bar, 30 µm. Relative all-V and V3 mRNA in EGFP-KASH^+^ nuclei from **c** the HPC and **d** MC of C9-BACexp mice injected with 2 × 10^10^ GCs each of PHP.eB-RfxCas13d-N2V8-crRNA with PHP.eB-EGFP-KASH. All-V and V3 for crRNA-13 normalized to the non-targeted (NTG) control (*n* ≥ 6). **e** Representative FISH for the G_4_C_2_ repeat RNA (magenta) in EGFP-KASH^+^ cells from the HPC of C9-BACexp mice injected with 2 × 10^10^ GCs each of PHP.eB-RfxCas13d-N2V8-crRNA and PHP.eB-EGFP-KASH. Scale bar, 5 µm. **f** Quantification of the number of RNA foci per EGFP-KASH^+^ cell in the (left) HPC and (right) MC of injected C9-BACexp mice (*n* ≥ 6). The total number of cells counted per biological replicate is described in Supplementary Table 3. **g** Soluble poly(GP) in the HPC of injected C9-BACexp mice (*n* ≥ 6). Volcano plot of the RNA-seq analysis from C9-BACexp mice injected with **h** PHP.eB-RfxCas13d-N2V8-NTG or **i** PHP.eB-RfxCas13d-N2V8-crRNA-13 and compared to wild-type littermates (*n* = 3–7). Lines denote a > 1.2-fold change (FC) and an FDR-adjusted P < 0.05. FC of the (**j**) down-regulated  or (**k**) up-regulated  DEGs from the analysis in (**h**, **i**). Values indicate means and error bars indicate SD. **c**, **d** All-V and V3 for crRNA-13 compared to NTG using a one-tailed unpaired t-test, with exact P values shown. **f**, **g** crRNA−13 compared to NTG using a one-tailed unpaired t-test, with exact P values shown. **h**, **i** FDR-adjusted P values were determined by a global FDR correction across pairwise comparisons. **j**, **k** crRNA-13 compared to NTG using a two-tailed unpaired t-test. All data points are biologically independent samples. Source data are provided in the Source Data file.

Consistent with our earlier study, we observed robust EGFP-KASH expression in C9-BACexp mice, finding at two-months post-injection that ~87% and ~49% of the cells positive for NeuN in the HPC and MC, respectively, were positive for EGFP-KASH (Fig. 4b and Supplementary Fig. 14) and that ~81% and ~78% of the EGFP-KASH^+^ cells in the HPC and MC, respectively, were positive for RfxCas13d-N2V8 by its HA epitope (Supplementary Fig. 15). As before, we observed limited delivery to glial cells, which included GFAP^+^ astrocytes and Iba1^+^ microglia (Supplementary Fig. 16).

Following their isolation by FACS, qPCR was used to measure V3 and all-V in EGFP-KASH^+^ nuclei from the HPC and MC of injected C9-BACexp mice. Relative to control animals, C9-BACexp mice injected with PHP.eB-RfxCas13d-N2V8-crRNA-13 were found to have a two-fold decrease in V3, both in the HPC and the MC (P < 0.01 for the HPC and P < 0.0001 for the MC; Fig. 4c, d), and showed no difference in all-V in either region (P > 0.1 for both the HPC and MC; Fig. 4c, d). Via qPCR, we also measured the antisense RNA in the EGFP-KASH^+^ cell populations, observing no change in its expression in mice treated with PHP.eB-RfxCas13d-N2V8-crRNA-13 (P > 0.05 for the HPC and MC; Supplementary Fig. 17), indicating that suppressing the G_4_C_2_ repeat RNA with crRNA-13 did not affect the antisense transcript in vivo.

Using FISH, we next determined if RfxCas13d-N2V8 affected RNA foci formation in C9-BACexp mice. Within the HPC, we measured a ~37% decrease in foci positive for the G_4_C_2_ repeat RNA in animals treated by RfxCas13d-N2V8 (P < 0.05; Fig. 4e, f and Supplementary Table 3), which coincided with a shift in their distribution (Supplementary Fig. 18a). We also quantified RNA foci formation in the MC, measuring a ~27% decrease in the number of foci per cell (P < 0.05; Fig. 4f), alongside a similar shift in their distribution (Supplementary Fig. 18b).

We next evaluated if RfxCas13d-N2V8 decreased poly(GP), a DPR protein translated from the G_4_C_2_ repeat RNA and which is produced in C9-BACexp mice^56^. Using a Meso Scale Discovery immunoassay platform^14,32,69,70^, we measured an ~18% decrease in soluble poly(GP) in bulk hippocampal tissue from mice injected with PHP.eB-RfxCas13d-N2V8-crRNA-13 (P < 0.05; Fig. 4g). An ~8% decrease in soluble poly(GP) was also measured in bulk cortical tissue (Supplementary Fig. 19), though this result did not meet the threshold for statistical significance for our study (P > 0.05). We attribute this weaker effect to the more limited transduction observed in the MC, where only ~49% of the NeuN^+^ cells in the injected area were found to be positive for EGFP-KASH versus the HPC, where ~87% of the NeuN^+^ cells in the injected area were EGFP-KASH^+^ (Supplementary Fig. 14), a nearly two-fold difference. This is particularly meaningful given that the bulk tissue used for these analyses consists of a mixture of transduced and non-transduced cells, with the presence of the latter expected to dampen the measured effect. This is in contrast to: (i) our analysis of V3 mRNA, which was conducted on RNA isolated from EGFP-KASH^+^ cell populations enriched by FACS, and (ii) our quantification of RNA foci, which was limited to EGFP-KASH^+^ cells.

To determine whether RfxCas13d-N2V8 targeting induced adverse effects, we measured body weight, motor coordination, and hindlimb and forelimb grip strength in C9-BACexp mice injected with PHP.eB-RfxCas13d-N2V8-crRNA-13 or PHP.eB-RfxCas13d-N2V8-NTG. Over a two-month period, no discernable deficits were observed in mice treated with the repeat-targeting crRNA versus the non-targeted control (P > 0.05 for all measurements; Supplementary Fig. 20).

Following these behavioral assessments, we determined the distribution of the RfxCas13d-N2V8-encoding AAV vector. Based on qPCR, we measured ~114 and ~152 vector genomes per diploid genome (vg/dg) in the HPC of C9-BACexp mice injected with PHP.eB-RfxCas13d-N2V8-crRNA-13 and PHP.eB-RfxCas13d-N2V8-NTG, respectively, and ~25 and ~22 vg/dg in the MC (Supplementary Fig. 21). On average, between ~1.1 and ~2.6 vg/dg were measured in the heart, lungs, liver, kidney, and spleen of these C9-BACexp mice (Supplementary Fig. 21), with qPCR found to reveal no change in V3, all-V or the antisense RNA in any of these peripheral tissues (P > 0.05 for all; Supplementary Fig. 22).

Finally, we evaluated if RfxCas13d-N2V8 could reverse the transcriptional abnormalities that manifest in C9-BACexp mice^34^. To determine this, we injected the MC of six-week-old C9-BACexp mice and their age-matched C57BL/6 J littermates with 2 × 10^10^ GCs of PHP.eB-RfxCas13d-N2V8-crRNA-13 or PHP.eB-RfxCas13d-N2V8-NTG alongside 2 × 10^10^ GCs of PHP.eB-EGFP-KASH, which we used to facilitate the isolation of transduced nuclei by FACS at two-months post-injection. 

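Each of the 27 libraries was made from the EGFP-KASH+ nuclei of the motor cortex of 1 mouse, 15 of them C9-BACexp mice and 12 C57BL/6J littermates. EGFP-KASH is a green fluorescent protein joined to a KASH domain, which holds it at the nuclear envelope, so nuclei of transduced cells can be sorted whatever their cell type. NTG is the non-targeted crRNA. Among the C9-BACexp mice, 6 had received NTG, 6 crRNA-13 and 3 EGFP-KASH only. Among the C57BL/6J mice, 5 had received NTG, 3 crRNA-13 and 4 EGFP-KASH only. The age, dose and time after injection of the mice given EGFP-KASH only are not stated in the paper's text. For the NTG mice the sample labels name RfxCas13d as the effector, where the paper names RfxCas13d-N2V8. The deposited values are the authors' gene-level count estimates from Salmon and tximport, in which spliced and unspliced transcripts are both counted, and they are not normalized between libraries. They sum to 21508829 to 36777972 per library, with a median of 29001126. The 3 human C9ORF72 transcripts and EGFP-KASH stand beside the mouse genes. For the values given here, counts were rounded, scaled by TMM and tested with the quasi-likelihood test of edgeR in 1 model of the 6 groups and 4 factors of unwanted variation, the number the paper used. The factors were estimated from the residuals within groups, so they chiefly lower the standard errors. Nearly all edgeR calls given here rest on them. In the same model without them edgeR called 6, 4 and 4 genes between the genotypes with NTG, crRNA-13 and EGFP-KASH only. Human transcripts were among these, and no member of any gene list was. Of the named genes called with the factors in these comparisons, DESeq2, run as an alternative, kept 53 of 99, 6 of 38 and 8 of 70 without them. Of 39338 genes, 21768 had enough counts to be tested. Gene levels are given in CPM, the count of a gene scaled to the total of its library after TMM, with the SD over mice. A gene was called at a fold change over 1.2 and an adjusted p under 0.05, the paper's limits. Of 30 gene lists, chosen with these limits before the data were examined, that of mitochondrially encoded genes had no tested member. For most of the other 29 the number of called members is given beside the number found when p was adjusted over the list alone. Camera compared a list with all other genes.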

We then conducted RNA-seq on the EGFP-KASH^+^ nuclei isolated from each animal.

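Human C9ORF72 RNA was found in all 15 C9-BACexp libraries. V3 (NM_001256054.3), a transcript that starts at exon 1a and whose precursor carries the repeat, was at 29.1 ± 3.57 CPM (SD, n = 6) with NTG and at 21.0 ± 8.39 CPM (SD, n = 6) with crRNA-13. V1 (NM_145005.7), which also starts at exon 1a, was at 24.2 ± 3.77 CPM with NTG and 19.3 ± 4.71 CPM with crRNA-13. V2 (NM_018325.5), which the exon 1a-targeting crRNA-13 was designed to spare, was at 37.5 ± 6.91 CPM and 42.6 ± 7.46 CPM. The 3 transcripts together came to 90.8 ± 10.4 CPM with NTG and 82.9 ± 14.7 CPM with crRNA-13. On the log2 scale the difference of crRNA-13 from NTG was -0.57 for V3 (exact permutation test, two-sided, p = 0.0455, 0.134 after adjustment over the 3 transcripts and their sum). It was -0.34 for V1 (exact p = 0.0671, adjusted p = 0.134), 0.18 for V2 (exact p = 0.240, adjusted p = 0.290) and -0.14 for the sum (exact p = 0.290), so none passed the adjusted test. In edgeR the log2 fold change of V3 was -0.59 (standard error 0.16, adjusted p = 0.0884, or 0.762 without the factors). With EGFP-KASH only, V3 was at 41.8 ± 24.8 CPM (SD, n = 3), where replicate 2 had 70.5 CPM of V3 and 0 of V2. The transcripts share most of their sequence, and the estimate can move reads between them in a library. Mouse C9orf72 (chromosome 4, 35191282 to 35226186 of GRCm39) was at 18.8 ± 1.70 CPM with NTG and 19.2 ± 3.38 CPM with crRNA-13 (exact permutation test, p = 0.833), and EGFP-KASH itself at 46.1 ± 10.0 CPM and 49.9 ± 32.0 CPM (exact p = 0.872). In 11 of the 12 C57BL/6J libraries no human transcript was counted, which allows up to 0.144 CPM by counting error. C57BL/6J crRNA-13 replicate 5 had 0.327 CPM of V2 and 0.109 CPM of V1.

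**Figure D1:**
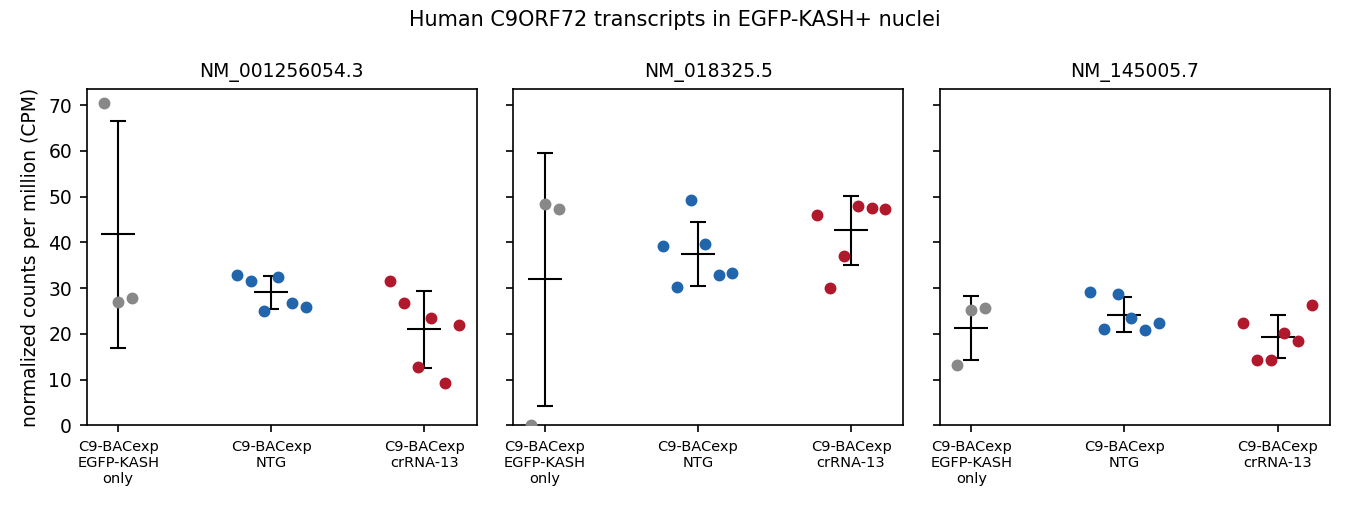
Human C9ORF72 transcripts V1, V2 and V3, mouse C9orf72 and EGFP-KASH in CPM, with 1 point per mouse and bars for the mean and SD of each group. V3 spans 9.34 to 31.5 CPM in the 6 C9-BACexp mice with crRNA-13 and 25.1 to 32.9 CPM in the 6 with NTG.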

To uncover the gene alterations that could be attributed to the repeat expansion, a pairwise DEG analysis was first conducted between C9-BACexp mice and their C57BL/6J littermates, which were injected with the same vector formulations as described above. 

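With NTG, C9-BACexp mice had more RNA of oligodendrocytes, the myelin-forming cells, and less of astrocytes and of upper-layer cortical neurons than C57BL/6J littermates. Of 30 oligodendrocyte markers, 24 rose and none fell (27 higher when adjusted over the list alone), with a median log2 fold change of 1.06. Mbp, which encodes myelin basic protein (chromosome 18, 82493207 to 82603763 of GRCm39), was at 659.5 ± 174 CPM (SD, n = 6) in C9-BACexp mice and 339.7 ± 192 CPM (SD, n = 5) in C57BL/6J mice (log2 fold change 1.07, standard error 0.14, adjusted p = 1.8e-04 in edgeR). Mag, a glycoprotein of the myelin membrane, had a log2 fold change of 1.39 (standard error 0.19, adjusted p = 3.0e-04), and St18, a transcription factor expressed in oligodendrocytes, one of 1.43 (adjusted p = 1.4e-04). Of 22 astrocyte markers, 5 fell and none rose (16 lower when adjusted over the list alone), with a median of -0.60. Among them was Slc1a3, a glutamate transporter, at 34.3 ± 6.87 CPM against 55.5 ± 16.6 CPM (log2 fold change -0.65, standard error 0.12, adjusted p = 0.00327). Of 14 upper-layer neuron markers, 5 fell and none rose (10 lower when adjusted over the list alone), with a median of -0.70. Rorb, a nuclear receptor of neurons that receive thalamic input, was at 37.2 ± 5.86 CPM against 84.3 ± 29.8 CPM (log2 fold change -1.15, standard error 0.20, adjusted p = 0.00326). Deep-layer neuron markers went the other way, with 6 of 20 higher and none lower (8 higher and 1 lower when adjusted over the list alone), among them Sulf1, a sulfatase that edits heparan sulfate (log2 fold change 0.83, adjusted p = 0.00505). Markers of striatal projection neurons, which motor cortex lacks, had a median of 1.27, with 5 of 18 higher (13 when adjusted over the list alone), and were highest in C9-BACexp NTG replicates 6 and 1 (mean log2 CPM of 5.50 and 4.05). Leaving out 1 of the 11 mice moved the count of called members by less than 1.5 times for oligodendrocyte and upper-layer markers. It gave 3 astrocyte markers without C9-BACexp NTG replicate 2 or 4 or C57BL/6J NTG replicate 1 or 5 and 8 without C9-BACexp NTG replicate 1, and 3 deep-layer markers without C57BL/6J NTG replicate 5. The striatal count was 0 without C57BL/6J NTG replicate 4, 1 without replicate 2, 2 without replicate 3 or 5 or C9-BACexp NTG replicate 2 or 6, and 3 without replicate 1 of either genotype. Camera gave adjusted p = 7.0e-32 for oligodendrocyte, 3.1e-09 for astrocyte, 1.3e-09 for upper-layer, 0.001 for deep-layer and 2.9e-05 for striatal markers. With an estimated correlation between genes no list stayed under 0.05 (adjusted p = 0.0572, 0.189, 0.0572, 0.245 and 0.479).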

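Over all genes, 872 were higher and 563 lower in C9-BACexp mice with NTG, the 3 human transcripts among the former. Gpc6, a glypican that carries heparan sulfate at the cell surface (chromosome 14, 117162727 to 118216940), fell from 572 ± 148 CPM (SD, n = 5) in C57BL/6J mice to 260.3 ± 26.0 CPM (SD, n = 6) in C9-BACexp mice (log2 fold change -1.08, standard error 0.10, adjusted p = 8.6e-06 in edgeR). Among genes with a mean of at least 1 CPM, a large fall was that of Acss3, an acyl-CoA synthetase of mitochondria, from 4.57 ± 2.79 CPM to 0.558 ± 0.524 CPM (log2 fold change -2.97, standard error 0.68, adjusted p = 0.0211). Serpina9, a serine protease inhibitor, rose from 0.0829 ± 0.109 CPM to 3.55 ± 5.10 CPM (log2 fold change 4.62, standard error 0.99, adjusted p = 0.0147). Wipf1, which binds actin regulators, and Sorbs3, an adaptor of cell adhesions, had log2 fold changes of 1.02 and 1.37 (adjusted p = 2.7e-05 and 6.8e-05). Each of these genes was called in all 11 fits that left out 1 of the mice compared, and the number of called genes stayed within 1.5 times of 1435. It was 1347 without the libraries of C9-BACexp NTG replicates 6 and 1, left out after their striatal markers had been seen. Without the factors edgeR called 6 genes, the 3 human transcripts and 3 lower genes, and the adjusted p of the named mouse genes lay between 0.0816 and 0.828. Limma-trend called 1467 genes with the factors and 4 without, and DESeq2 2908 and 563.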

In total, we identified 836 genes whose expression was altered in the enriched nuclei from C9-BACexp mice (>1.2-FC; FDR-adjusted P < 0.05; Fig. 4h and Supplementary Data 14 and 15), 348 of which were down-regulated  and 488  of which were up-regulated (Fig. 4h), with an average FC from wild-type of 1.71 (Fig. 4j) and 1.83 (Fig. 4k), respectively. 

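Of 48 autophagy genes, 4 rose and 1 fell in C9-BACexp mice with NTG (4 and 3 when adjusted over the list alone). Rubcn, which encodes the autophagy inhibitor Rubicon, was at 104 ± 9.29 CPM (SD, n = 6) in C9-BACexp and 80.8 ± 9.41 CPM (SD, n = 5) in C57BL/6J mice (log2 fold change 0.36, standard error 0.06, adjusted p = 0.00154 in edgeR). Tfeb, a transcription factor of lysosomal and autophagy genes, was at 29.2 ± 8.52 CPM and 15.4 ± 6.03 CPM (log2 fold change 0.93, standard error 0.20, adjusted p = 0.0152), a call that ended without C57BL/6J NTG replicate 2 (log2 fold change 0.80, adjusted p = 0.0949). Of 96 RNA splicing genes, 7 rose and 3 fell (7 and 6 when adjusted over the list alone). Srrm2 and Son, which encode scaffold proteins of nuclear speckles, rose by log2 fold changes of 0.52 and 0.36 (adjusted p = 2.7e-05 and 7.2e-04), and Srsf4, a splicing factor rich in serine and arginine, by 0.38 (adjusted p = 0.00202). The median log2 fold change was -0.02 over the autophagy list and 0.00 over the splicing list, and camera called neither list (adjusted p = 0.797 and 0.916). Without C57BL/6J NTG replicate 3, 18 splicing and 9 autophagy genes were called, without C57BL/6J NTG replicate 5 only 5 splicing genes, and without C9-BACexp NTG replicate 2, 4 or 5 or C57BL/6J NTG replicate 1 or 2 only 2 or 3 autophagy genes. Of 30 genes linked to ALS or FTD, 2 rose and 2 fell (2 and 3 when adjusted over the list alone). Dctn1, a subunit of dynactin, had a log2 fold change of 0.30 and Mapt, which encodes tau, one of 0.30, while Tardbp, which encodes TDP-43, had one of -0.31 and Tmem106b, a lysosomal membrane protein, one of -0.54. The calls of these 4 genes ended without C57BL/6J NTG replicate 5, with log2 fold changes of 0.18, 0.25, -0.26 and -0.39. Of 13 nuclear long non-coding RNAs 1 rose and 1 fell (1 and 1 when adjusted over the list alone). Rian, an imprinted RNA, fell (log2 fold change -0.35, standard error 0.07, adjusted p = 0.00695), and Neat1, which builds paraspeckles, had a log2 fold change of 1.27 that fell to 1.03 and out of the call without C57BL/6J NTG replicate 1 (adjusted p = 0.0596). Without the factors edgeR called no member of these 4 lists, and limma-trend without them none either, against 1 autophagy gene and 1 long non-coding RNA in DESeq2 without them.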

Among the DEGs, enrichment (P < 0.05) was observed for terms related to autophagy, RNA splicing and RNA regulation (Supplementary Data 16).

To determine whether RfxCas13d-N2V8 had an effect on these DEGs, we conducted a pairwise analysis between C9-BACexp and C57BL/6J mice co-injected with PHP.eB-RfxCas13d-N2V8-crRNA-13 and PHP.eB-EGFP-KASH. 

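With crRNA-13, C9-BACexp mice had less RNA of interferon-stimulated genes than C57BL/6J mice. Of 50 such genes, 21 fell and none rose (43 lower when adjusted over the list alone), with a mean log2 fold change of -2.08. Ifit3, an antiviral protein induced by interferon (chromosome 19, 34560899 to 34566443 of GRCm39), was at 1.54 ± 1.64 CPM (SD, n = 6) in C9-BACexp and 10.5 ± 10.6 CPM (SD, n = 3) in C57BL/6J mice (log2 fold change -2.85, standard error 0.47, adjusted p = 0.00195 in edgeR). Their count was 1 without C57BL/6J crRNA-13 replicate 5, 34 without C57BL/6J crRNA-13 replicate 2 and 11 without C9-BACexp crRNA-13 replicate 1 or 6. Of 21 genes of MHC class I antigen presentation, 2 fell and none rose (13 lower when adjusted over the list alone), with a median of -0.99. That count was 11 without C57BL/6J crRNA-13 replicate 2, 0 without replicate 5, 0 without C9-BACexp crRNA-13 replicate 6, 1 without replicate 1 or 7, 6 without replicate 2 and 4 without replicate 4. Of 22 astrocyte markers, 3 fell and none rose (10 lower when adjusted over the list alone, median -0.45), 6 without C57BL/6J crRNA-13 replicate 1 and 0 without replicate 5. Aqp4, the water channel of astrocyte endfeet, was at 2.17 ± 0.388 CPM against 4.84 ± 1.99 CPM (log2 fold change -1.06, standard error 0.24, adjusted p = 0.0181), a call that ended without C57BL/6J crRNA-13 replicate 5 (log2 fold change -0.74, adjusted p = 0.205). The oligodendrocyte markers had a median of 0.38, with 1 of 30 higher and none lower (1 higher when adjusted over the list alone). Of 25 microglia markers 22 were lower (median -0.69, 3 at an unadjusted p under 0.05, none when adjusted over the list alone) and all 18 striatal projection neuron markers were higher (median 1.21, 8 at an unadjusted p under 0.05, 1 when adjusted over the list alone), with none called in edgeR and limma-trend and 1 striatal marker in DESeq2 with the factors. Camera gave these lists adjusted p = 6.2e-04 and 7.3e-07, and 0.245 and 0.43 with an estimated correlation, and the microglia call ended without C57BL/6J crRNA-13 replicate 5 (median -0.33, adjusted p = 0.233). Camera gave adjusted p = 2.7e-43 for the interferon-stimulated, 5.0e-12 for the MHC class I, 2.1e-09 for the astrocyte and 2.0e-09 for the oligodendrocyte list. With an estimated correlation these were adjusted p = 0.0572, 0.185, 0.189 and 0.35, and the oligodendrocyte call also ended without C9-BACexp crRNA-13 replicate 1 (median 0.05, adjusted p = 0.566). Acss3 again fell, from 5.42 ± 4.06 CPM to 0.364 ± 0.0488 CPM (log2 fold change -3.91, adjusted p = 0.0072). In all, 96 genes were higher and 139 lower. Without C57BL/6J crRNA-13 replicate 1 the number of called genes was 429 and without replicate 5 it was 98, without the factors it was 4, and with p adjusted within this comparison alone it was 34. Of 70 splits of the same libraries into groups of the same sizes, the real one included, 43 called as many genes. Chance could thus not be excluded for this number. A mean change as large was found in 4 of 70 for interferon-stimulated, 15 for MHC class I, 2 for astrocyte and 44 for oligodendrocyte genes.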

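The 836 genes of Supplementary Data 15 were measured again in each treatment. They were chosen on the NTG libraries, so their size with NTG is not independent evidence. The 488 genes listed as up-regulated were higher in C9-BACexp mice by a geometric mean of 1.82-fold with NTG, 1.22-fold with crRNA-13 and 1.50-fold with EGFP-KASH only. The 348 genes listed as down-regulated were lower by a geometric mean of 1.76-fold, 1.18-fold and 1.35-fold. St18, listed as up-regulated, had a log2 fold change of 0.40 with crRNA-13 and of 1.14 with EGFP-KASH only, a call that ended without C57BL/6J EGFP-KASH only replicate 2 (log2 fold change 0.78, adjusted p = 0.0673). Gpc6, listed as down-regulated, had one of -0.34 with crRNA-13 (adjusted p = 0.142 in edgeR) and of -0.57 with EGFP-KASH only (adjusted p = 0.0216), a call that ended without C9-BACexp EGFP-KASH only replicate 3 or 5 or C57BL/6J EGFP-KASH only replicate 2 (log2 fold change -0.47, -0.58 and -0.41). With crRNA-13, 42 of the up-regulated and 27 of the down-regulated genes were called in the listed direction, 69 together, and with EGFP-KASH only 193 and 39. The 69 became 30 without C9-BACexp crRNA-13 replicate 2, 123 without C57BL/6J crRNA-13 replicate 1, 38 without replicate 2 and 8 without replicate 5. The groups hold 6 and 5 mice with NTG, 6 and 3 with crRNA-13 and 3 and 4 with EGFP-KASH only. Among the 1432 mouse genes called here with NTG, the geometric mean was 1.84-fold for the 869 up-regulated genes with NTG and 1.15-fold with crRNA-13, and 1.68-fold and 1.19-fold for the 563 down-regulated genes. Of these, 54 and 40 were called with crRNA-13. Testing the genotype difference with crRNA-13 against that with NTG, gene by gene, edgeR called 1 gene, with 2277 at an unadjusted p under 0.05. Without the factors it called 0, with 924 at an unadjusted p under 0.05, limma-trend called 0 with and without the factors, and DESeq2 called 230 and 21.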

Of the 836 genes whose expression was altered in C9-BACexp mice injected with the non-targeted crRNA, we found that only 73 of them (~9%) were affected (that is, deviated significantly from wild-type; >1.2-FC; FDR-adjusted P < 0.05) in C9-BACexp mice treated with crRNA-13 (Fig. 4i and Supplementary Data 14 and 15), with the 488 and 348 DEGs originally found to be up- and down-regulated found to deviate from wild-type by a FC of only 1.18 and 1.16, respectively, in C9-BACexp mice treated with crRNA-13 (P < 0.0001 for both compared to NTG; Fig. 4j, k). Notably, of these 488 and 348 up- and down-regulated DEGs, we found that 401 (82%) and 253 (73%) of them, respectively, reverted back to wild-type by a FC difference of at least 50%, and that 247 (51%) and 144 (41%) of them, respectively, reverted back to wild-type by a FC difference of at least 75% (Fig. 4j, k and Supplementary Data 14 and 15). These results thus indicate that RfxCas13d can at least partially reverse a percentage of the transcriptional deficits that manifest in C9-BACexp mice.

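Among the genes called here with NTG, 633 of the 869 up-regulated (72.8%) and 398 of the 563 down-regulated genes (70.7%) had with crRNA-13 lost at least 50% of their fold difference from C57BL/6J mice. At least 75% was lost by 345 (39.7%) and 224 (39.8%). Genes whose difference reversed count among these. With crRNA-13, 784 of the 869 and 489 of the 563 genes kept their direction, and with EGFP-KASH only 816 and 520 did. In the mice given EGFP-KASH only, which received no crRNA, at least 50% was lost by 349 of the up-regulated (40.2%) and 302 of the down-regulated genes (53.6%), and at least 75% by 166 (19.1%) and 154 (27.4%). Mbp is one of these genes, with a log2 fold change of 0.34 with crRNA-13 and 1.01 with EGFP-KASH only. Sorbs3 had one of 0.13 and 1.07, and Plxnb3, a semaphorin receptor of oligodendrocytes, one of 0.21 and 1.07. Over both directions the mean log2 difference between the genotypes was 0.83 with NTG and 0.22 with crRNA-13, a drop of 0.61. A shift of -0.23 between the C9-BACexp groups and one of 0.38 between the C57BL/6J groups, each crRNA-13 minus NTG in the direction of the genes, make up this drop. These genes were chosen on the same NTG mice, and with 1432 genes chosen on other NTG mice the shifts had medians of -0.08 (-0.18 to 0.07) and 0.10 (-0.08 to 0.29) over 100 draws. The share of genes that lost at least 50% was 48.6% without C57BL/6J crRNA-13 replicate 1 and 86.3% without replicate 5, against 72.0% with all mice. The share that lost at least 75% was 25.3% and 64.2% without these replicates, against 39.7%.

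**Figure D2:**
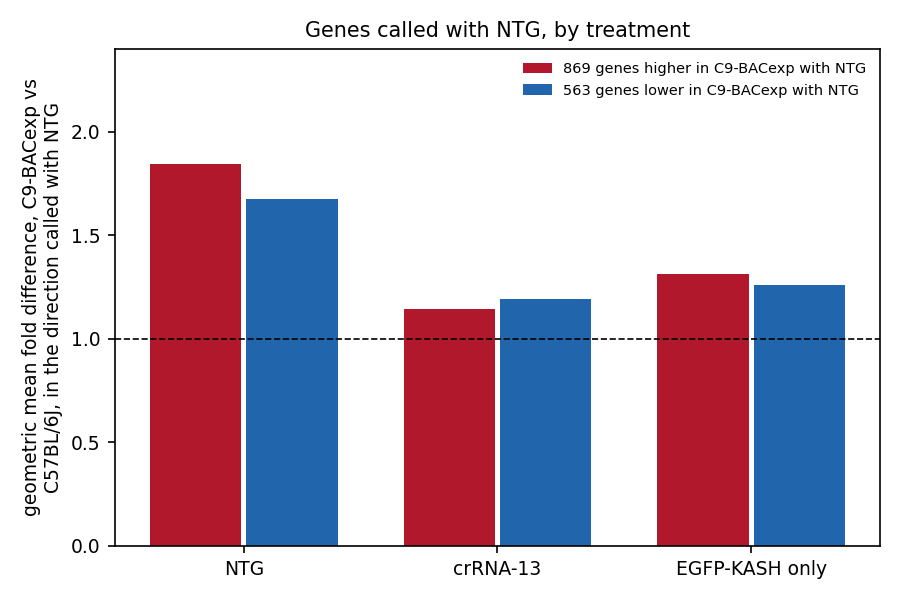
Geometric mean fold difference between C9-BACexp and C57BL/6J mice, in the direction called with NTG, of the 869 up-regulated and 563 down-regulated genes called here, measured with NTG, with crRNA-13 and with EGFP-KASH only. Bars are means over genes without error bars, and those with NTG are on the libraries that chose the genes. With EGFP-KASH only they stand at 1.31 and 1.26.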

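Compared with C9-BACexp mice given NTG, those given crRNA-13 had more RNA of interferon-stimulated, MHC class I and immediate early genes. Of 50 interferon-stimulated genes 46 were higher, 3 of them called (18 when adjusted over the list alone), with a median log2 fold change of 1.15. Oas1a, which senses double-stranded RNA (chromosome 5, 121031070 to 121046449 of GRCm39), was at 1.62 ± 2.06 CPM (SD, n = 6) with crRNA-13 and 0.0970 ± 0.0572 CPM (SD, n = 6) with NTG (log2 fold change 3.64, standard error 0.83, adjusted p = 0.0202 in edgeR). Of 21 MHC class I genes, 19 were higher, 2 of them called (8 when adjusted over the list alone, median 0.75). Of 22 immediate early genes, which neuronal activity induces, 21 were higher, 4 of them called (19 when adjusted over the list alone, median 0.83). The mean of their log2 CPM differed by 0.84 (exact permutation test, two-sided, p = 0.0152, adjusted p = 0.0879). In C57BL/6J mice the same difference was 0.20 (exact p = 0.571, adjusted p = 0.627). Without 1 mouse the counts of called genes ranged from 1 to 8 for the interferon-stimulated list (1 without 1 of the C9-BACexp NTG mice or without crRNA-13 replicate 2, 3 or 4, 5 without crRNA-13 replicate 6, 8 without replicate 7), from 0 to 5 for the MHC class I list (0 without NTG replicate 3 or 4 or crRNA-13 replicate 2, 5 without crRNA-13 replicate 6, 4 without replicate 7) and from 0 to 4 for the immediate early list (0 without NTG replicate 3, 4, 5 or 6 or crRNA-13 replicate 2 or 4). Camera gave adjusted p = 7.8e-21, 4.4e-12 and 7.1e-23 for these lists, and adjusted p = 0.189, 0.185 and 0.067 with an estimated correlation. Camera also called the upper-layer list as higher, the RNA splicing list as lower and the heat shock list. Each of these further calls ended in at least 1 fit without 1 mouse. Camera called 8 lists here in all, and the calls other than these held in each such fit. With an estimated correlation none of the 8 calls held. Of 21 inhibitory neuron markers 7 were lower and none higher at an unadjusted p under 0.05, with none called in limma-trend or DESeq2. Mlc1, a membrane protein of astrocytes, rose (log2 fold change 0.67, standard error 0.16, adjusted p = 0.0227), and Srp19, a subunit of the signal recognition particle, fell from 6.09 ± 0.524 CPM to 3.87 ± 1.08 CPM (log2 fold change -0.70, standard error 0.15, adjusted p = 0.0107). Of the genes of Supplementary Data 15, which the study chose on the same NTG libraries, 404 of the 488 up-regulated ones were lower with crRNA-13 than with NTG, 5 of them called, with a median of -0.12. Of the 348 down-regulated ones 289 were higher, 13 of them called, with a median of 0.14. Without the factors 307 of these 488 were lower and 301 of these 348 higher, none of them called, with medians of -0.06 and 0.18. In all, 53 genes were higher and 52 lower with crRNA-13. This total was 69 without C9-BACexp NTG replicate 5 and 205 without C9-BACexp crRNA-13 replicate 1, in which 22177 genes had a count, against 24351 to 25698 in the other libraries of its group. With p adjusted within this comparison alone 1 gene was called. The same libraries were also split into other groups of the same sizes. Of 70 splits, the real one included, 36 called as many genes, so chance could not be excluded for this number. A mean change as large was found in 7 of 70 for interferon-stimulated, 4 for MHC class I and 2 for immediate early genes. Without the factors edgeR called 0 genes, with 1150 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0677, limma-trend called 0 and DESeq2 27. From the smaller number and size of differences to wild-type with crRNA-13, and from the genes that came back to wild-type by at least 50% and 75%, the paper takes its results to indicate that RfxCas13d can at least partially reverse a percentage of the transcriptional deficits of C9-BACexp mice.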

Last for this analysis, we determined the transcriptome-wide specificity of RfxCas13d-N2V8 in vivo. 

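In C57BL/6J mice, edgeR called 0 genes between crRNA-13 (n = 3) and NTG (n = 5) at a fold change over 1.25 and an adjusted p under 0.01, with 2409 genes at an unadjusted p under 0.05. The smallest adjusted p was 0.0287. Limma-trend called 0 as well, DESeq2 177 with the factors and 2 without. At a fold change over 1.2 and an adjusted p under 0.05, edgeR called 68 genes as higher and 10 as lower. These p-values were adjusted within this comparison alone, while the paper adjusted its comparisons together, as was done here for 5 others. With p adjusted over all 6 together, which was tried after the data had been seen, edgeR called 37 genes as higher and 3 as lower at the stricter limits and 246 genes at the wider ones. Among the 68 was Rnf213, a large ubiquitin ligase induced by interferon, at 295 ± 328 CPM (SD, n = 3) with crRNA-13 and 27.1 ± 28.4 CPM (SD, n = 5) with NTG (log2 fold change 3.54, standard error 0.58, adjusted p = 0.0287). C4b, which encodes complement component C4, was at 232 ± 148 CPM against 43.2 ± 30.9 CPM (log2 fold change 2.71, standard error 0.48, adjusted p = 0.0287). Bfsp2, a filament protein best known from the lens, had a log2 fold change of 1.69 (adjusted p = 0.0287), and Gpc6, which was lower in C9-BACexp mice, one of -0.58 (adjusted p = 0.0468). Oligodendrocyte markers, which were higher in C9-BACexp mice with NTG, had a median of 0.60, with no member called in edgeR at either pair of limits (10 higher when adjusted over the list alone, and 17 higher and none lower at an unadjusted p under 0.05), while at the stricter limits DESeq2 called 3 with the factors and limma-trend none. Their camera call (adjusted p = 2.7e-16) was lost with an estimated correlation (adjusted p = 0.189). At the stricter limits the count of 0 became 3 without C57BL/6J NTG replicate 2, 4 without NTG replicate 3, 72 without crRNA-13 replicate 2 and 3 without crRNA-13 replicate 5. Without the factors no gene passed the wider limits either, with 1047 genes at an unadjusted p under 0.05.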

Based on a pairwise comparison between C57BL/6J mice injected with PHP.eB-RfxCas13d-N2V8-crRNA-13 or PHP.eB-RfxCas13d-N2V8-NTG, we identified 84 genes that were differentially expressed by crRNA-13 (>1.25-FC; FDR-adjusted P < 0.01; Supplementary Data 17), 64 of which were up-regulated and 20 of which were down-regulated (Supplementary Data 18). Interestingly, the DEGs were found to associate with immune response-related terms, including cellular responses to interferons and host defense responses (P < 0.01; Supplementary Data 19).

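All 50 interferon-stimulated genes measured were higher with crRNA-13 than with NTG in C57BL/6J mice, with a median log2 fold change of 2.41. No member passed an adjusted p of 0.01 over all genes in edgeR or limma-trend (11 did in edgeR with p adjusted over 6 comparisons together), 26 did in DESeq2 with the factors and none without them, 38 were higher when adjusted over the list alone, and 46 at an unadjusted p under 0.05. Ifit1, which binds viral RNA (chromosome 19, 34618271 to 34632174 of GRCm39), was at 39.0 ± 52.4 CPM (SD, n = 3) with crRNA-13 and 3.92 ± 6.07 CPM (SD, n = 5) with NTG (log2 fold change 3.64, standard error 0.73, adjusted p = 0.0355 in edgeR). Oas2, an antiviral sensor, had a log2 fold change of 3.99 (adjusted p = 0.0368) and Oas1g one of 4.89 (adjusted p = 0.0333). Camera gave adjusted p = 5.6e-61 for the list, and adjusted p = 0.0572 with an estimated correlation. The mean log2 CPM of the list in each mouse was 3.29 ± 1.67 (SD, n = 3) with crRNA-13, 0.89 ± 1.05 (SD, n = 5) with NTG and 0.36 ± 0.96 (SD, n = 4) with EGFP-KASH only. Its range was 1.64 to 4.98 with crRNA-13 and 0.05 to 2.64 with NTG (difference 2.40, exact permutation test, two-sided, p = 0.0357 of 56 splits, adjusted p = 0.104 over 29 such tests). In C9-BACexp mice it was 1.27 ± 1.03 (SD, n = 6) with crRNA-13, 0.34 ± 0.21 (SD, n = 6) with NTG and -0.10 ± 0.49 (SD, n = 3) with EGFP-KASH only. Microglia markers had a median of 0.68 in the C57BL/6J mice, with no member called and 5 of 25 higher at an unadjusted p under 0.05 (camera adjusted p = 4.6e-05, or adjusted p = 0.189 with an estimated correlation). Without C57BL/6J crRNA-13 replicate 5 their median was 0.49 (adjusted p = 0.197). In the C57BL/6J mice 10 of 75 ribosomal protein, 8 of 34 respiratory chain and 4 of 14 upper-layer genes were lower at an unadjusted p under 0.05. None of these 3 lists had a higher member at that limit. Camera also called the ribosomal protein, respiratory chain, deep-layer and inhibitory neuron lists, calls that each ended in at least 1 fit without 1 mouse. None of these calls held with an estimated correlation.

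**Figure D3:**
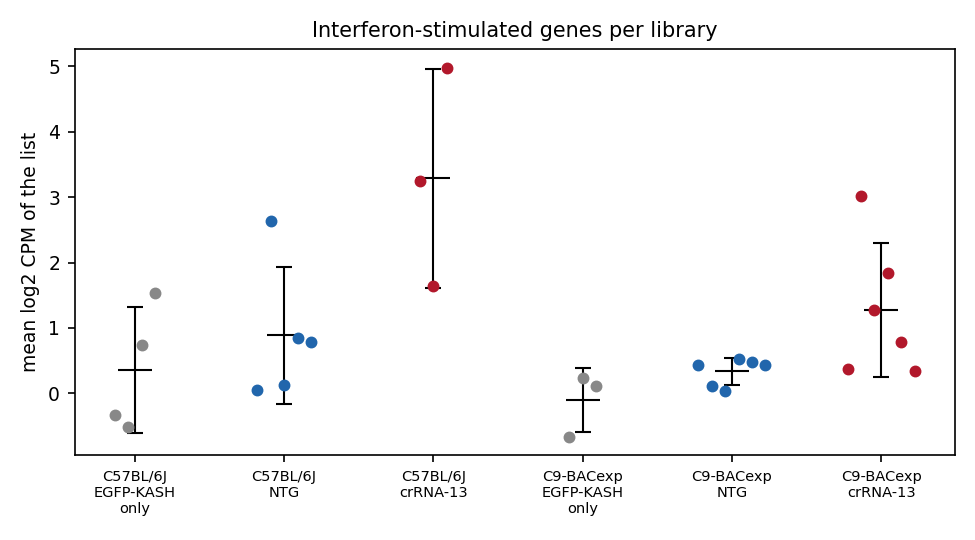
Mean log2 CPM of the 50 interferon-stimulated genes in each mouse, with 1 point per mouse and bars for the mean and SD of the 6 groups. Among C57BL/6J mice, those with crRNA-13 range from 1.64 to 4.98 and those with NTG from 0.05 to 2.64.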

In conclusion, we show that RfxCas13d and a high-fidelity version of it can be used to curb the production of the G_4_C_2_ repeat-containing RNA without affecting normal C9ORF72 mRNA levels. We further demonstrate that RfxCas13d can improve abnormalities associated with the repeat expansion in C9-BACexp mice. These results illustrate the potential of CRISPR-Cas13 technology for C9ORF72-linked ALS/FTD.

## Discussion

An abnormal expansion of a G_4_C_2_ repeat in the first intron of the *C9ORF72* gene is the most common genetic cause of ALS^7,8^, accounting for up to 40% of familial forms of the disease and 5–10% of all sporadic cases of the disorder in the United States, Europe and Australia^71^. To date, three non-exclusive mechanisms have been proposed to explain the pathogenicity of the repeat expansion^9–24^. These include haploinsufficiency or loss of C9ORF72 protein functon^9^ and/or acquired toxicity from the effects of bidirectionally transcribed repeat-containing RNAs^13,15–18^ and/or their non-canonical translation to one of five DPR proteins^19–22^.

Given the role that the repeat RNAs may play in C9-ALS/FTD, gene silencing has emerged as a promising strategy for the disorder. Accordingly, both ASOs^27,31,32,67,72^ and miRNAs^25,26^ have both been used to target the hexanucleotide repeat-containing RNA. These approaches, however, possess fundamental limitations that could limit their effectiveness for C9-ALS/FTD. ASOs, for example, have a transient lifecycle, which can require a lifetime of administrations to sustain a therapeutic effect^73,74^. This in turn can lead to periods of diminished activity and impose a physical burden on patients. Conversely, though miRNAs can be expressed for an extended period of time from a viral vector, they rely on endogenous RNA processing pathways that are predominately located in the cytoplasm^75–77^ which, in the case of C9-ALS/FTD, could limit their effectiveness, as the repeat RNAs and the RNA foci are located predominately in the nucleus^27,78,79^.

One emerging technology whose properties could overcome these limitations is CRISPR-Cas13, particularly RfxCas13d, a class II, type VI CRISPR effector protein that is: (i) capable of cleaving RNAs via its intrinsic RNase activity^33^, (ii) is compact enough to be encoded within a single AAV vector^33^ for a potential single-dose treatment and (iii) can be modified to access the nucleus^33,45^ to engage with the repeat-containing RNAs. Given these attributes, we hypothesized that RfxCas13d could be used to target the G_4_C_2_ repeat RNA to influence pathological hallmarks associated with C9-ALS/FTD.

In this proof-of-concept, we establish a CRISPR-Cas13-based system for C9-ALS/FTD. Using a dual-luciferase reporter screen to measure target engagement and non-specific collateral effects, we identify crRNAs for RfxCas13d that facilitated the targeting of the repeat RNA in HEK293T cells, SH-SY5Y cells and motor neuron-like cells derived from a patient with C9-ALS. We also find that RfxCas13d effectively curbed the expression of the G_4_C_2_ repeat RNA in C9-BACexp mice, which harbor-the full-length human *C9ORF72* gene with ~100–1000 copies of the G_4_C_2_ repeat.

Similar to other approaches for the G_4_C_2_ repeat RNA^25–27,29,30,32,39,80–82^, we chose to target the sequence(s) flanking the repeat expansion rather than the G_4_C_2_ motif itself, reasoning that: (i) the G_4_C_2_ sequence can exist within other transcripts which, if recognized by RfxCas13d, could perturb their expression and potentially lead to off-target effects and (ii) a crRNA targeting the G_4_C_2_ motif carries risk for forming secondary structure(s) that could impede its ability to target the repeat RNA. While not allele-specific, this approach nonetheless spares V2, the main C9ORF72 transcript, which is currently thought to account for ~85–95% of the C9ORF72 transcripts in the brain^25,42^ and whose transcription initiates downstream of the repeat. Thus, because V2 lacks the repeat expansion, it’s not expected to be targeted by this approach, a hypothesis we tested in HEK293T cells using western blot, which indicated that RfxCas13d did not affect the overall abundance of C9-L, the full-length C9ORF72 protein isoform encoded by V2. Thus, our data indicates this approach is not expected to exacerbate any potential haploinsufficiency.

After engaging with its target transcript, RfxCas13d undergoes a conformational change that is believed to unlock an intrinsic ability to collaterally *trans*-cleave non-target bystander RNAs^49,50,83^. As prior work has demonstrated that the degree of *trans*-cleavage can sometimes depend on the crRNA^52,53^, we hypothesized that employing a functional screen with a dedicated readout for collateral effects could aid in the identification of crRNAs that minimize this outcome. For this goal, we developed a dual-reporter system to evaluate RfxCas13d-mediated targeting. This platform consisted of: (i) a Renilla luciferase transgene whose 3’ UTR was modified to contain the target region of C9ORF72, a strategy which was previously used to identify microRNAs^25^ and ASOs^30,32^ for C9ORF72, and (ii) a constitutively expressed and unmodified firefly luciferase transgene, whose expression, if decreased, would indicate collateral *trans*-cleavage. As hypothesized, this platform enabled the discovery of crRNAs that could effectively target Renilla luciferase without affecting firefly luciferase, indicating the ability for this assay to identify crRNAs that exert relatively minimal or non-detectable collateral effects. This notwithstanding, as a region of the C9ORF72 transcript was fused to the 3′ UTR of Renilla luciferase, it’s theoretically possible that the proximity to its poly(A) signal sequence could influence its stability and/or the availability of certain crRNA binding sites, though we note that: (i) all 15 crRNAs decreased Renilla luciferase expression by >70% and (ii) 14 of the 15 crRNAs decreased it by >95%, which indicates that our screen was not confounded by such factors and that each crRNA effectively decreased the Renilla luciferase reporter. In the future, it may be practical to screen crRNAs against the endogenous C9ORF72 transcript variants in the presence of an expanded hexanucleotide repeat, particularly for approaches that aim for allele specificity, as such a screen would enable the heterozygosity of the disorder to be considered.

Given concerns for its potential to trigger collateral effects, we evaluated the ability of high-fidelity forms of RfxCas13d^53^ to target C9ORF72. Among the variants profiled, RfxCas13d-N2V8 perturbed the fewest number of non-target transcripts when programmed for C9ORF72 (230 DEGs for RfxCas13d-N2V8 versus 1214 DEGs for the native RfxCas13d protein). Among the DEGs affected by RfxCas13d-N2V8, no significant enrichment was observed for any biological functions (FDR-adjusted P > 0.05), whereas ten terms were enriched for RfxCas13d (FDR-adjusted P < 0.05). Thus, we find that coupling a dual-reporter system with high-fidelity forms of RfxCas13d can enable the identification of targeting platforms with improved specificity.

Because of its ability to mediate RNA knockdown with limited collateral effects, we also evaluated whether DiCas7-11^54^ could target C9ORF72. To our surprise, DiCas7-11 was not only less efficient than RfxCas13d at decreasing Renilla luciferase expression, but the majority of its crRNAs also reduced the expression of firefly luciferase – our reporter for collateral effects – implying non-specific activity. Given the lack of computational tools for predicting functional crRNAs for DiCas7-11, its crRNAs were designed to target the equivalent sites in C9ORF72 as the crRNAs for RfxCas13d. However, as our results indicate that these crRNAs are likely sub-optimal, a more comprehensive screen involving the tiling of C9ORF72 with crRNAs for DiCas7-11 would likely be more instructive in determining its applicability for C9-ALS/FTD.

Though C9-BACexp mice do not manifest an overt motor phenotype, we nonetheless found that RfxCas13d improved several of the deficits that do develop in this model. For example, both RfxCas13d and RfxCas13d-N2V8 reduced the accumulation of RNA foci, while RfxCas13d-N2V8 decreased the poly(GP) DPR protein. Further, we found by RNA-seq that RfxCas13d-N2V8 reversed a percentage of the transcriptional abnormalities that manifest in C9-BACexp mice, many of which were related to pathways previously found to be dysregulated in this model^56^, including those related to the extracellular matrix, cell junctions, and the immune system. Similarly, iMNs derived from a C9-ALS patient and treated with RfxCas13d-N2V8 and the repeat-targeting crRNA were found to have ~18% fewer DEGs compared to cells treated with the non-targeted crRNA, with a term analysis shown to reveal that the normalized DEGs were enriched for functions associated with RNA metabolism. 

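Extracellular matrix genes, genes of axon guidance and cell contact, and immune genes were compared over the motor cortex nuclei of the 3 treatments. Of 64 extracellular matrix genes, 9 rose and 1 fell in C9-BACexp mice with NTG (11 and 2 when adjusted over the list alone), with a median log2 fold change of 0.09. Col6a1, a chain of collagen VI, was at 270.4 ± 55.3 CPM (SD, n = 6) in C9-BACexp and 127 ± 43.9 CPM (SD, n = 5) in C57BL/6J mice (log2 fold change 1.09, standard error 0.15, adjusted p = 4.9e-04 in edgeR). Adamts4, a protease that cleaves matrix proteoglycans, had a log2 fold change of 1.10 (adjusted p = 7.2e-04). With crRNA-13 the median of this list was 0.03, and edgeR called no member, while with EGFP-KASH only 4 rose and none fell (9 and 1 when adjusted over the list alone, median 0.02). The camera call with NTG (adjusted p = 0.0404) was lost with an estimated correlation (adjusted p = 0.185), without the factors (adjusted p = 0.228), and without C9-BACexp NTG replicate 2 or 4 or C57BL/6J NTG replicate 1 or 5 (adjusted p = 0.0546, 0.0665, 0.0825 and 0.0735). Of 60 genes of axon guidance and cell contact, 14 rose and 9 fell with NTG (16 and 13 when adjusted over the list alone), 2 and 1 with crRNA-13 (4 and 2) and 8 and 2 with EGFP-KASH only (10 and 7). Nfasc, an adhesion molecule of the node of Ranvier and axon initial segment, was at 1068 ± 49.8 CPM against 745 ± 139.9 CPM with NTG (log2 fold change 0.53, standard error 0.05, adjusted p = 1.7e-05) and had a log2 fold change of 0.49 with EGFP-KASH only (adjusted p = 3.6e-04). Cntn2, an axonal adhesion molecule, had one of 0.71 with NTG (adjusted p = 1.5e-04), and Unc5b, a netrin receptor, one of 1.03. Interferon-stimulated genes had medians of -0.58 with NTG, where edgeR called none and 6 were lower at an unadjusted p under 0.05, and of -0.64 with EGFP-KASH only, where 1 fell (1 when adjusted over the list alone), with 0 without C9-BACexp EGFP-KASH only replicate 2 and 2 without replicate 3. The camera call with NTG (adjusted p = 0.00172) was lost with an estimated correlation (adjusted p = 0.728) and without C57BL/6J NTG replicate 2 (median -0.19, adjusted p = 0.556). That with EGFP-KASH only (adjusted p = 0.0453) was lost with an estimated correlation (adjusted p = 0.853), without C9-BACexp EGFP-KASH only replicate 2 (median -0.14, adjusted p = 0.519) and without C57BL/6J EGFP-KASH only replicate 4 or 5 (median -0.48 and -0.32, adjusted p = 0.122 and 0.591). In the same comparisons the oligodendrocyte markers were higher (median 1.06 with NTG and 0.96 with EGFP-KASH only). With the oligodendrocyte score in place of the factors the log2 fold change with NTG was 0.14 for Adamts4 (adjusted p = 0.820), 0.47 for Nfasc (adjusted p = 0.133), 0.33 for Cntn2 (adjusted p = 0.313) and 0.24 for Unc5b (adjusted p = 0.484), against 1.56 for Col6a1 (adjusted p = 0.0143), and with EGFP-KASH only that of Adamts4 was -0.06 (adjusted p = 0.947). Whether these lists differ between treatments was tested only gene by gene.

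**Figure D4:**
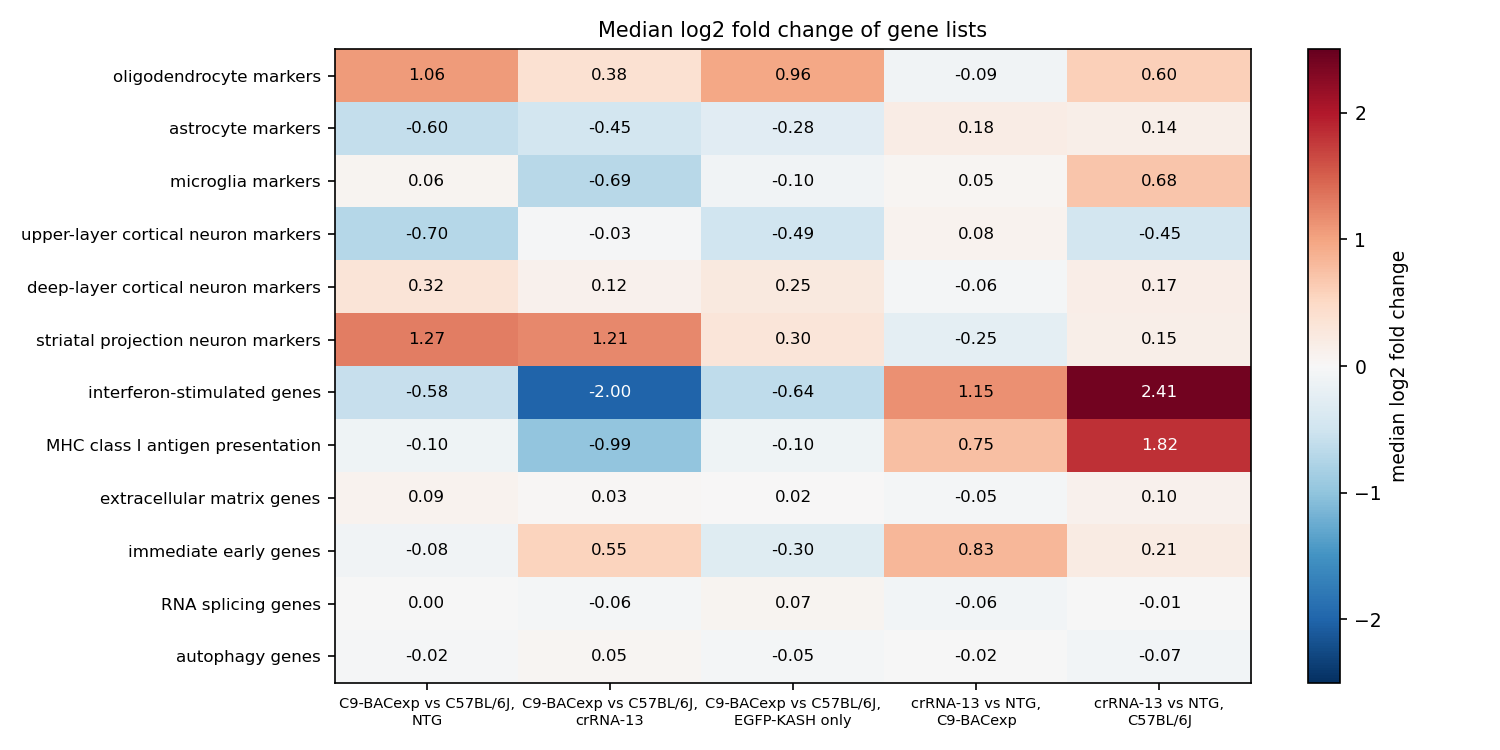
Median log2 fold change of 12 gene lists in 5 comparisons, with 1 cell per list and comparison. The interferon-stimulated genes stand at -0.58 between the genotypes with NTG (-0.19 without C57BL/6J NTG replicate 2) and at -0.64 with EGFP-KASH only (-0.14 without C9-BACexp EGFP-KASH only replicate 2).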

Notably, however, this normalization was lower than the one observed in C9-BACexp mice, which we attribute in part to the experimental design for each study. For example, FACS was used to isolate transduced nuclei from C9-BACexp mice, whereas the iMNs were analyzed in the bulk and likely contained a greater proportion of non-transduced cells, whose RNA contents contributed to the analysis. Additionally, it’s important to note the limitations of our iPSC-based study. First, only a single iPSC line from a C9-ALS patient was used. Second, we did not determine if RfxCas13d affected the formation of RNA foci, a DPR protein, or any toxic phenotype in the iMNs. Thus, a more detailed study involving: (i) multiple iPSC lines from independent C9-ALS carriers and (ii) expanded measurements that consider additional phenotypes are needed to determine the ability of RfxCas13d to improve functional deficits in iMNs.

ASOs for the G_4_C_2_ repeat RNA developed by Wave Life Sciences (ClinicalTrials.gov NCT04931862) and Ionis Pharmaceuticals and Biogen (ClinicalTrials.gov: NCT04288856) failed to show a benefit in human trials. Though the exact reason for this remains unknown, these ASOs targeted only the G_4_C_2_ (sense) repeat RNA and were thus presumed to have no effect on the G_2_C_4_ (antisense) transcript, which is hypothesized to contribute to disease pathogenesis^15–18^. Similar to these ASOs, the approach developed here targeted only the G_4_C_2_ repeat RNA. However, RfxCas13d possesses certain advantages to ASOs that could expand opportunities for C9-ALS/FTD. For instance, RfxCas13d is genetically encodable. It thus has the theoretical ability to be continuously expressed in non-dividing cells to sustain an effect. In the case of C9-ALS/FTD, this could provide a means to provide durable neuroprotection from the presumed toxicity of the G_4_C_2_ repeat RNA in pre-symptomatic carriers or individuals at the earliest stage(s) of disease. To this point, an ASO targeting the G_4_C_2_ repeat RNA was found to prevent the emergence of certain toxic signatures in iPSC-derived neurons from C9-ALS patients^67^. Additionally, RfxCas13d is a multiplexable enzyme^33^. Thus, it has the capacity to simultaneously target both the G_4_C_2_ (sense) and G_2_C_4_ (antisense) repeat RNAs from a single vector. Though not explored here, our proof-of-concept sets the stage for the development such dual-targeting systems, which could offer benefit to post-symptomatic individuals.

To ensure its expression in the MC and HPC, two structures in C9-BACexp mice that accumulate RNA foci and produce the DPR protein poly(GP), we chose to locally deliver RfxCas13d, which we reasoned would enable a straightforward analysis of its outcome(s) for our proof-of-concept, particularly given the degree of expression that can achieved locally in mice by an intracranial injection using a relatively minimal vector dose^84^. This delivery strategy, however, is likely not clinically translatable. Thus, as a next step, it will be critical to identify the most effective AAV capsid and administration route for delivering RfxCas13d to the most affected cell populations in C9-ALS/FTD in a non-invasive manner. Two such potential administration routes are an intracerebroventricular injection and an intravenous injection, with the latter potentially offering a means to target C9ORF72 in non-nervous system tissue should that prove necessary, though a comparison of these administration routes is outside the scope of this study. Further, while neurons are principally affected in C9-ALS/FTD, other cell types, including astrocytes^85^ and microglia^86^, have also been implicated in the pathogenesis of the disorder and thus may also need to be considered in a future optimization.

Last, RfxCas13d, like other CRISPR effector proteins, can be recognized as foreign by the immune system and elicit an immunological response, which could pose a challenge for its clinical implementation, particularly for applications that require its continuous expression, such as this one. 

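Genes of antigen presentation and complement were also higher with crRNA-13 than with NTG in C57BL/6J mice. All 21 genes of MHC class I antigen presentation were higher, with a median log2 fold change of 1.82 (12 higher when adjusted over the list alone and 18 at an unadjusted p under 0.05), and the mean of their log2 CPM differed by 1.72 (exact p = 0.0714, adjusted p = 0.148). H2-D1, a class I heavy chain (chromosome 17, 35481691 to 35486475 of GRCm39), was at 22.4 ± 13.5 CPM (SD, n = 3) with crRNA-13 and 7.56 ± 4.51 CPM (SD, n = 5) with NTG (log2 fold change 1.69, standard error 0.32, adjusted p = 0.0287 in edgeR). Psmb8, a subunit of the immunoproteasome, was at 2.44 ± 2.14 CPM against 0.259 ± 0.298 CPM (log2 fold change 4.11, standard error 0.85, adjusted p = 0.0367). Of 12 complement and acute-phase genes 11 were higher, with a median of 0.90 (2 higher when adjusted over the list alone and 6 at an unadjusted p under 0.05). Serpina3n, an acute-phase protease inhibitor, had a log2 fold change of 1.59 (adjusted p = 0.0815), and Gfap, a filament protein that reactive astrocytes make, one of 2.00 (adjusted p = 0.0546). No member of either list passed an adjusted p of 0.01 over all genes in edgeR or limma-trend (4 MHC class I genes and 1 complement gene did in edgeR with p adjusted over 6 comparisons together), while DESeq2 with the factors called 11 MHC class I genes and 1 complement gene and none without them. Camera gave adjusted p = 1.0e-26 for the MHC class I and 7.3e-07 for the complement list, and adjusted p = 0.0572 and 0.103 with an estimated correlation. In the same mice 5 of 20 markers of infiltrating immune cells had enough counts to be tested, and edgeR, limma-trend and DESeq2 called none of them, with none at an unadjusted p under 0.05. Microglia markers had a mean log2 fold change of 0.67 there, with 5 of 25 higher at an unadjusted p under 0.05. Oligodendrocyte markers had one of 0.57, with 17 of 30 higher at that limit. The paper states that the genes induced by RfxCas13d-N2V8 point to its potential immunogenicity.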

Notably, among the DEGs induced by RfxCas13d-N2V8 in C57BL6/J mice, we observed enrichment for terms related to immune function and/or cellular defense, underscoring its potential immunogenicity and the importance for implementing strategies for controlling and/or preventing immunogenic effects. This notwithstanding, we observed no measurable deficits in C9-BACexp mice injected with RfxCas13d-N2V8 and crRNA-13. However, a more comprehensive and longer-term study in mice carrying a normal *C9ORF72* allele will be needed to more definitively determine the tolerability of this approach.

In conclusion, we establish a high-fidelity CRISPR-Cas13 system to curb the expression of the G_4_C_2_ repeat RNA for C9-ALS/FTD. Our results illustrate the potential of RNA-targeting CRISPR technologies for C9-ALS/FTD and highlight the potential of CRISPR-based approaches for ALS^37,40,81,87–90^.

## Methods

### Ethical statement

All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) at the University of Illinois Urbana-Champaign and conducted in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. The protocol number for this study was 22105. This study was approved by the University of Illinois Urbana-Champaign.

### Plasmid construction

The construction of the plasmids pAAV-CAG-RfxCas13d-U6-crRNA^37^ and pAAV-CAG-DiCas7-11-U6-crRNA^40^ was previously described.

To construct pSV40-RLuc, a 27-nucleotide stuffer sequence was first inserted between the BbsI and ClaI restriction sites of psiCHECK-2 (Promega) to remove the firefly luciferase gene sequence and its promoter. A fragment of the *C9ORF72* gene encoding 20 copies of the G_4_C_2_ hexanucleotide repeat flanked by 250- and 98-bps of the upstream and downstream gene sequence, respectively, was synthesized (Genscript) and subsequently inserted between the XhoI and NotI restriction sites of the modified psiCHECK-2 plasmid.

To construct pHSV-TK-FLuc, a 32-nucleotide spacer sequence was inserted between the BglII and BbsI restriction sites of psiCHECK-2 to remove Renilla luciferase and its promoter.

To construct pAAV-CAG-RfxCas13d-N2V7-U6-cRNA and pAAV-CAG-RfxCas13d-N2V8-U6-crRNA, the native RfxCas13d gene sequence was PCR amplified from pAAV-CAG-RfxCas13d-U6-crRNA as two fragments using the primers: (1) Fusion-NcoI-Fwd-v2 with Fusion-N2V7-Rev or Fusion-N2V8-Rev; and (2) Fusion-N2V7-Fwd or Fusion-N2V8-Fwd with Fusion-SacI-Reverse (Supplementary Table 1). The resulting fusion PCR products were then ligated into the NcoI and SacI restriction sites of pAAV-CAG-RfxCas13d-U6-crRNA.

crRNAs were cloned as previously described^37^. Briefly, oligonucleotides encoding the crRNA targeting sequences were synthesized (Integrated DNA Technologies) and incubated with T4 polynucleotide kinase (NEB) for 30 min at 37°, incubated at 95 °C for 5 min, and then cooled to 4 °C at a rate of −0.1 °C/s. The duplexed and phosphorylated oligonucleotides were then ligated into the BbsI restriction sites of pAAV-CAG-RfxCas13d-U6-cRNA, pAAV-CAG-RfxCas13d-N2V7-U6-cRNA, pAAV-CAG-RfxCas13d-N2V8-U6-cRNA, and pAAV-CAG-DiCas7-11-U6-crRNA.

Sanger sequencing (ACGT) was used to confirm the identity of all plasmids. All primer sequences are provided in Supplementary Table 4.

### Cell culture, transfections, and luciferase measurements

HEK293T cells (ATCC, CRL-3216) and SH-SY5Y cells (ATCC, CRL-2266) were cultured in Dulbecco’s modified Eagle’s medium (DMEM; Corning) supplemented with 10% (v/v) fetal bovine serum (FBS; Gibco) and 1% (v/v) antibiotic-antimycotic (Gibco) in a humidified 5% CO_2_ incubator at 37 °C. Cell lines were not authenticated in-house.

For the dual-luciferase screen, HEK293T cells were seeded onto a 96 well plate at a density of 2 × 10^4^ cells per well and transfected the following day with 100 ng of either pAAV-CAG-RfxCas13d-U6-crRNA or pAAV-CAG-DiCas7-11-U6-crRNA, 1 ng of pSV40-RLuc and 10 ng of pHSV-TK-FLuc using polyethylenimine (1 mg/mL; PEI). At 72 h post-transfection, HEK293T cells were lysed with Passive Lysis Buffer (Promega). Renilla and firefly luciferase luminescence was then measured using the Dual-Glo Luciferase Assay System (Promega) using a Synergy HTX Plate Reader (BioTek). Renilla and firefly luminescence values for each sample were normalized to values from cells transfected with RfxCas13d or DiCas7-11 with a non-targeted crRNA.

For experiments involving the endogenous C9ORF72 mRNA, HEK293T cells and SH-SY5Y cells were seeded onto a 24-well plate at a density of 2 × 10^5^ cells per well and transfected the following day with 1 μg of pAAV-CAG-RfxCas13d-U6-crRNA, pAAV-CAG-RfxCas13d-N2V8-U6-crRNA, or pAAV-CAG-RfxCas13d-N2V7-U6-crRNA using Lipofectamine 3000 (Thermo Fisher Scientific) according to the manufacturer’s instructions.

### qPCR

RNA from cells and tissues was purified using the RNeasy Plus Mini Kit (Qiagen) and immediately converted to complementary DNA (cDNA) using an iScript cDNA Synthesis Kit (BioRad). qPCRs for all-V and V3 were conducted on a 96-well plate using 30 ng of cDNA using TaqMan Fast Advanced Master Mix (Thermo Fisher Scientific) with the following TaqMan probes: C9ORF72-all-V: Hs00376619_m1 (Thermo Fisher Scientific); C9ORF72-V3: Hs00948764_m1 (Thermo Fisher Scientific); HPRT1: Hs02800695_m1 (Thermo Fisher Scientific); and mouse HPRT1: MM01318743_M1 (Thermo Fisher Scientific). Reaction volumes were 20 µL and probe concentrations were: (1) 250 nM for all-V and V3, and (2) 150 nM for mouse and human HPRT1. Values were compared to HPRT1 for each respective sample and the average fold-change was calculated using the 2ΔΔCT method. All TaqMan qPCR reactions were conducted as recommended by the manufacturer’s instructions (Thermo Fisher Scientific).

CBLN1 and antisense C9ORF72 RNA measurements were performed using iTaq Universal SYBR Green Supermix (BioRad) and normalized to human GAPDH.

### AAV packaging

AAV vectors were packaged as described^91^. Briefly, 2 × 10^7^ HEK293T cells were seeded onto 15-cm plates in DMEM supplemented with 10% (v/v) FBS and 1% (v/v) antibiotic-antimycotic (Thermo Fisher Scientific). At 16 h after seeding, cells were transfected with 15 μg of pAAV-CAG-RfxCas13d-U6-crRNA-13, -7, -1 and -NTG, pAAV-CAG-RfxCas13d-N2V8-U6-crRNA-13 and -NTG, or pAAV-CAG-EGFP-KASH with 15 μg of pAAV-PHP.eB and 15 μg of pHelper using 135 μL of polyethylamine (1 μg/μL).

Cells were harvested by a cell scraper at five-days post-transfection and centrifuged at 4000 *g* for 5 min at RT. Cells were then resuspended in lysis buffer (50 mM Tris-HCl and 150 mM NaCl, pH 8.0) and subsequently freeze-thawed three consecutive times using liquid nitrogen and a 37 °C water bath. Afterward, cells were incubated with benzonase (10 units per 1 mL of suspension; Sigma-Aldrich) for 30 min at 37 °C. The suspension was then centrifuged for 30 min at 18,500 g at RT, with the ensuing supernatant layered onto an iodixanol density gradient, as described^91^. The iodixanol density gradient was centrifuged for 2 h at 140,000 *g* at 18 °C and virus was extracted, washed three times with 15 mL of PBS with 0.001% Tween-20 and concentrated to less than 250 μL using an Ultra-15 Centrifugal Filter Unit (Amicon). Viral titers were determined by qPCR using iTaq Universal SYBR Green Supermix (Bio-Rad).

### Stereotaxic injections

All procedures were approved by the Illinois Institutional Animal Care and Use Committee (IACUC) at the University of Illinois Urbana-Champaign and conducted in accordance with the National Institutes of Health (NIH) Guide for the Care and Use of Laboratory Animals. The protocol number for this study, which was approved by the University of Illinois Urbana-Champaign, was 22105. Mice were housed in humidity and temperature-controlled rooms with a 12:12 h light/dark cycle.

C9-BACexp mice [C57BL/6J-Tg(C9ORF72_i3)112Lutzy/J; Jackson Laboratory, Stock #023099] were injected at stereotaxic coordinates anterior-posterior (AP) = 1.2 mm; medial-lateral (ML) = ±1.4 mm; and dorsal-ventral (DV) = 2 mm and 1.7 mm for the MC and stereotaxic coordinates AP = −1.9 mm; ML = ±1.3 mm; and DV = 1.8 mm and 1.3 mm for the HPC. 1 × 10^10^ GCs of each vector was delivered per site in 2.4 μL of saline solution for a total of 2 × 10^10^ GCs per animal. Injections were performed using a drill and microinjection robot (NeuroStar). All experimental groups were sex and litter balanced.

### Nuclei isolation

Neuronal nuclei were isolated from dissected brain as described^64^. Briefly, tissue from the MC and HPC were dissected and homogenized in 2 mL of Nuclei EZ Lysis Buffer (Sigma-Aldrich) using a KIMBLE Dounce Tissue Grinder (Sigma-Aldrich). After the addition of 2 mL of Nuclei EZ Lysis Buffer, samples were incubated at RT for 5 min. Homogenized tissues were then centrifuged at 500 *g* for 5 min. After removing the supernatant, nuclei were resuspended in 4 mL of Nuclei Suspension Buffer (PBS with 100 µg/mL of BSA) and centrifuged at 500 *g* for an additional 5 min. The resulting pellet was then resuspended in 1 mL of Nuclei Suspension Buffer for FACS. Nuclei were strained through Round-Bottom Polystyrene Test Tubes with a 35 µm Cell Strainer Snap Cap (Falcon) and subjected to FACS using a BD FACSAria II Cell Sorter (Roy J. Carver Biotechnology Center Flow Cytometry Facility, University of Illinois Urbana-Champaign, Urbana, IL). Nuclei were collected in 350 µL of RNeasy Plus Kit Lysis Buffer (Qiagen). At least 15,000 nuclei were collected per sample.

### Immunofluorescent analysis

Immunofluorescent analyses were performed as described^87^. Briefly, extracted brains were fixed in 4% paraformaldehyde (PFA) overnight at 4 °C. Fixed tissues were then sliced to 40 µm sagittal sections on a CM3050 S cryostat (Leica) and stored in cryoprotectant solution at −20 °C. For staining, sections were washed three times in PBS for 15 min and incubated in blocking solution [PBS with 10% (v/v) donkey serum (Abcam) and 0.5% Triton X-100] for 2 h at RT. Sections were then stained with primary antibodies in blocking solution for 72 h at 4 °C. After incubation, sections were washed three times with PBS and incubated for 2 h with the secondary antibodies at RT. Sections were then washed three final times with PBS and mounted onto slides using VECTASHIELD HardSet Antifade Mounting Medium (Vector Laboratories).

Sections were imaged using a Leica TCS SP8 confocal microscope (Beckman Institute Imaging Technology Microscopy Suit, University of Illinois Urbana-Champaign, Urbana, IL). Images were analyzed using ImageJ by a blinded investigator.

Primary antibodies were rabbit anti-HA (1:500; Cell Signaling Technology, 3724S), mouse anti-NeuN (1:1000; Millipore Sigma, MAB377), rabbit anti-Iba1 (1:500; Wako Pure Chemicals Industries, 019-19741), and chicken anti-GFAP (1:1000; Abcam, ab4674).

Secondary antibodies were donkey anti-mouse Alexa Fluor 647 (1:150; Jackson ImmunoResearch, 715-605-151), donkey anti-rabbit Cy3 (1:150; Jackson ImmunoResearch, 711-165-152), donkey anti-rabbit Alexa Fluor 647 (1:150; Jackson ImmunoResearch, 711-605-152), donkey anti-chicken Alexa Fluor 647 (1:150; Jackson ImmunoResearch, 703-605-155).

### FISH

Tissue sections were incubated in blocking solution [DEPC PBS with 10% (v/v) donkey serum and 0.5% (v/v) Triton X-10] for 2 h at RT. Sections were then washed three times with DEPC PBS and incubated in hybridization solution [2x DEPC saline-sodium citrate (SSC) with 50% (v/v) formamide, 10% (w/v) dextran sulfate, 50 mM sodium phosphate and 0.5% (v/v) Triton X-100] with 40 nM of the FISH (Cy3) probe for 24 h in the dark at 37 °C and then 2 h in the dark at 66 °C. Tissue sections were then washed once in 2x DEPC SSC and subsequently washed twice with 0.1x DEPC SSC. Tissues were stained with DAPI, mounted onto slides with VECTASHIELD HardSet Antifade Mounting Medium (Vector Laboratories) and stored at 37 °C. Sections were then imaged at 40X magnification using a Leica TCS SP8 microscope (Beckman Institute Imaging Technology Microscopy Suit, University of Illinois Urbana-Champaign, Urbana, IL). To quantify foci, Cy3 RNA foci were merged with DAPI. The number of foci in all EGFP-KASH^+^ cells was then counted by a blinded investigator. Only nuclear RNA foci were counted for this analysis. For each animal, 4–10 random images were analyzed in the HPC and at least 10 random images were analyzed in the MC. All channels were despeckled to reduce background. The total number of cells analyzed per biological replicate is described in Supplementary Tables 1, 2 and 3. Images were analyzed using ImageJ.

The sequence of the FISH probe was: 5TYE563/CCCCGGCCCCGGCCCC/3TYE563. The probe was previously validated^27^ and custom-synthesized by Qiagen.

### Western blot

Cells were lysed by radioimmunoprecipitation assay (RIPA) buffer [0.2% IGEPAL CA-620, 0.02% SDS with Protease Inhibitor Cocktails (VWR Life Science, 97063-010)]. Protein concentration was then determined using the DC Protein Assay Kit (Bio-Rad). A total of 20 μg of protein per sample was electrophoresed by SDS-PAGE and electrophoretically transferred to a polyvinylidene fluoride (PVDF) membrane in transfer buffer [20 mM Tris-HCl, 150 mM glycine, and 20% (v/v) methanol] for 30 min at 100 V using a Criterion Blotter (Bio-Rad). Membranes were blocked with 5% (v/v) blotting-grade blocker (Bio-Rad) in TBS (10 mM Tris-HCl and 150 mM NaCl, pH 7.5) with 0.05% Tween-20 (TBS-T) for 1 h and then incubated with primary antibody in blocking solution at 4 °C overnight. The following primary antibodies were used: rabbit anti–β-actin (1:1000; Cell Signaling Technology, 4970S) and rabbit anti-C9ORF72 (1:1000; Proteintech, 22637-1-AP).

After incubation with primary antibody, membranes were washed three times with TBS-T and incubated with goat anti-rabbit horseradish peroxidase conjugate (1:4000; Thermo Fisher Scientific, 65-6120) in blocking solution for 1 h at room temperature (RT). Membranes were then washed three final times with TBS-T and treated with SuperSignal West Dura Extended Duration Substrate (Thermo Fisher Scientific). Chemiluminescence was detected using a ChemiDoc XRS+ (Bio-Rad). Band intensities were quantified using Image Lab Software (Bio-Rad) and normalized to the reference protein in each sample.

### RNA sequencing

Library construction was conducted by the Roy J. Carver Biotechnology Center (University of Illinois Urbana-Champaign, Urbana, IL) as previously described^37^. Briefly, RNA was purified using the RNeasy Plus Mini Kit (Qiagen) and subsequently treated with DNase. RNA was then converted into individually barcoded polyadenylated mRNA sequencing libraries using the Kapa Hyper Stranded mRNA library kit (Roche) and fused with unique dual indexes. Adaptor-ligated double-stranded cDNAs that were synthesized from the mRNA libraries were then PCR-amplified for eight cycles with KAPA HiFi DNA Polymerase (Roche), quantified by PCR and pooled in equimolar concentration. The libraries were then sequenced by a NovaSeq 6000 (Illumina) using 2 × 150 nt reads on an S1 lane. The FASTQ files that were generated from the sequencing were demultiplexed using the bcl2fastq v2.20 Conversion Software (Illumina). The quality of the demultiplexed FastQ files was then evaluated using FastQC (version 0.11.9).

Mouse RNA was purified using the RNeasy Plus Mini Kit (Qiagen) and subsequently treated with DNase. Libraries were then prepared using the Universal RNA-Seq Kit (Tecan) with probes to deplete mouse rRNAs, with the quality of each sample assessed using a 5200 Fragment analyzer (Agilent). The final barcoded RNA-seq libraries were pooled in equimolar concentration and sequenced by a NovaSeq 6000 (Illumina) using 1 × 100nt reads on one S2 lane for 101 cycles. The FASTQ files that were generated from the sequencing were demultiplexed using the bcl2fastq v2.20 Conversion Software (Illumina). The quality of the demultiplexed FastQ files was then evaluated using FastQC (version 0.11.9).

Data analysis was conducted by the High-Performance Biological Computing Core (Univ. Illinois Urbana-Champaign, Urbana, IL). Salmon (version 1.5.2 for the human study and version 1.10.0 for the mouse study) was used to quasi-map reads to the transcriptome and to quantify the abundance of each transcript. For the human study, spliced transcript sequences from Annotation Release 109.2020112 (NCBI) were used along with the GRCh38 reference genome as the decoy sequence for the Salmon index. Because reads from the mouse study contained a higher proportion retained introns, both spliced and un-spliced transcripts from Annotation Release 109 (NCBI) was used with the three main human C9ORF72 transcript variants and EGFP-KASH with the GRCm39 reference genome as the decoy sequence for the Salmon index.

Gene-level counts were estimated on transcript-level counts using the “lengthScaled TPM” method from the tximport package^92^ to provide accurate gene-level counts estimates and to keep multi-mapped reads in the analysis. DEG analysis was performed using the limma-trend method plus 1 (human) or 4 (mouse) extra factors estimated by the RUVseq package to correct for spurious technical variation^93^. An FDR adjustment was then conducted globally across the pairwise comparisons.

Overrepresentation analyses on DEGs were performed using NetworkAnalyst 3.0^94^ and Enrichr^95^ to identify the enriched biological terms associated with the differentially expressed genes using the GO:BP databases^96^.

### Cell viability

HEK293T cells and SH-SY5Y cells were seeded onto a 96-well plate at a density of 2 × 10^4^ cells per well and transfected with 100 ng of pAAV-CAG-RfxCas13d-U6-crRNA, pAAV-CAG-RfxCas13d-N2V7-U6-crRNA, or pAAV-CAG-RfxCas13d-N2V8-U6-crRNA as described. At 72 h after transfection, cells were trypsinized, washed twice with PBS and incubated with propidium iodide (10 µg/mL; Sigma Aldrich, P4170) for 15 min on ice with protection from light. Fluorescence intensity was then measured using a BD FACSymphony A1 with a High-Throughout Sampler (Roy J. Carver Biotechnology Center Flow Cytometry Facility, University of Illinois Urbana-Champaign). A total of 5,000 events were counted per well, and all data were analyzed using FlowJo v10 (FlowJo, LLC).

### Induced motor neuron differentiation

Neural progenitor cells (NPCs) derived from a 64-year-old symptomatic female ALS patient with >145 copies of the hexanucleotide repeat expansion in the *C9ORF72* gene (ax0074) and a healthy female donor (ax0016) were obtained from AXOL Bioscience. Upon receipt, NPCs were immediately resuspended at a concentration of ~2.6 × 10^5^ cells per mL in Motor Neuron Maintenance Medium (AXOL Bioscience, ax0072) with 0.2 µM Compound E (Abcam, ab142164), 0.1 µM retinoic acid (Sigma-Aldrich, R2625) and 10 µM ROCK Inhibitor (Focus Biomolecules, 10-2301). The cells were then seeded on a 48-well plate that was pre-coated with 0.5 mg/mL poly-D-Lysine (Sigma-Aldrich, P7405) and vitronectin (Thermo Fisher, A14700) at a density of ~1.3 × 10^5^ cells per well.

For the differentiation, as specified by the manufacturer’s instructions, a full volume medium exchange was conducted every other day using Complete Motor Neuron Maintenance Medium with 0.2 µM Compound E (Abcam, ab142164), 0.5 µM retinoic acid (Sigma-Aldrich, R2625), 10 ng/mL recombinant human ciliary-derived neurotrophic factor (CNTF) (ax139888), 5 ng/mL recombinant human brain-derived neurotrophic factor (BDNF) (ax139800), 10 ng/mL recombinant human glial cell line-derived neurotrophic factor (GDNF) (ax139855), and motor neuron maturation accelerator supplement (ax0179).

At 14 days in vitro, cells were treated with PHP.eB vector encoding: (i) RfxCas13d-N2V8 with either crRNA-13 or a non-targeted crRNA or (ii) EGFP, both in the presence of 1% (v/v) antibiotic-antimycotic (Gibco). Vector was added to cells at an MOI of ~2 × 10^6^.

### Immunocytochemistry

Neurospheres were fixed in 200 µL of 4% (v/v) PFA for 15 min at RT and subsequently incubated with PBS with 0.1% Triton X-100 for 10 min at RT, after which they were washed three times with PBS. Cells were then incubated in blocking solution [PBS with 10% (v/v) donkey serum (Abcam) and 0.1% Tween-20] for 30 min at RT. The cells were then incubated with primary antibodies in blocking solution overnight at 4 °C. After incubation, cells were washed three times with PBS and incubated with secondary antibodies in blocking solution for 1 h at RT, after which they were washed three times with PBS.

Primary antibodies were mouse anti-HB9 (1:200; Thermo Fisher Scientific, PA5-23407), and goat anti-ChAT (1:50; EMD Millipore, AB144P.

Secondary antibodies were donkey anti-goat Alexa Fluor 647 (1:150; Jackson ImmunoResearch, 705-605-147), and donkey anti-mouse Cy3 (1:150; Jackson ImmunoResearch, 715-165-150).

Cells were imaged using a Zeiss Observer Z1 microscope (Beckman Institute Imaging Technology Microscopy Suit, University of Illinois Urbana-Champaign, Urbana, IL). Images were processed using ImageJ imaging software.

### poly(GP) immunoassay

Meso Scale Discovery (MSD) Gold 96-well Small Spot SA SECTOR plates (L45SA; MSD) were coated with 2 µg/mL of anti-GP antibody (24494-1-AP; Proteintech) overnight at 4 °C. The following day, plates were incubated with 150 µL of 2.5% (v/v) MSD Blocker A (R93BA; MSD) in PBS for 1 h at RT with shaking (750 rpm) and then washed with PBS with 0.05% (v/v) Tween-20 (PBS-T). Plates were then incubated with 200 μg of bulk tissue lysate for 75 min at RT with shaking (750 rpm), at which point they were washed three times with 150 µL of PBS-T and incubated with 30 μL of anti-poly(GP) detection antibody (2 µg/mL; Proteintech, 24494-1-AP) for 1 h at RT with shaking (750 rpm). Plates were then washed three final times with 150 µL of PBS-T and incubated with 150 µL MSD Read Buffer B (R60AM; MSD). Signal was acquired using the MESO QuickPlex SQ 120MM plate reader (MSD).

### Behavior

All measurements were conducted by a blinded investigator. Starting at one-week post-injection, motor coordination was measured weekly using a Rotamex-5 rotarod (Columbus Instruments) by placing mice on an apparatus that accelerated from 4 to 40 rpm in 180 s, with the latency to fall recorded. Each session comprised five independent trials for each mouse. Beginning at one-week post-injection, hindlimb and forelimb grip strength were measured weekly using a Grip Strength Meter (Harvard Apparatus). Hindlimb grip strength was measured as described^87^. To measure forelimb strength, animals were held by their tail and encouraged to grasp the instrument bar with their front limbs before being pulled in the opposite direction of the device. The maximum force exerted was then recorded. Each session comprised five measurements for each animal. The weights of each mouse were recorded once per week using an electronic scale.

### AAV distribution

AAV vector genomes were quantified as described^97^. Briefly, genomic DNA from the HPC, MC, spinal cord, heart, lungs, liver, kidney, and spleen of four-month-old C9-BACexp mice was extracted using the DNeasy Blood and Tissue Kit (Qiagen). qPCR was then conducted with the PowerUp SYBR Green Master Mix (Thermo Fisher Scientific) on a 96-well plate using 20 ng of genomic DNA with the primers bGH-U6-Fwd and bGH-U6-Rev. As specified by the manufacturer, reaction volumes were 20 µL and primer concentrations were 500 nM. Vector genomes per diploid genome (vg/pg) were determined as described^97^.

### Statistical analysis and reproducibility

Statistical analysis was performed using Prism 9.1 (GraphPad Software). For in vitro and in vivo studies, groups were compared using unpaired t-tests. Statistical methods for the RNA-seq are described in the “RNA sequencing” section of the Methods. For in vitro experiments, a minimum of three independent biological replicates were used. No statistical method was used to determine sample size for in vitro experiments. For in vivo experiments, the expected effect and error were informed from published literature^32^. From this information, the target sample size for each experiment was determined by power calculations using α = 0.05 and *β* = 0.80. The sample size reflects the number of independent biological replicates, with all animals randomized into sex- and litter-balanced groups. No data were excluded from the behavior analyses. For all qPCR measurements, if no amplification or minimal amplification for housekeeping genes was observed, the sample was removed from the analysis. All RNA foci and behavior assessments were conducted by a blinded investigator.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Data 14

Supplementary Data 15

Supplementary Data 16

Supplementary Data 17

Supplementary Data 18

Supplementary Data 19

Reporting Summary

Transparent Peer Review file

## Source data

Source data

## Data Availability

Source Data are provided as a Source Data file. The unprocessed fluorescence microscopy images for Figs. 2, 3 and 4 are available from Figshare at 10.6084/m9.figshare.27936657.v1, while the unprocessed fluorescence microscopy images for the Figures in the Supplementary Information are available at 10.6084/m9.figshare.27936666.v1. RNA-seq data have been deposited in the NCBI Gene Expression Omnibus and are accessible through GEO Series accession numbers GSE251822, GSE283702, and GSE250633. Plasmids from this study are available upon request from the corresponding author. Source data are provided with this paper.

# Supplementary material for: A high-fidelity CRISPR-Cas13 system improves abnormalities associated with C9ORF72-linked ALS/FTD
**Source:** Nat Commun. 2025 Jan 8;16:460. doi: 10.1038/s41467-024-55548-5
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

**A high-fidelity CRISPR-Cas13 system improves abnormalities associated  
with C9ORF72-linked ALS/FTD**

Tristan X. McCallister<sup>1</sup>, Colin K. W. Lim<sup>1</sup>, Mayuri Singh<sup>1</sup>, Sijia Zhang<sup>1</sup>, Najah S. Ahsan<sup>1</sup>,  
William M. Terpstra<sup>1</sup>, Alisha Y. Xiong<sup>1</sup>, M. Alejandra Zeballos C<sup>1</sup>, Jackson E. Powell<sup>1</sup>, Jenny  
Drnevich<sup>2</sup>, Yifei Kang<sup>2</sup>, and Thomas Gaj<sup>1,3,\*</sup>

Illinois Urbana-Champaign, Urbana, IL, USA

| RfxCas13d<br>target sequence |                                    | DiCas7-11<br>target sequence |                                          |
|------------------------------|------------------------------------|------------------------------|------------------------------------------|
| crRNA 1:                     | 5' - CAAAAGAGAAGCAACCGGGCAGC - 3'  | crRNA 1:                     | 5' - CAAAAGAGAAGCAACCGGGCAGCAGGGACG - 3' |
| crRNA 2:                     | 5' - AAAAACAAAAACACACACCTCCT - 3'  | crRNA 2:                     | 5' - AAAAACAAAAACACACACCTCCTAAACCCA - 3' |
| crRNA 3:                     | 5' - GAAAAACAAAAACACACACCTCC - 3'  | crRNA 3:                     | 5' - GAAAAACAAAAACACACACCTCCTAAACCC - 3' |
| crRNA 4:                     | 5' - CAAAAGAGAAGCAACCGGGCAG - 3'   | crRNA 4:                     | 5' - CAAAAGAGAAGCAACCGGGCAGCAGGGAC - 3'  |
| crRNA 5:                     | 5' - AAAAGAGAAGCAACCGGGCAGCA - 3'  | crRNA 5:                     | 5' - AAAAGAGAAGCAACCGGGCAGCAGGGACGG - 3' |
| crRNA 6:                     | 5' - GGAAAAACAAAAACACACACCTC - 3'  | crRNA 6:                     | 5' - GGAAAAACAAAAACACACACCTCCTAAACC - 3' |
| crRNA 7:                     | 5' - CACACCTGCTCTTGCTAGACCCC - 3'  | crRNA 7:                     | 5' - CACACCTGCTCTTGCTAGACCCCGCCCCA - 3'  |
| crRNA 8:                     | 5' - ACACACCTCCTAAACCCACACCT - 3'  | crRNA 8:                     | 5' - ACACACCTCCTAAACCCACACCTGCTCTTG - 3' |
| crRNA 9:                     | 5' - CCCCAAAAGAGAAGCAACCGGGC - 3'  | crRNA 9:                     | 5' - CCCCAAAAGAGAAGCAACCGGGCAGCAGGG - 3' |
| crRNA 10:                    | 5' - CACACCTCCTAAACCCACACCTG - 3'  | crRNA 10:                    | 5' - CACACCTCCTAAACCCACACCTGCTCTTGC - 3' |
| crRNA 11:                    | 5' - AAAACAAAAACACACACCTCCTA - 3'  | crRNA 11:                    | 5' - AAAACAAAAACACACACCTCCTAAACCCAC - 3' |
| crRNA 12:                    | 5' - TGGGAAAAACAAAAACACACACC - 3'  | crRNA 12:                    | 5' - TGGGAAAAACAAAAACACACACCTCCTAAA - 3' |
| crRNA 13:                    | 5' - CCCCCAAAAGAGAAGCAACCGGGC - 3' | crRNA 13:                    | 5' - CCCCCAAAAGAGAAGCAACCGGGCAGCAGG - 3' |
| crRNA 14:                    | 5' - ACACACACCTCCTAAACCCACAC - 3'  | crRNA 14:                    | 5' - ACACACACCTCCTAAACCCACACCTGCTCT - 3' |
| crRNA 15:                    | 5' - GGGAAAAACAAAAACACACACCT - 3'  | crRNA 15:                    | 5' - GGGAAAAACAAAAACACACACCTCCTAAAC - 3' |

**Supplementary Fig. 1. Targeting C9ORF72 with RfxCas13d or DiCas7-11.** crRNA sequences used in this study for (left) RfxCas13d and (right) DiCas7-11.

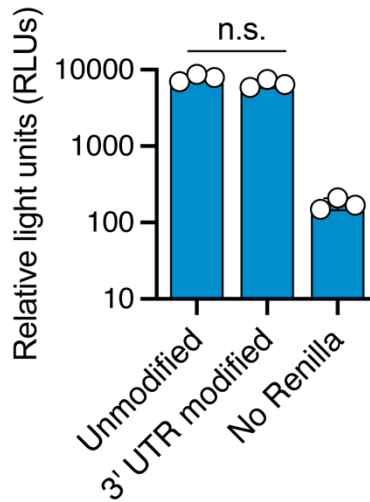

**Supplementary Fig. 2. Modifying the 3' UTR of Renilla luciferase to include exon 1a and intron 1a of the C9ORF72 gene did not significantly affect its activity.** Relative light units (RLUs) in HEK293T cells transfected with the unmodified form of pSV40-RLuc (unmodified), the 3 UTR-modified form of pSV40-RLuc (3' UTR modified) or no plasmid (no Renilla). Values indicate means and error bars indicate SD ( $n = 3$ ). n.s.,  $P > 0.05$ ; two-tailed unpaired t-test. All data points are biologically independent samples. Source data and exact P values are provided in the Source Data file.

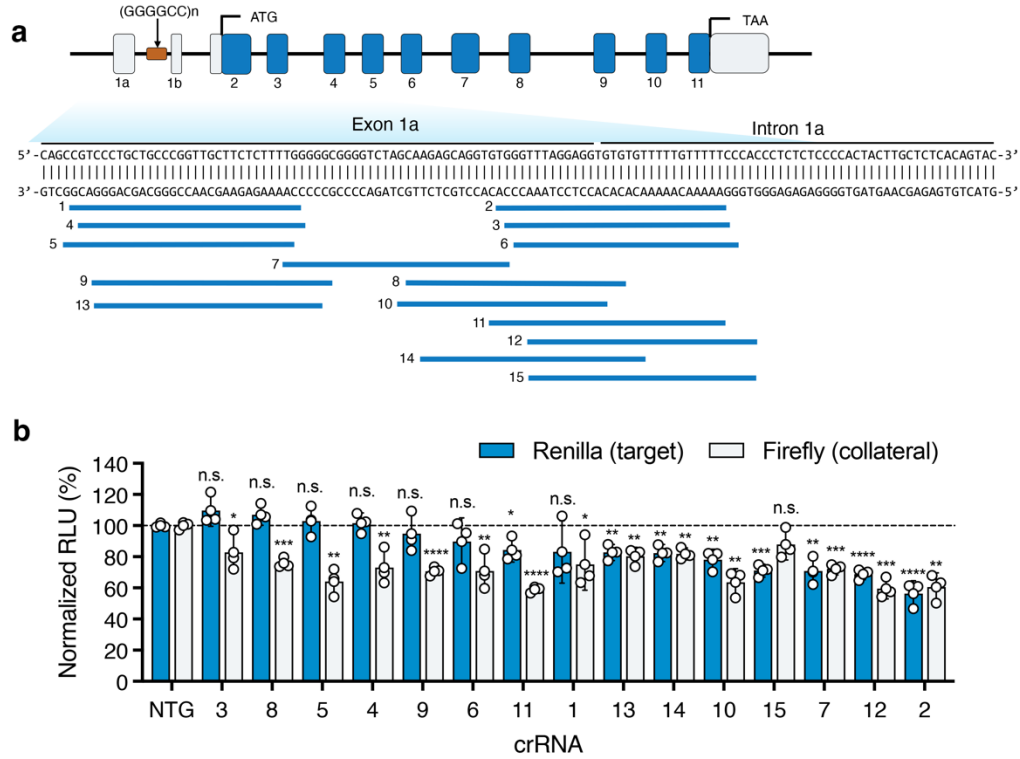

**Supplementary Fig. 3. Targeting C9ORF72 with DiCas7-11. (a)** Cartoon showing the locations of the crRNA binding sites for DiCas7-11 within exon 1a and intron 1a of the C9ORF72 gene. **(b)** Normalized Renilla and firefly luciferase expression in HEK293T cells transfected with pSV40-RLuc, pHSV-TK-FLuc, and an expression vector encoding DiCas7-11 and one of the 15 candidate crRNAs. All values were normalized to cells transfected with pSV40-RLuc, pHSV-TK-FLuc, and an expression vector encoding DiCas7-11 with a non-targeted (NTG) crRNA ( $n = 3$ ). Values indicate means and error bars indicate SD. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ ; one-tailed unpaired t-test comparing each crRNA to the NTG crRNA. All data points are biologically independent samples. Source data and exact P values are provided in the Source Data file.

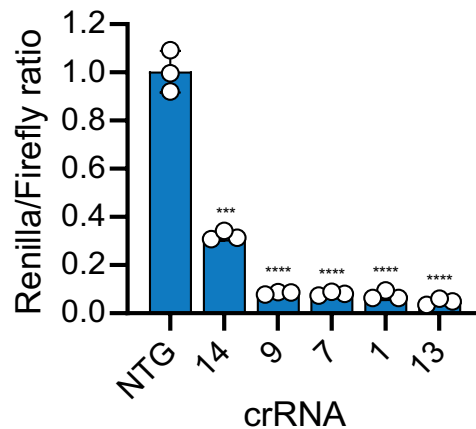

**Supplementary Fig. 4. crRNA targeting scores.** Targeting scores, defined as the ratio of Renilla (i.e., target) to firefly (i.e., collateral) luciferase expression, were determined for the five crRNAs that reduced firefly luciferase expression by less than two-fold. A lower targeting score indicates decreased collateral effects. Renilla and firefly luciferase expression were measured in HEK293T cells transfected with pSV40-RLuc, pHSV-TK-FLuc, and an expression vector encoding RfxCas13d and one of the 15 candidate crRNAs ( $n = 3$ ). Renilla and firefly luciferase values for each crRNA were normalized to cells transfected with pSV40-RLuc, pHSV-TK-FLuc, and an expression vector encoding RfxCas13d with a non-targeted (NTG) crRNA. Bars indicate means and error bars indicate SD. \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ ; two-tailed unpaired t-test. All data points are biologically independent samples. Source data and exact P values are provided in the Source Data file.

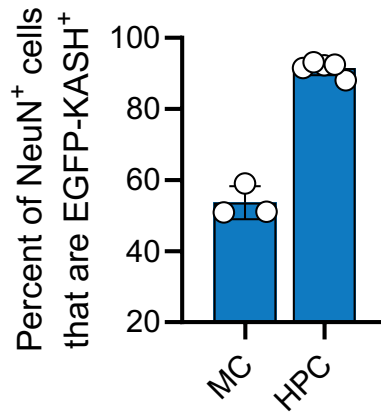

**Supplementary Fig. 5. Quantification of EGFP-KASH expression in NeuN<sup>+</sup> cells in C9-BACexp mice.** Percentage of NeuN<sup>+</sup> cells positive for EGFP-KASH in the motor cortex (MC) and hippocampus (HPC) of C9-BACexp mice injected with  $2 \times 10^{10}$  GCs each of PHP.eB-EGFP-KASH and PHP.eB-RfxCas13d-crRNA. 61-143 and 80-142 cells per animal were counted in the MC and HPC, respectively. 314 and 563 cells were counted in the MC and HPC, respectively ( $n \geq 3$ ). Bars indicate means and error bars indicate SD. All data points are biologically independent samples. Source data and exact P values are provided in the Source Data file.

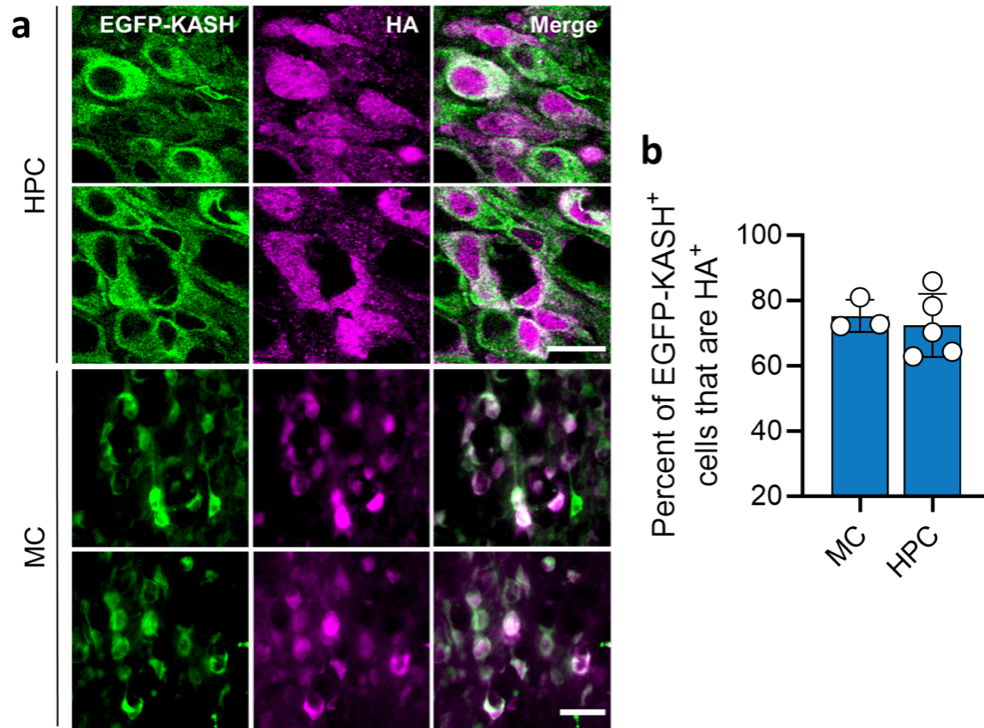

**Supplementary Fig. 6. Quantification of the percentage of EGFP-KASH<sup>+</sup> cells positive for RfxCas13d in C9-BACexp mice. (a)** Representative immunofluorescent staining of (top) the hippocampus (HPC) and (bottom) the motor cortex (MC) of C9-BACexp mice injected with  $2 \times 10^{10}$  GCs each of PHP.eB-EGFP-KASH and PHP.eB-RfxCas13d-crRNA. Scale bar; 20  $\mu$ m (HPC); 50  $\mu$ m (MC). **(b)** Percentage of EGFP-KASH<sup>+</sup> cells positive for RfxCas13d via its HA epitope within the injection sites in the MC and HPC of C9-BACexp mice. 79-132 and 84-212 cells were counted per animal in the MC and HPC, respectively, for a total of 316 and 715 cells counted from the MC and HPC, respectively ( $n \geq 3$ ). Bars indicate means and error bars indicate SD. All data points are biologically independent samples. Source data are provided in the Source Data file.

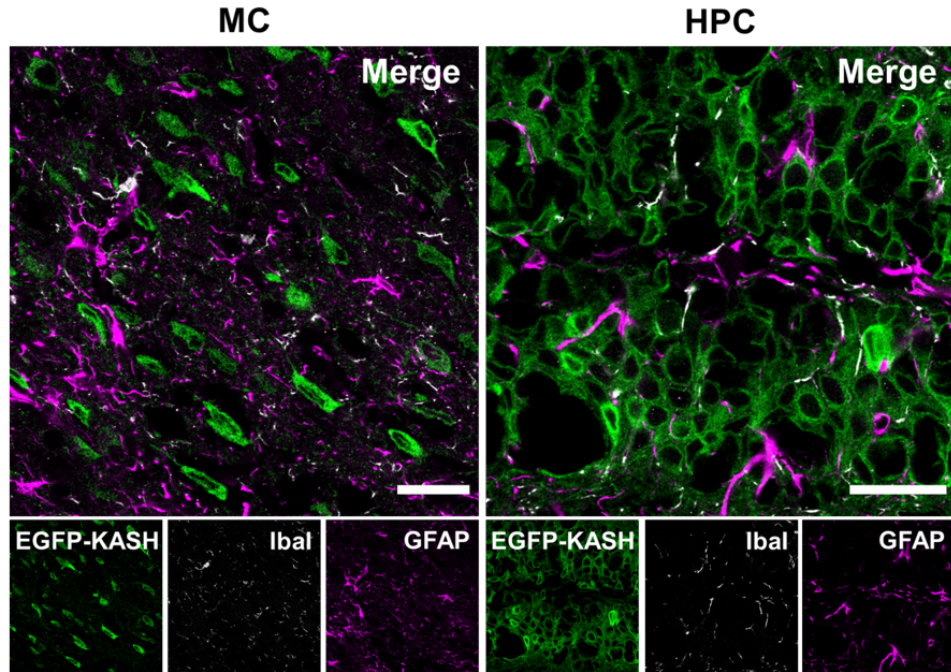

**Supplementary Fig. 7. AAV-PHP.eB-EGFP-KASH injected with AAV-PHP.eB-RfxCas13d-crRNA minimally transduced microglia and astrocytes in C9-BACexp mice.** Representative immunofluorescent staining of (left) the motor cortex (MC) and (right) the hippocampus (HPC) of C9-BACexp mice injected with  $2 \times 10^{10}$  GCs each of PHP.eB-EGFP-KASH and PHP.eB-RfxCas13d-crRNA. Scale bar; 30  $\mu\text{m}$ . Microglia marker: Iba1, ionized calcium binding adaptor molecule 1. Astrocyte marker: GFAP, glial fibrillary acidic protein.

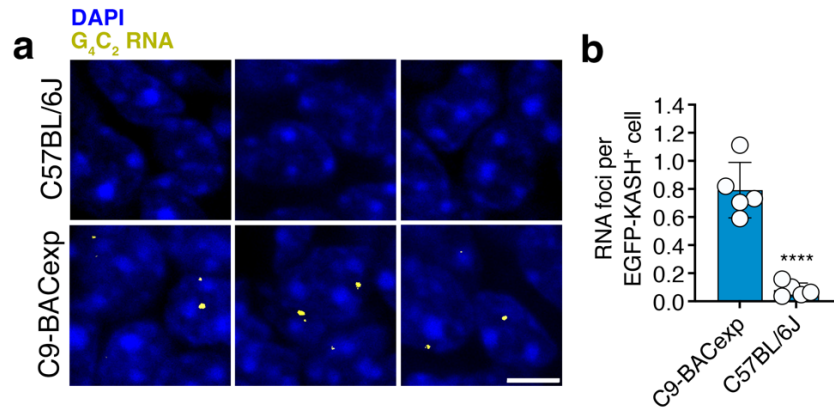

**Supplementary Fig. 8. Limited RNA foci were observed in non-carrier C57BL/6J mice. (a)** Representative RNA FISH for the G<sub>4</sub>C<sub>2</sub> repeat RNA (yellow) in the HPC of non-carrier C57BL/6J mice or C9-BACexp mice injected with  $2 \times 10^{10}$  GCs of PHP.eB-EGFP-KASH. Arrowheads points to representative foci. Scale bar, 5 μm. **(b)** Quantification of the number of RNA foci per EGFP-KASH<sup>+</sup> cell in the HPC of non-carrier C57BL/6J mice or C9-BACexp mice ( $n = 5$ ). The total number of cells counted per biological replicate is described in **Supplementary Tables 2 and 3**. Values indicate means and error bars indicate SD. \*\*\*\* $P < 0.0001$ ; one-tailed unpaired t-test. All data points are biologically independent samples. Source data and exact P values are provided in the Source Data file.

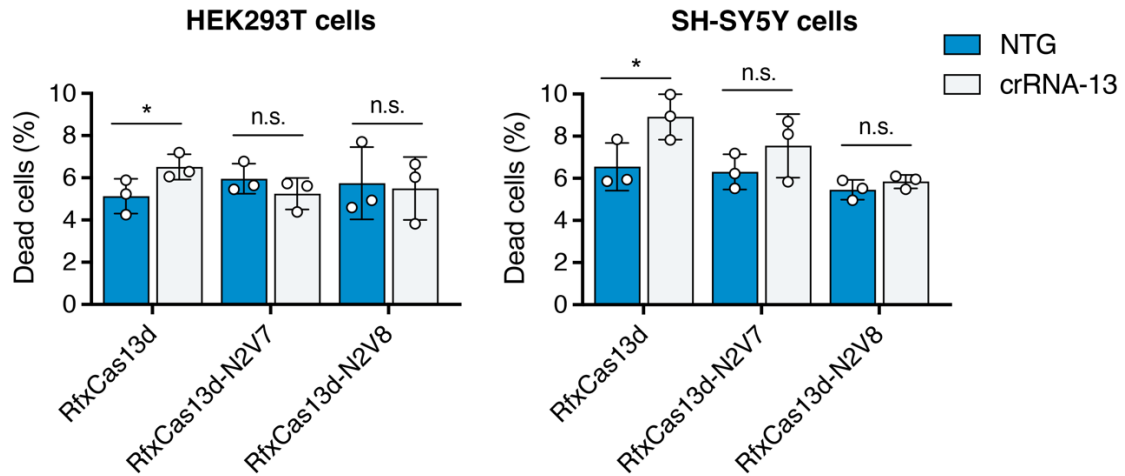

**Supplementary Fig. 9. RfxCas13d-N2V8 and -N2V7 did not affect cell viability.** Percentage of dead HEK293T cells and SH-SY5Y cells following their transfection with an expression vector encoding RfxCas13d, RfxCas13d-N2V7 and RfxCas13d-N2V8 with crRNA-13 or a non-targeted (NTG) crRNA, as determined by propidium iodide staining ( $n = 3$ ). Values indicate means and error bars indicate SD. \* $P < 0.05$ ; one-tailed unpaired t-test comparing each variant to their NTG. All data points are biologically independent samples. Source data and exact P values are provided in the Source Data file.

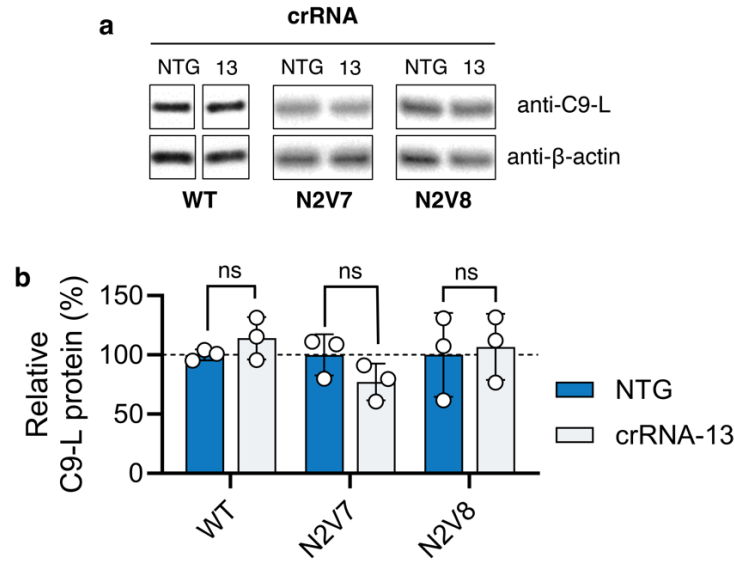

**Supplementary Fig. 10. RfxCas13d targeting did not affect the abundance of the C9-L protein in HEK293T cells.** (a) Representative western blot of the C9-L protein in cell lysate from HEK293T cells transfected with an expression vector encoding RfxCas13d, RfxCas13d-N2V7, or RfxCas13d-N2V8 with crRNA-13 or a non-targeted (NTG) crRNA. (b) Quantitation of the western blot. The C9-L protein in each lane was normalized to  $\beta$ -actin protein in the same lane. ( $n = 3$ ). Bars represent means and error bars indicate SD. One-tailed unpaired t-test. All data points are biologically independent samples. Uncropped western blots, source data and exact P values are provided in the Source Data file.

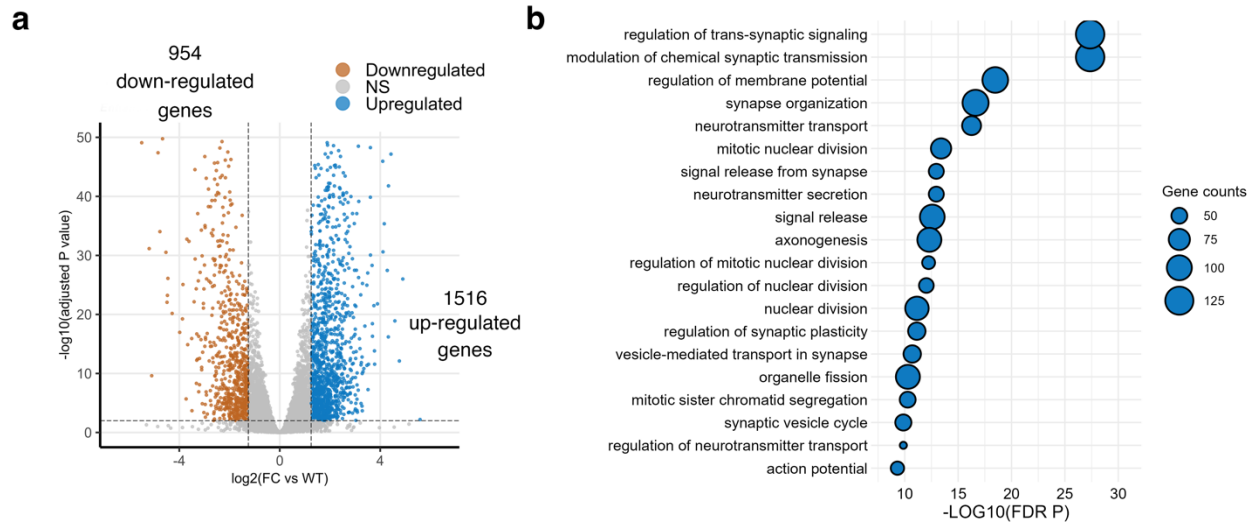

**Supplementary Fig. 11. Motor neuron-like cells from a C9-ALS patient show transcriptional abnormalities. (a)** Volcano plot of the RNA-seq analysis comparing iPSC-derived neurospheres from a 74-year-old female ALS patient with >145 copies of the G<sub>4</sub>C<sub>2</sub> repeat in the C9ORF72 gene to a non-ALS female donor. Line denotes a >1.25-fold change (FC) and an FDR-adjusted P < 0.01 (*n* = 3). **(b)** Gene ontology (GO) and biological process (BP) term analysis for the DEGs in **(a)**.

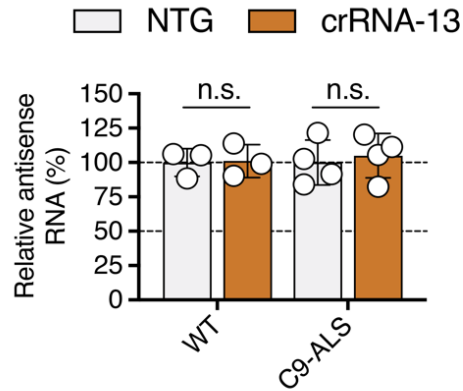

**Supplementary Fig. 12. RfxCas13d-N2V8 did not affect the expression of the antisense repeat RNA in motor neuron-like cells.** Relative antisense RNA in wild-type or C9-ALS neurospheres treated with PHP.eB-RfxCas13d-N2V8-crRNA-13 or -NTG ( $n \geq 3$ ). Values indicate means and error bars indicate SD. One-tailed unpaired t-test. All data points are biologically independent samples. Source data and exact P values are provided in the Source Data file.

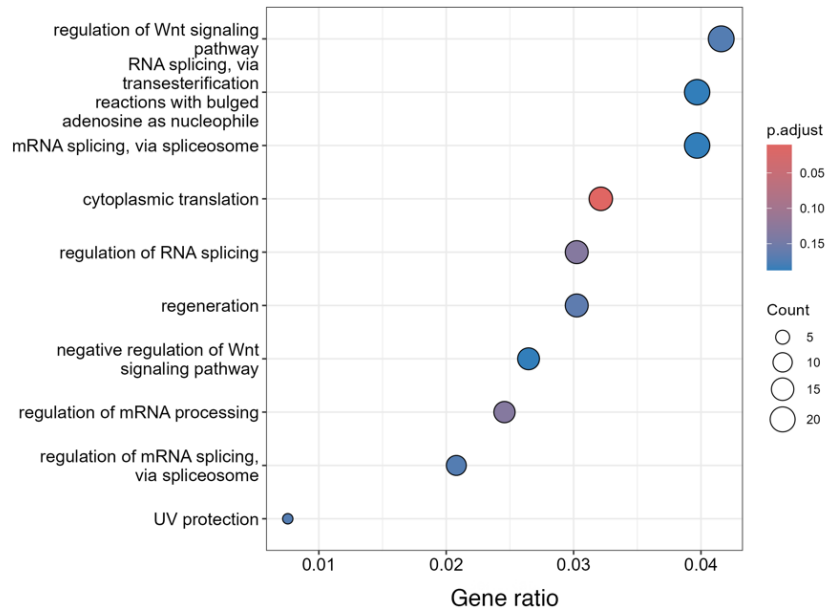

**Supplementary Fig. 13. Term analysis for the normalized DEGs in RfxCas13d-N2V8-treated C9-ALS neurospheres.** Gene ontology (GO) term analysis for the reverted DEGs in Fig. 3I.

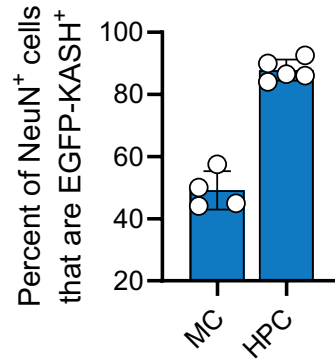

**Supplementary Fig. 14. Quantification of EGFP-KASH expression in NeuN<sup>+</sup> cells in C9-BACexp mice co-injected with AAV-PHP.eB-RfxCas13d-N2V8-crRNA-13.** Percentage of NeuN<sup>+</sup> cells positive for EGFP-KASH in the motor cortex (MC) and the hippocampus (HPC) of C9-BACexp mice injected with  $2 \times 10^{10}$  GCs each of PHP.eB-EGFP-KASH and PHP.eB-RfxCas13d-N2V8. 109-176 and 86-140 cells were counted per animal in the MC and HPC, respectively, for a total of 557 and 550 cells in the MC and HPC, respectively ( $n \geq 4$ ). Bars indicate the means and error bars indicate SD. All data points are biologically independent samples. Source data and exact P values are provided in the Source Data file.

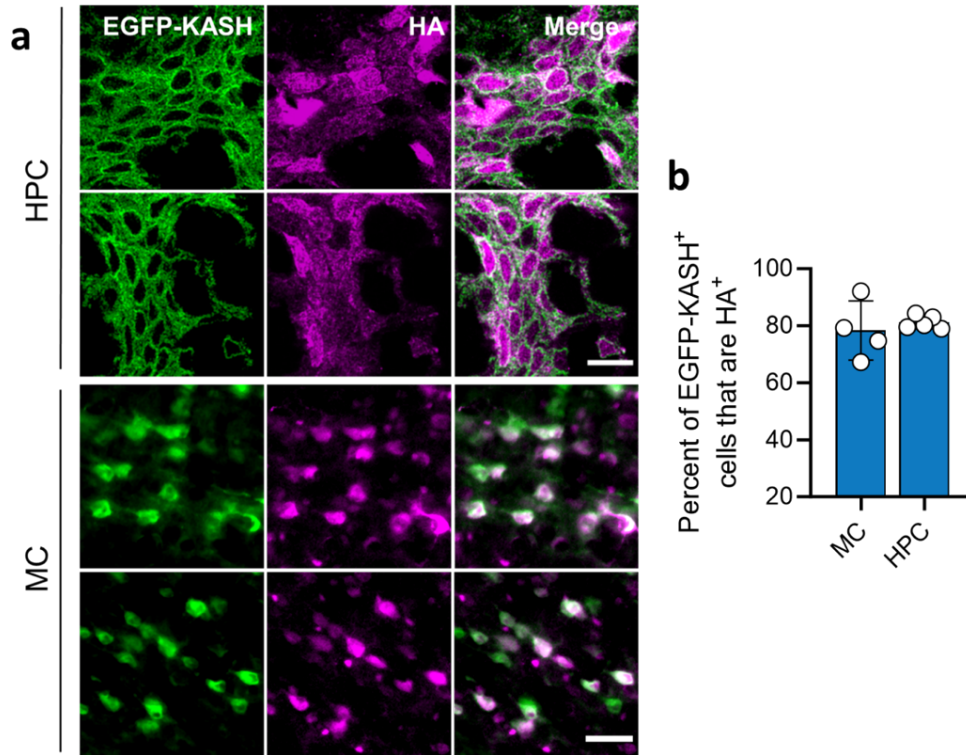

**Supplementary Fig. 15. Quantification of the percentage of EGFP-KASH<sup>+</sup> cells positive for RfxCas13d-N2V8 in C9-BACexp mice.** (a) Representative immunofluorescent staining of (top) the hippocampus (HPC) and (bottom) the motor cortex (MC) of C9-BACexp mice injected with  $2 \times 10^{10}$  GCs each of PHP.eB-EGFP-KASH and PHP.eB-RfxCas13d-N2V8-crRNA. Scale bar; 15  $\mu\text{m}$  (HPC); 50  $\mu\text{m}$  (MC). (b) Percentage of EGFP-KASH<sup>+</sup> cells positive for RfxCas13d-N2V8 via its HA epitope near the injection sites in the MC and HPC of C9-BACexp mice. 95-114 and 81-102 cells were counted per animal in the MC and HPC, for a total of 421 and 454 cells counted from the MC and HPC, respectively ( $n \geq 4$ ). Bars indicate the means and error bars indicate SD. All data points are biologically independent samples. Source data and exact P values are provided in the Source Data file.

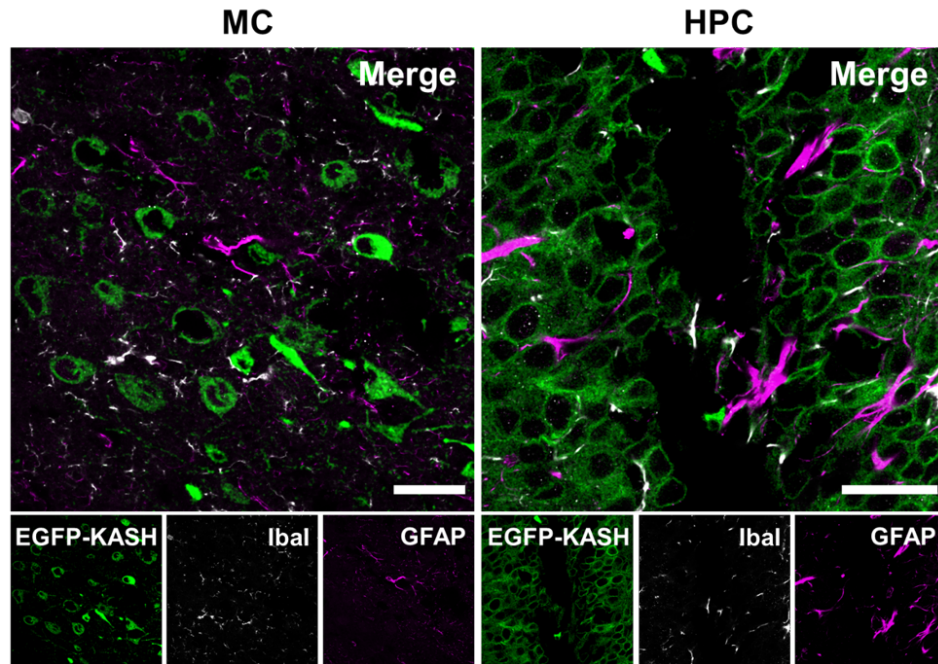

**Supplementary Fig. 16. PHP.eB-EGFP-KASH co-injected with AAV-PHP.eB-RfxCas13d-N2V8-crRNA minimally transduced microglia and astrocytes in C9-BACexp mice.** Representative immunofluorescent staining of (left) the motor cortex (MC) and (right) the hippocampus (HPC) of C9-BACexp mice injected with  $2 \times 10^{10}$  GCs each of PHP.eB-EGFP-KASH and PHP.eB-RfxCas13d-N2V8-crRNA. Scale bar; 30  $\mu\text{m}$ . Microglia marker: Iba1, ionized calcium binding adaptor molecule 1. Astrocyte marker: GFAP, glial fibrillary acidic protein.

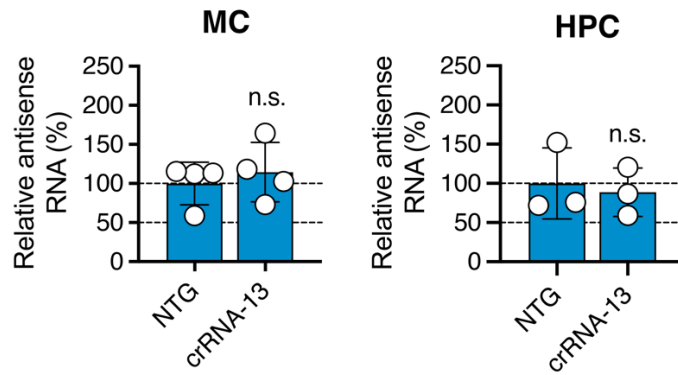

**Supplementary Fig. 17. Targeting the G<sub>4</sub>C<sub>2</sub> repeat RNA using RfxCas13d-N2V8 did not significantly affect the antisense RNA in C9-BACexp mice.** Relative antisense repeat-containing RNA in EGFP-KASH<sup>+</sup> nuclei from the motor cortex (MC) and hippocampus (HPC) of C9-BACexp injected with  $2 \times 10^{10}$  GCs of PHP.eB-RfxCas13d-N2V8-crRNA-13 or -NTG with PHP.eB-EGFP-KASH. All values normalized to their respective NTG controls ( $n \geq 3$ ). Values indicate means and error bars indicate SD. One-tailed unpaired t-test. All data points are biologically independent samples. Source data and exact P values are provided in the Source Data file.

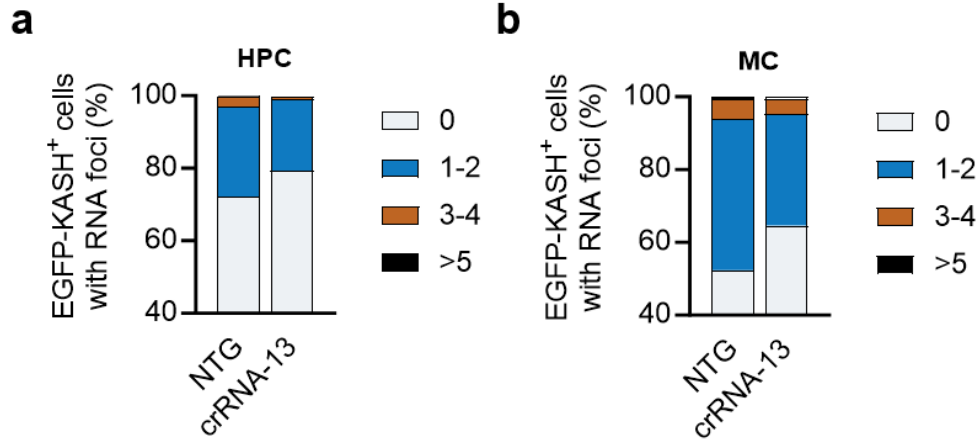

**Supplementary Fig. 18. Distribution of RNA foci in EGFP-KASH<sup>+</sup> cells from C9-BACexp mice treated with RfxCas13d-N2V8. (a, b)** Percentage of EGFP-KASH<sup>+</sup> cells with 0, 1-2, 3-4, or >5 foci positive for the G<sub>4</sub>C<sub>2</sub> repeat-containing RNA in the (a) hippocampus (HPC) and (b) the motor cortex (MC) of mice injected with  $2 \times 10^{10}$  GCs of AAV-PHP.eB-RfxCas13d-N2V8-crRNA-13 or -NTG and AAV-PHP.eB-EGFP-KASH. RNA foci were determined by fluorescence in situ hybridization (FISH) using a previously described probe for the G<sub>4</sub>C<sub>2</sub> repeat RNA<sup>3</sup>. 83-334 and 110-237 cells were counted per animal for the HPC and MC, respectively. 1,016 and 1,432 cells were counted for AAV-PHP.eB-RfxCas13d-N2V8-crRNA-13 and -NTG, respectively, for the HPC, and 946 and 1,139 cells were counted for AAV-PHP.eB-RfxCas13d-N2V8-crRNA-13 and -NTG, respectively, for the MC ( $n \geq 6$ ). All measurements were conducted by a blinded investigator. Values indicate means. Source data and exact P values are provided in the Source Data file.

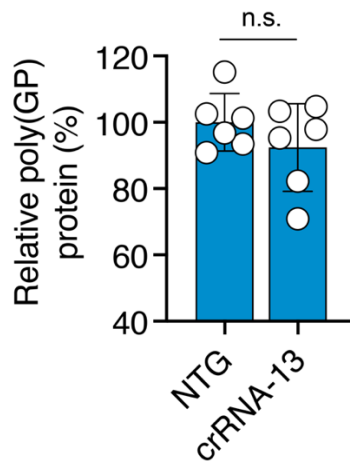

**Supplementary Fig. 19. RfxCas13d-N2V8 reduced the poly(GP) protein by ~8% in bulk cortical tissue from C9-BACexp mice.** Soluble poly(GP) from the motor cortex (MC) of C9-BACexp mice injected with PHP.eB-RfxCas13d-N2V8-crRNA-13 or -NTG, as measured by a MSD immunoassay platform ( $n = 6$ ). Values indicate means and error bars indicate SD. n.s.,  $P > 0.05$ ; one-tailed unpaired t-test. All data points are biologically independent samples. Source data and exact P values are provided in the Source Data file.

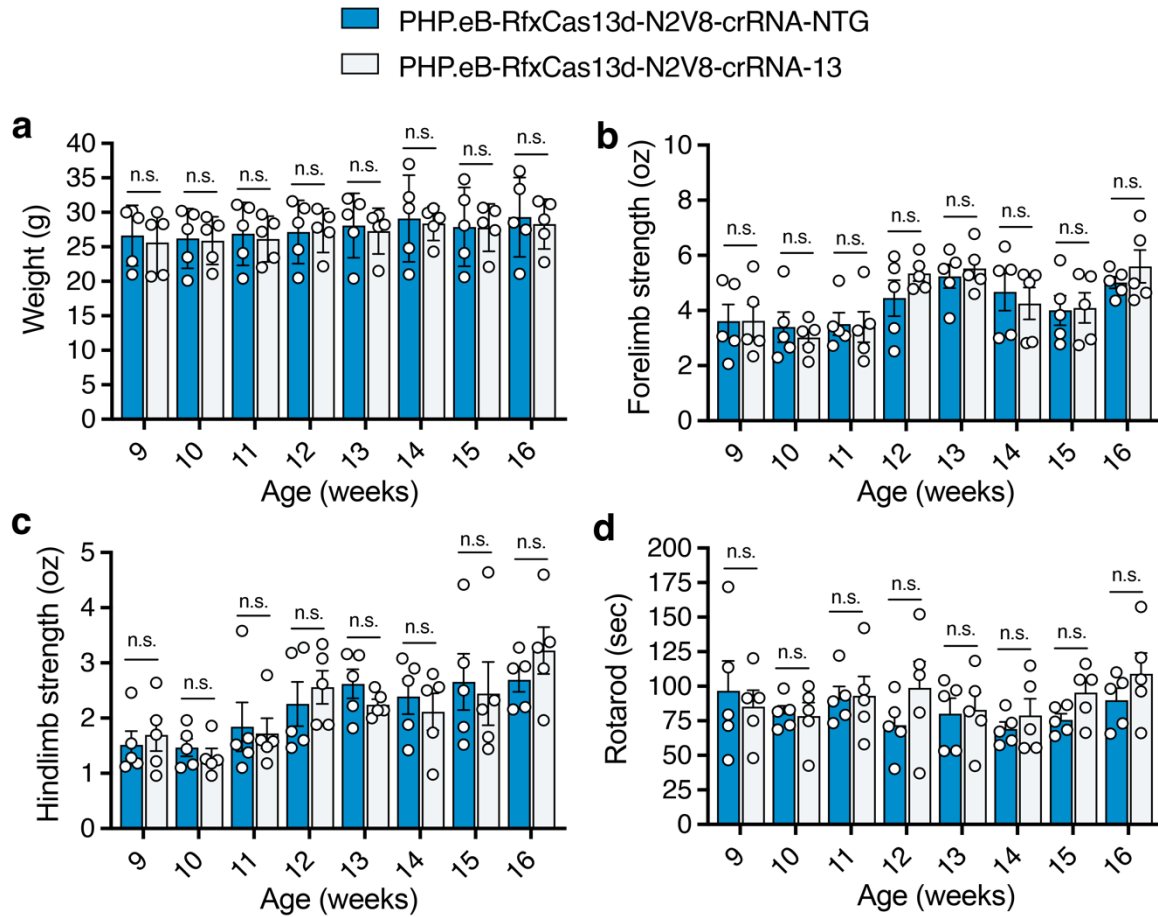

**Supplementary Fig. 20. RfxCas13d-N2V8 did not induce measurable deficits in C9-BACexp mice.** (a) Weight, (b) forelimb grip strength, (c) hindlimb grip strength and (d) rotarod of C9-BACexp mice whose HPC and MC were injected with  $2 \times 10^{10}$  GCs of PHP.eB-RfxCas13d-N2V8-crRNA-13 or -NTG. ( $n = 5$ ). Values represent means and error bars indicate SEM. \* $P < 0.05$ ; two-tailed unpaired t-test. All data points are biologically independent samples. Source data and exact P values are provided in the Source Data file.

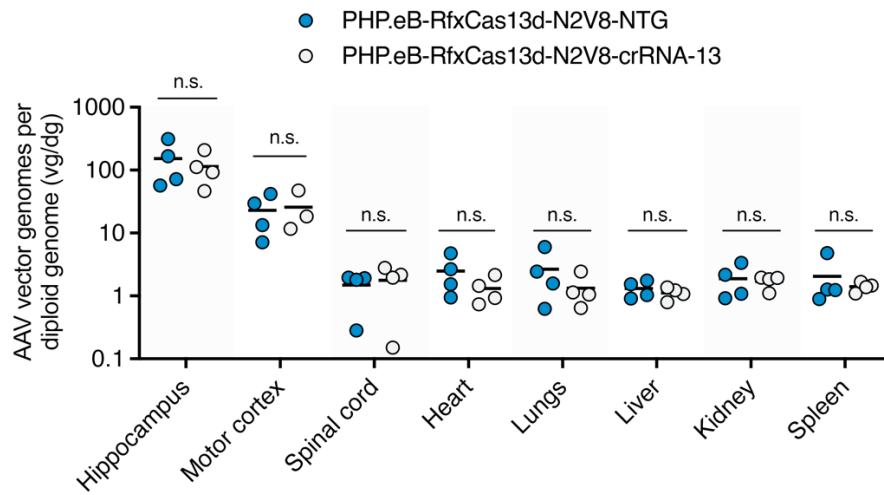

**Supplementary Fig. 21. PHP.eB vector distribution in C9-BACexp mice.** Vector genomes per diploid genome (vg/dpg) as measured by qPCR in the hippocampus (HPC), motor cortex (MC), spinal cord, heart, lungs, liver, kidney and spleen of C9-BACexp mice whose HPC and MC were injected with  $2 \times 10^{10}$  GCs of PHP.eB-RfxCas13d-N2V8-crRNA-13 or -NTG. ( $n = 4$ ). Values represent means. Data were compared using a two-tailed unpaired t-test. All data points are biologically independent samples. Source data and exact P values are provided in the Source Data file.

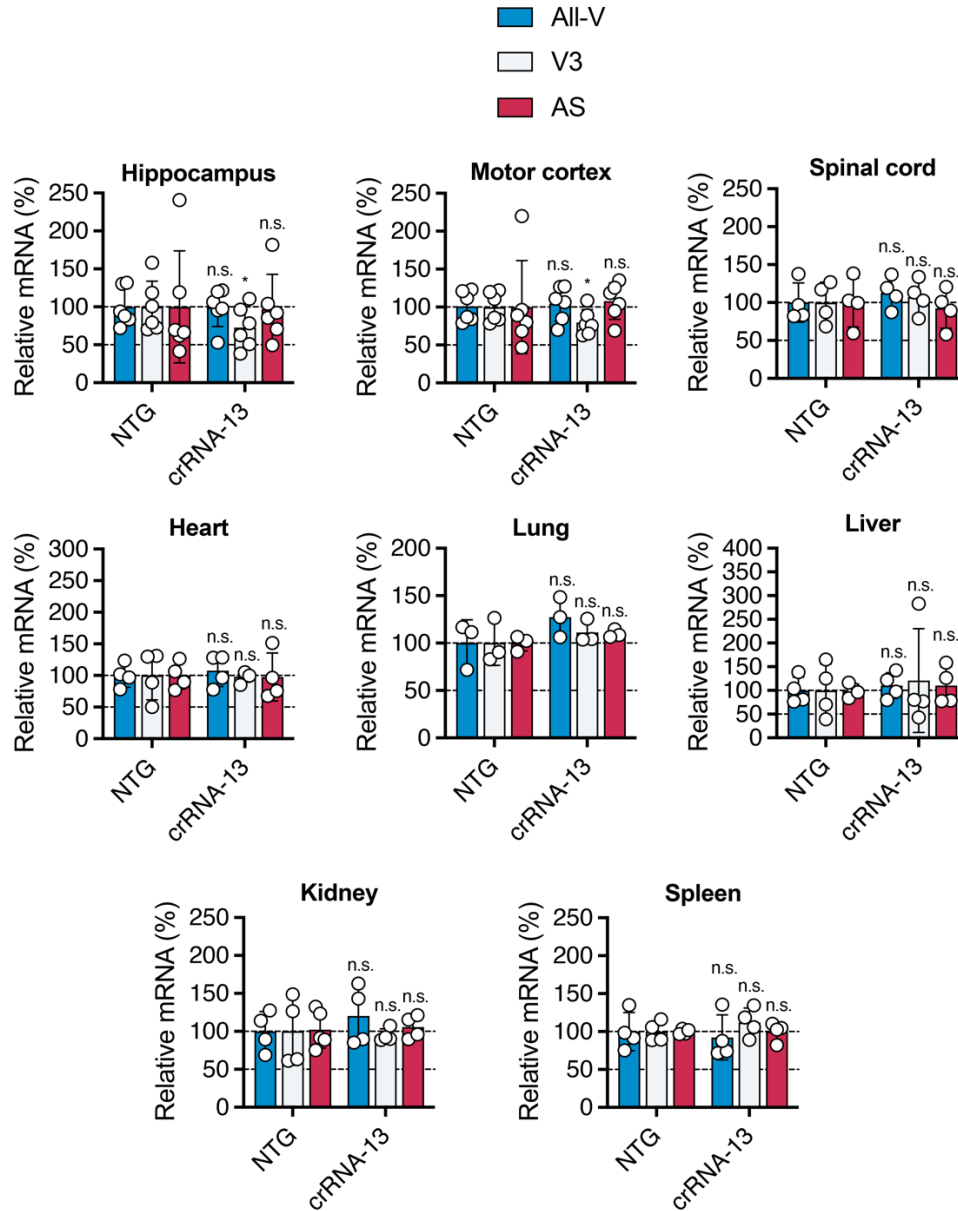

**Supplementary Fig. 22. RfxCas13d-N2V8 did not measurably affect C9ORF72 transcripts in peripheral tissues.** Relative all-V and V3 mRNA and antisense RNA in the hippocampus (HPC), motor cortex (MC), spinal cord, heart, lung, liver, kidney and spleen from C9-BACexp mice whose HPC and MC were injected with  $2 \times 10^{10}$  GCs of PHP.eB-RfxCas13d-N2V8-crRNA-13 or -NTG. All-V, V3, and antisense RNA values were normalized to their respective NTG control for that same tissue ( $n \geq 5$ ). All analyses were conducted with RNA purified from bulk tissue. Values indicate means and error bars indicate SD. \* $P < 0.05$ ; one-tailed unpaired t-test. All data

points are biologically independent samples. Source data and exact P values are provided in the Source Data file.

**Supplementary Table 1. Cell counts for the FISH analyses in C9-BACexp mice injected with PHP.eB-RfxCas13d-crRNA-13, -7, or -NTG.**

| <b>Biological Replicate</b> |          |          |          |          |          |
|-----------------------------|----------|----------|----------|----------|----------|
| <b>Group</b>                | <b>1</b> | <b>2</b> | <b>3</b> | <b>4</b> | <b>5</b> |
| NTG                         | 111      | 116      | 67       | 61       | 112      |
| crRNA-7                     | 94       | 138      | 93       | 58       |          |
| crRNA-13                    | 189      | 455      | 129      | 72       |          |

**Supplementary Table 2. Cell counts for the FISH analysis in C57BL/6J mice injected with PHP.eB-EGFP-KASH.**

| <b>Biological Replicate</b> |          |          |          |          |          |
|-----------------------------|----------|----------|----------|----------|----------|
| <b>Group</b>                | <b>1</b> | <b>2</b> | <b>3</b> | <b>4</b> | <b>5</b> |
| C57BL/6J                    | 171      | 232      | 236      | 357      | 269      |

**Supplementary Table 3. Cell counts for RNA FISH analysis from mice injected with RfxCas13d-N2V8.**

| <b>Biological Replicate</b> |              |          |          |          |          |          |          |          |
|-----------------------------|--------------|----------|----------|----------|----------|----------|----------|----------|
| <b>Region</b>               | <b>Group</b> | <b>1</b> | <b>2</b> | <b>3</b> | <b>4</b> | <b>5</b> | <b>6</b> | <b>7</b> |
| MC                          | NTG          | 212      | 150      | 110      | 169      | 171      | 135      | 192      |
|                             | crRNA-13     | 237      | 184      | 127      | 121      | 124      | 153      |          |
| HPC                         | NTG          | 220      | 117      | 159      | 211      | 224      | 167      | 334      |
|                             | crRNA-13     | 231      | 189      | 193      | 83       | 147      | 173      |          |

**Supplementary Table 4. Primer sequences used in this study.**

| Name                           | Sequence (5' to 3')          |
|--------------------------------|------------------------------|
| RfxCas13d-C9ORF72-crRNA-1-Fwd  | AAACCAAAAGAGAAGCAACCGGGCAGC  |
| RfxCas13d-C9ORF72-crRNA-1-Rev  | AAAAGCTGCCCCGGTTGCTTCTCTTTTG |
| RfxCas13d-C9ORF72-crRNA-2-Fwd  | AAACAAAAACAAAAACACACACCTCCT  |
| RfxCas13d-C9ORF72-crRNA-2-Rev  | AAAAAGGAGGTGTGTGTTTTTGTTTTT  |
| RfxCas13d-C9ORF72-crRNA-3-Fwd  | AAACGAAAAACAAAAACACACACCTCC  |
| RfxCas13d-C9ORF72-crRNA-3-Rev  | AAAAGGAGGTGTGTGTTTTTGTTTTTC  |
| RfxCas13d-C9ORF72-crRNA-4-Fwd  | AAACCCAAAAGAGAAGCAACCGGGCAG  |
| RfxCas13d-C9ORF72-crRNA-4-Rev  | AAAAGTCCCCGGTTGCTTCTCTTTTGG  |
| RfxCas13d-C9ORF72-crRNA-5-Fwd  | AAACAAAAGAGAAGCAACCGGGCAGCA  |
| RfxCas13d-C9ORF72-crRNA-5-Rev  | AAAATGCTGCCCCGGTTGCTTCTCTTTT |
| RfxCas13d-C9ORF72-crRNA-6-Fwd  | AAACGGAAAAACAAAAACACACACCTC  |
| RfxCas13d-C9ORF72-crRNA-6-Rev  | AAAAGAGGTGTGTGTTTTTGTTTTTCC  |
| RfxCas13d-C9ORF72-crRNA-7-Fwd  | AAACCACACCTGCTCTTGCTAGACCCC  |
| RfxCas13d-C9ORF72-crRNA-7-Rev  | AAAAGGGGTCTAGCAAGAGCAGGTGTG  |
| RfxCas13d-C9ORF72-crRNA-8-Fwd  | AAACACACACCTCCTAAACCCACACCT  |
| RfxCas13d-C9ORF72-crRNA-8-Rev  | AAAAAGGTGTGGGTTTAGGAGGTGTGT  |
| RfxCas13d-C9ORF72-crRNA-9-Fwd  | AAACCCCCAAAAGAGAAGCAACCGGGC  |
| RfxCas13d-C9ORF72-crRNA-9-Rev  | AAAAGCCCGGTTGCTTCTCTTTTGGGG  |
| RfxCas13d-C9ORF72-crRNA-10-Fwd | AAACCACACCTCCTAAACCCACACCTG  |

|                                |                                       |
|--------------------------------|---------------------------------------|
| RfxCas13d-C9ORF72-crRNA-10-Rev | AAAACAGGTGTGGGTTTAGGAGGTGTG           |
| RfxCas13d-C9ORF72-crRNA-11-Fwd | AAACAAAACAAAAACACACACCTCCTA           |
| RfxCas13d-C9ORF72-crRNA-11-Rev | AAAATAGGAGGTGTGTGTTTTGT               |
| RfxCas13d-C9ORF72-crRNA-12-Fwd | AAACTGGGAAAAACAAAAACACACACC           |
| RfxCas13d-C9ORF72-crRNA-12-Rev | AAAAGGTGTGTGTTTTGT                    |
| RfxCas13d-C9ORF72-crRNA-13-Fwd | AAACCCCCCAAAGAGAAGCAACCGGG            |
| RfxCas13d-C9ORF72-crRNA-13-Rev | AAAACCCGGTTGCTTCTCTTTGGGGG            |
| RfxCas13d-C9ORF72-crRNA-14-Fwd | AAACACACACACCTCCTAAACCCACAC           |
| RfxCas13d-C9ORF72-crRNA-14-Rev | AAAAGTGTGGGTTTAGGAGGTGTGTGT           |
| RfxCas13d-C9ORF72-crRNA-15-Fwd | AAACGGGAAAAACAAAAACACACACCT           |
| RfxCas13d-C9ORF72-crRNA-15-Rev | AAAAAGGTGTGTGTTTTGT                   |
| Cas7-11-C9ORF72-crRNA-1-Fwd    | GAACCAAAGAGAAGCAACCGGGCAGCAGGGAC<br>G |
| Cas7-11-C9ORF72-crRNA-1-Rev    | AAAA CGTCCCTGCTGCCCAGGTGCTTCTCTTTG    |
| Cas7-11-C9ORF72-crRNA-2-Fwd    | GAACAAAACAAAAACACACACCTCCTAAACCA      |

|                             |                                        |
|-----------------------------|----------------------------------------|
| Cas7-11-C9ORF72-crRNA-2-Rev | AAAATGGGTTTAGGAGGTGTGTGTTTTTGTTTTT     |
| Cas7-11-C9ORF72-crRNA-3-Fwd | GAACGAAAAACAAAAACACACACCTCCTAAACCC     |
| Cas7-11-C9ORF72-crRNA-3-Rev | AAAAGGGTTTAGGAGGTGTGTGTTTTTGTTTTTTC    |
| Cas7-11-C9ORF72-crRNA-4-Fwd | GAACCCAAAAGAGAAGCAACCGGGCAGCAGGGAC     |
| Cas7-11-C9ORF72-crRNA-4-Rev | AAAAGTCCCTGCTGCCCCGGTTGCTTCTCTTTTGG    |
| Cas7-11-C9ORF72-crRNA-5-Fwd | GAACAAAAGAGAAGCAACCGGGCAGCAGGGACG<br>G |
| Cas7-11-C9ORF72-crRNA-5-Rev | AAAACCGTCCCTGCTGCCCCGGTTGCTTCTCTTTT    |
| Cas7-11-C9ORF72-crRNA-5-Fwd | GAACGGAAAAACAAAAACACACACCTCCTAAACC     |
| Cas7-11-C9ORF72-crRNA-6-Rev | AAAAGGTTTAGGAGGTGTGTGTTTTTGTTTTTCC     |
| Cas7-11-C9ORF72-crRNA-7-Fwd | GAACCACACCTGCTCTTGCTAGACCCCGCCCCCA     |
| Cas7-11-C9ORF72-crRNA-7-Rev | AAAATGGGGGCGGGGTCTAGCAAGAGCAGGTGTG     |
| Cas7-11-C9ORF72-crRNA-8-Fwd | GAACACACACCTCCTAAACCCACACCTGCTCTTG     |
| Cas7-11-C9ORF72-crRNA-8-Rev | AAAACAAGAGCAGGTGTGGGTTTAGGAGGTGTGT     |
| Cas7-11-C9ORF72-crRNA-9-Fwd | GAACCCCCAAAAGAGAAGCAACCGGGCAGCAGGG     |

|                              |                                     |
|------------------------------|-------------------------------------|
| Cas7-11-C9ORF72-crRNA-9-Rev  | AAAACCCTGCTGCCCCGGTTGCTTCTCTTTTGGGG |
| Cas7-11-C9ORF72-crRNA-10-Fwd | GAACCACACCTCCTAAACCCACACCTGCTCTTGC  |
| Cas7-11-C9ORF72-crRNA-10-Rev | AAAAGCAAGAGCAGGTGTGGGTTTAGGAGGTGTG  |
| Cas7-11-C9ORF72-crRNA-11-Fwd | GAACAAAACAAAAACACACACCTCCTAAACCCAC  |
| Cas7-11-C9ORF72-crRNA-11-Rev | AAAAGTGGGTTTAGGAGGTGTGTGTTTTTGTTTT  |
| Cas7-11-C9ORF72-crRNA-12-Fwd | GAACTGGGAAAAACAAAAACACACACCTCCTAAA  |
| Cas7-11-C9ORF72-crRNA-12-Rev | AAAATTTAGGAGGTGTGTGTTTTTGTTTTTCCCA  |
| Cas7-11-C9ORF72-crRNA-13-Fwd | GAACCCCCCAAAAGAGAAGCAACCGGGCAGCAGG  |
| Cas7-11-C9ORF72-crRNA-13-Rev | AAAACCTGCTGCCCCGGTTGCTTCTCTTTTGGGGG |
| Cas7-11-C9ORF72-crRNA-14-Fwd | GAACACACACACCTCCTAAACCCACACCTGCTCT  |
| Cas7-11-C9ORF72-crRNA-14-Rev | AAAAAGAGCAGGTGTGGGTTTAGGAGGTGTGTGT  |
| Cas7-11-C9ORF72-crRNA-15-Fwd | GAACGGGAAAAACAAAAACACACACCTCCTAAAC  |
| Cas7-11-C9ORF72-crRNA-15-Rev | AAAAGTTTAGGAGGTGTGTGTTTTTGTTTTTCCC  |
| C9-BACexp-Genotype-Fwd       | TGTTTGCCTGCAATAGGC                  |

|                        |                                                       |
|------------------------|-------------------------------------------------------|
| C9-BACexp-Genotype-Rev | TGATGGGAAAGCTATTATGACC                                |
| Rluc-Stuffer-Fwd       | AAATGTCGAGGTGAGATAAGCAGAT                             |
| Rluc-Stuffer-Rev       | CGATCTGCTTATCTCACCTCGAC                               |
| Fluc-Stuffer-Fwd       | GATCTATAAGCAGGTCGAGGTGAG                              |
| Fluc-Stuffer-Rev       | ATTTCTCACCTCGACCTGCTTAT                               |
| qPCR-hASC9-Fwd         | AGTCGCTAGAGGCGAAAGC                                   |
| qPCR-hASC9-Rev         | CGAGTGGGTGAGTGAGGAG                                   |
| qPCR-hCBLN1-Fwd        | TCAGAACGCAGCACTTTCATC                                 |
| qPCR-hCBLN1-Rev        | TTTAGCATGAGGCTCACCTGT                                 |
| qPCR-hGAPDH-Fwd        | CCTGACCTGCCGTCTAGAAAA                                 |
| qPCR-hGAPDH-Rev        | CTCCGACGCCTGCTTCAC                                    |
| qPCR-bGHpA-Fwd         | GCCTTCTAGTTGCCAGCCAT                                  |
| qPCR-bGHpA-Rev         | GGCACCTTCCAGGGTCAAG                                   |
| qPCR-EGFP-KASH-Fwd     | GACGACGGCAACTACAAGACC                                 |
| qPCR-EGFP-KASH-Rev     | CTTCAAGGAGGACGGCAACATC                                |
| qPCR-bGH-U6-Fwd        | CATTGTCTGAGTAGGTGTCATTC                               |
| qPCR-bGH-U6-Rev        | TCTCTAACAGCCTTGTATCGT                                 |
| Fusion-NcoI-Fwd-v2     | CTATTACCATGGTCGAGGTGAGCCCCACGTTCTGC<br>TTCACCTC       |
| Fusion-SacI-Reverse    | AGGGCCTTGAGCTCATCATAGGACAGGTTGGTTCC<br>TAAAATACGG ATG |

|                 |                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------|
| Fusion-N2V7-Fwd | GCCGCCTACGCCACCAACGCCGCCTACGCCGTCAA<br>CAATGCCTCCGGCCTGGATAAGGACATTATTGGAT<br>TCGGCAAGTTCTCCACAGTG  |
| Fusion-N2V7-Rev | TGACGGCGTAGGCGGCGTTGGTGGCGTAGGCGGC<br>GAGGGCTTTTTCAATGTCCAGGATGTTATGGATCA<br>CCTGGATACAAATAT TGTCAT |
| Fusion-N2V8-Fwd | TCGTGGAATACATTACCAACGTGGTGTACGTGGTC<br>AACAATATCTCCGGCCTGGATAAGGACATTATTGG<br>ATTCGGCAAGTTCTCCACAG  |
| Fusion-N2V8-Rev | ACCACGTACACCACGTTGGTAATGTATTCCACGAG<br>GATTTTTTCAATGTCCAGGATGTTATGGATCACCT<br>GGATACAAATATTGTCATTG  |

## REFERENCES

1. Wessels, H.H. et al. Massively parallel Cas13 screens reveal principles for guide RNA design. *Nat. Biotechnol.* **38**, 722-727 (2020).
2. Guo, X. et al. Transcriptome-wide Cas13 guide RNA design for model organisms and viral RNA pathogens. *Cell Genom.* **1** (2021).
3. Lagier-Tourenne, C. et al. Targeted degradation of sense and antisense C9orf72 RNA foci as therapy for ALS and frontotemporal degeneration. *Proc. Natl. Acad. Sci. U. S. A.* **110**, E4530-4539 (2013).

# Supplementary material for: A high-fidelity CRISPR-Cas13 system improves abnormalities associated with C9ORF72-linked ALS/FTD
**Source:** Nat Commun. 2025 Jan 8;16:460. doi: 10.1038/s41467-024-55548-5
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**Supplementary Data 1.** Processed RNA-seq data from HEK293T cells.

**Supplementary Data 2.** List of DEGs and shared DEGs from HEK293T cells between RfxCas13d, RfxCas13d-N2V7 and RfxCas13d-N2V8, with crRNA-13.

**Supplementary Data 3.** Gene ontology (GO) and biological process (BP) term analysis of DEGs from HEK293T cells for RfxCas13d with crRNA-13 using NetworkAnalyst 3.0.

**Supplementary Data 4.** Gene ontology (GO) and biological process (BP) term analysis of DEGs from HEK293T cells for RfxCas13d-N2V8 with crRNA-13 using NetworkAnalyst 3.0.

**Supplementary Data 5.** Gene ontology (GO) and biological process (BP) term analysis of shared DEGs from HEK293T cells for RfxCas13d and RfxCas13d-N2V8 with crRNA-13 using NetworkAnalyst 3.0.

**Supplementary Data 6.** Processed RNA-seq data from iPSC-derived neurospheres cells.

**Supplementary Data 7.** List of DEGs in C9-ALS neurospheres

**Supplementary Data 8.** Gene ontology (GO) and biological process (BP) term analysis of DEGs from C9-ALS neurospheres

**Supplementary Data 9.** Processed RNA-seq data from wild-type iPSC-derived neurospheres cells treated with RfxCas13d-N2V8-crRNA-13

**Supplementary Data 10.** List of DEGs in WT neurospheres treated with RfxCas13d-N2V8-crRNA-13 compared to RfxCas13d-N2V8-NTG

**Supplementary Data 11.** Processed RNA-seq data from C9-ALS neurospheres cells treated with RfxCas13d-N2V8-crRNA-13

**Supplementary Data 12.** List of DEGs and shared DEGs from C9-ALS neurospheres treated with RfxCas13d-N2V8-crRNA-13.

**Supplementary Data 13.** Gene ontology (GO) and biological process (BP) term analysis of normalized DEGs in C9-ALS neurospheres treated with RfxCas13d-N2V8-crRNA-13

**Supplementary Data 14.** Processed RNA-seq data from C9-BACexp or C57BL/6J mice injected with RfxCas13d-N2V8-crRNA-13 (S13) or RfxCas13d-N2V8-crRNA-13 (NTG; Tg: C9-BACexp mice; nTg: C57BL/6J mice)

**Supplementary Data 15.** Fold-change and FDR comparisons between DEGs from C9-BACexp or C57BL/6J mice injected with RfxCas13d-N2V8-crRNA-13 (S13) or RfxCas13d-N2V8-crRNA-13 (NTG; Tg: C9-BACexp mice; nTg: C57BL/6J mice)

**Supplementary Data 16.** Gene ontology (GO) and biological process (BP) term analysis of DEGs from from C9-BACexp or C57BL/6J mice injected with RfxCas13d-N2V8-crRNA-13 (S13) or RfxCas13d-N2V8-crRNA-13 (NTG; Tg: C9-BACexp mice; nTg: C57BL/6J mice). Yellow indicates FDR Adjusted  $P < 0.05$

**Supplementary Data 17.** Processed RNA-seq for RfxCas13d-N2V8-crRNA-13 vs.RfxCas13d-N2V8-NTG comparison in EGFP-KASH+ nuclei from C57BL/6J mice.

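Supplementary Data 18 lists 84 genes with a fold change and an FDR for crRNA-13 against NTG in C57BL/6J mice. The highest FDR in the paper's table is 0.0486 and the smallest fold is 1.24. All 84 genes had the same direction in the fold changes computed here from the deposited counts, and edgeR called 41 of them at a fold change over 1.2 and an adjusted p under 0.05. The study chose these genes on the same libraries, so their direction here is not independent evidence. Of the 64 genes listed as up-regulated, 13 are among the interferon-stimulated genes, 5 among the MHC class I genes and 2 among the oligodendrocyte markers compared with the other lists. The list also shares 32 genes with Supplementary Data 15, all with the same direction in both, and both comparisons use the same 5 C57BL/6J NTG libraries. Espn, an actin-bundling protein, is listed in both and had a log2 fold change of -1.60 with crRNA-13 against NTG (adjusted p = 0.0936 in edgeR) and of -1.52 in C9-BACexp against C57BL/6J mice with NTG (adjusted p = 0.0153).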

**Supplementary Data 18.** DEGs for the RfxCas13d-N2V8-crRNA-13 vs.RfxCas13d-N2V8-NTG comparison in EGFP-KASH+ nuclei from C57BL/6J mice.

**Supplementary Data 19.** Gene ontology (GO) and biological process (BP) term analysis for the DEGs from the RfxCas13d-N2V8-crRNA-13 vs.RfxCas13d-N2V8-NTG comparison in EGFP-KASH+ nuclei from C57BL/6J mice.

# Supplementary material for: A high-fidelity CRISPR-Cas13 system improves abnormalities associated with C9ORF72-linked ALS/FTD
**Source:** Nat Commun. 2025 Jan 8;16:460. doi: 10.1038/s41467-024-55548-5
**Supplement:** Supplementary file 22 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source Data are provided as a Source Data file. The unprocessed fluorescence microscopy images for Figures 2, 3 and 4 are available from Figshare at <https://doi.org/10.6084/m9.figshare.27936657.v1>, while the unprocessed fluorescence microscopy images for the Figures in the Supplementary Information are available at <https://doi.org/10.6084/m9.figshare.27936666.v1>. RNA-seq data have been deposited in the NCBI Gene Expression Omnibus and are accessible through GEO Series accession numbers GSE251822 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE251822>) and GSE250633 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE250633>). Plasmids from this study are available upon request from the corresponding author. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

# Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

# Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

20standard.

- Chicken anti-GFAP was used by 405 references on supplier website: <https://www.abcam.com/products/primary-antibodies/gfap-antibody-ab4674.html>
- Donkey anti-mouse Alexa Fluor 647 was used by 244 references on supplier website: <https://www.jacksonimmuno.com/catalog/products/715-605-151>
- Donkey anti-rabbit Cy3 was used by 1804 references on supplier website: <https://www.jacksonimmuno.com/catalog/products/711-165-152>
- Donkey anti-rabbit Alexa Fluor 647 was used by 657 references on supplier website: <https://www.jacksonimmuno.com/catalog/products/711-605-152>
- Donkey anti-chicken Alexa Fluor 647 was used by 155 references on supplier website: <https://www.jacksonimmuno.com/catalog/products/703-605-155>
- anti-poly(GP) detection antibody was used by 16 references on supplier website: <https://www.ptglab.com/products/GP-repeat-Antibody-24494-1-AP.htm>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Palaeontology and Archaeology

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

### Experiments of concern

Does the work involve any of these experiments of concern:

## Plants

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

#### Files in database submission

Provide a list of all files available in the database submission.

#### Genome browser session (e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

### Methodology

#### Replicates

Describe the experimental replicates, specifying number, type and replicate agreement.

#### Sequencing depth

Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.

#### Antibodies

Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.

#### Peak calling parameters

Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.

#### Data quality

Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.

#### Software

Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Mouse tissue from the motor cortex or hippocampus was dissected and homogenized in 2 mL of Nuclei EZ Lysis Buffer (Sigma-Aldrich) using a KIMBLE Dounce Tissue Grinder (Sigma-Aldrich). After the addition of an additional 2 mL of Nuclei EZ Lysis Buffer, samples were incubated at RT for 5 min. Homogenized tissues were then centrifuged at 500g for 5 min. After removing the supernatant, nuclei were resuspended in 4 mL of Nuclei Suspension Buffer (PBS with 100 µg/mL of BSA) and centrifuged at 500g for an additional 5 min. The resulting pellet was then resuspended in 1 mL of Nuclei Suspension Buffer for FACS. Nuclei were strained through Round-Bottom Polystyrene Test Tubes with a 35 µm Cell Strainer Snap Cap (Falcon) and placed into the FACS instrument. Nuclei were collected in 350 µL of RNeasy Plus Kit Lysis Buffer (Qiagen) and at least 15,000 nuclei were collected for each sample. RNA was then purified from the selected samples.

HEK293T cells and SH-SY5Y cells were seeded onto a 96-well plate at a density of  $2 \times 10^4$  cells per well and transfected with 100 ng of pAAV-CAG-RfxCas13d-U6-crRNA, pAAV-CAG-RfxCas13d-N2V7-U6-crRNA, or pAAV-CAG-RfxCas13d-N2V8-U6-crRNA as described. At 72 hr after transfection, cells were trypsinized, washed twice with PBS and incubated with propidium iodide (10 µg/mL; Sigma Aldrich, P4170) for 15 min on ice with protection from light. Fluorescence intensity was then measured using a BD FACSymphony A1 with a High-Throughput Sampler (Roy J. Carver Biotechnology Center Flow Cytometry Facility, University of Illinois Urbana-Champaign). A total of 5,000 events were counted per well, and all data were analyzed using FlowJo v10 (FlowJo, LLC).

#### Instrument

BD FACSAria II and BigFoot Invitrogen Thermofisher Spectral Cell Sorters (Roy J. Carver Biotechnology Center Flow Cytometry Facility, University of Illinois Urbana-Champaign, Urbana, IL) were used for sorting mouse nuclei. HEK293T and SH-SY5Y cells were sorted using a BD FACSymphony A1 with a High-Throughput Sampler (Roy J. Carver Biotechnology Center Flow Cytometry Facility, University of Illinois Urbana-Champaign).

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

### Acquisition

### Preprocessing

### Statistical modeling & inference

Models & analysis

How the deposited data were processed for this re-analysis (not part of the article)

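The deposited table holds gene-level RNA-seq values of 27 libraries, each from the sorted EGFP-KASH+ nuclei of the motor cortex of 1 mouse. As deposited by the authors, the values are expected counts. The authors made them with Salmon 1.10.0 on spliced and unspliced mouse transcripts of NCBI Annotation Release 109, to which 3 human C9ORF72 transcripts and EGFP-KASH were added, and with tximport in R 4.3.1, which scaled them from TPM, average transcript length and library size. They are not normalized between libraries. Of 39338 genes and added sequences, a mark of the authors names 20991 as kept, all of which are among the 21768 tested here. Of all values, 36.8% are whole to the last digit given, none is negative, and no 2 libraries are identical (Spearman correlation 0.920 to 0.973).

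The totals are 21508829 to 36777972 counts per library. The medians are 27892811 in C9-BACexp mice with EGFP-KASH only (n = 3), 26799241 with NTG (n = 6) and 29312259 with crRNA-13 (n = 6), and in C57BL/6J mice 26515028 (n = 4), 29166668 (n = 5) and 31429436 (n = 3). Limits for a count of 0 are 3 counts of a library and cover counting error only. The labels name neither a sequencing batch nor the sex of the mice. Replicate numbers recur between groups but were not taken to pair the samples. Between libraries with the same number the correlation was above the mean of the other pairs in 6 of 20 cases, at most 0.177, for replicate 1 of the C9-BACexp mice with crRNA-13 and NTG. The effector of the NTG mice differs between labels (RfxCas13d) and the paper (RfxCas13d-N2V8), and the labels' protocol fields describe transfected cells, so the paper's methods were followed. The paper gives 3 to 7 mice per group, where the largest group of the table has 6.

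Counts were rounded, scaled by TMM and filtered with filterByExpr (smallest count 10, smallest total 15) in edgeR 4.0.16 under R 4.3.3. Genes were tested with the robust quasi-likelihood F test of edgeR in 1 model of 6 groups and 4 factors of unwanted variation. These factors were computed from the residuals of a first fit after the RUVr method. The paper's limma-trend analysis took its 4 factors from RUVSeq. The paper does not name which RUVSeq method it used, so taking the factors from residuals is an assumption. The p-values of the 3 genotype comparisons, within NTG, crRNA-13 and EGFP-KASH only, and of crRNA-13 against NTG and against EGFP-KASH only in C9-BACexp mice were adjusted together by the Benjamini-Hochberg method, at a fold change over 1.2 and an adjusted p under 0.05. Those of crRNA-13 against NTG in C57BL/6J mice were adjusted alone, at a fold change over 1.25 and an adjusted p under 0.01, the limits the paper gives for it, although the paper adjusted p over its pairwise comparisons together. The p-values of NTG against EGFP-KASH only in each genotype, of crRNA-13 against EGFP-KASH only in C57BL/6J mice and of the difference between the genotype differences with crRNA-13 and with NTG were adjusted within each comparison. Standard errors are the log2 fold change divided by the square root of F.

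A list of genes was tested with camera (preset correlation 0.01), with an estimated correlation and with fry, adjusted over all lists and 6 comparisons. The lists hold interferon-stimulated genes, MHC class I antigen presentation, complement and acute-phase genes, markers of oligodendrocytes, oligodendrocyte precursors, astrocytes, microglia, infiltrating immune cells, endothelial cells, mural cells and fibroblasts, excitatory, upper-layer, deep-layer, inhibitory and striatal projection neurons, and immediate early, autophagy, RNA splicing, axon guidance, extracellular matrix, synaptic and ion channel, ALS/FTD, p53 and DNA damage, unfolded protein and integrated stress response, heat shock, cytosolic ribosomal protein, mitochondrially encoded, nuclear-encoded respiratory chain, sex-linked and nuclear long non-coding RNA genes. A list with fewer than 5 tested genes was not tested, which left out the mitochondrially encoded genes. Markers were chosen by what they encode, not by whether motor cortex also expresses them. In the reversion of genes called with NTG, a gene had lost 50% or 75% of its difference when its fold minus 1 had fallen by that share. The human transcripts and scores of lists, the mean log2 CPM of their members after adding 0.5, were compared by exact permutation tests, two-sided, within a genotype or treatment, and by permutation tests stratified by group.

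Genes are named by a rule: the 10 largest rises and falls of each comparison among called genes with a mean of at least 1 CPM and a symbol other than one given to predicted genes, up to 4 called members of each list with the smallest p (2 members, for their values only, where none was called), the human transcripts, EGFP-KASH and mouse C9orf72, and up to 6 genes of Supplementary Data 18 with the largest fold together with those it shares with Supplementary Data 15, whose values in the paper's tables had been seen. From these the text names those that a claim or a list concerns. Positions are those of GRCm39 for the 328 of 342 such names that matched 1 annotated gene.

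The alternatives were no factors or 1, 2 or 3, factors from differences within groups (RUVs), limma-trend (limma 3.58.1) and DESeq2 1.42.0 with and without the factors, RLE scaling, no filter and a stricter filter (1 CPM in 3 libraries), the replicate number as a block, the oligodendrocyte score or Xist in place of the factors, only the groups compared, other limits, Benjamini-Hochberg adjustment within each comparison, and leaving out each library in turn. Each count was also set beside those of other splits of the same libraries into groups of the same sizes, up to 100 without the factors and up to 70 with them, a number raised from 30 after the first counts had been seen. The method was tested on simulated data for the NTG comparison. With the factors, 7 of 67 genes changed by 1.5-fold, 26 of 67 changed by 2-fold and 53 of 66 changed by 4-fold were called, and 1 unchanged gene. Without them 28 of 67 changed by 2-fold and 54 of 66 changed by 4-fold were called. In the real libraries the factors instead raised the number of called genes from 6 to 1435. The simulation therefore does not show how many unchanged genes the tests with the factors call in the real libraries. Supplementary Data 14, 16 and 17 were at hand only in part, so their values were not used. Supplementary Data 14 served only to read the group labels. The paper's gene ontology analyses were left out, since no ontology annotation or background list was at hand.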

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

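The tests of the part that C57BL/6J mice have in the drop with crRNA-13, of genotype for the oligodendrocyte markers and the other cell-type scores, and of a single mouse, microglia and both genotypes for the interferon-stimulated genes were chosen only after these results had been seen.

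Genes called with NTG differed less between the genotypes with crRNA-13 (mean log2 difference 0.83 with NTG and 0.22 with crRNA-13). When 836 genes were chosen on only some of the NTG mice, the median over 100 draws was 1.39 in those mice. It was 0.54 (0.22 to 0.80) in the NTG mice not used to choose them, 0.32 with crRNA-13 and 0.42 with EGFP-KASH only. The NTG mice not used were above crRNA-13 in 89 of 100 draws. The mice with EGFP-KASH only, which had no part in the choice, were above it in 97. Selection of the genes on the NTG libraries may thus make part of the drop and could not be excluded as all of it. Its share in the reported drop cannot be taken from these draws, which chose on fewer mice. With 1432 genes chosen this way the median was 1.23 in the mice that chose them, against 0.83 with all mice. In the NTG mice not used to choose the 836 genes, a median of 62.3% of them had lost at least 50% of their difference. This share was 83.3% with crRNA-13 and 70.7% with EGFP-KASH only. Between the C57BL/6J groups these genes moved along their genotype direction in 84 of 100 draws, with a median shift of 0.11 (-0.09 to 0.35), so a difference between these groups cannot be told apart from none. An effect of crRNA-13 in C9-BACexp mice cannot be told apart from no effect, since the genes moved against their genotype direction between the C9-BACexp groups in 87 of 100 draws, with a median shift of -0.09 (-0.21 to 0.10), and the draws share mice.

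Oligodendrocyte markers were higher in C9-BACexp than in C57BL/6J mice, by 1.03 with NTG, 0.96 with EGFP-KASH only and 0.41 with crRNA-13 in their log2 score (exact p = 0.0584, 0.171 and 0.583, adjusted p = 0.141, 0.288 and 0.627, and permutation p = 0.0171 stratified by treatment, adjusted p = 0.0236), which is consistent with a difference by genotype. The 30 markers, led by Mbp at 659.5 ± 174 CPM (SD, n = 6) and 339.7 ± 192 CPM (SD, n = 5) with NTG, varied together over the 27 libraries (median correlation 0.887). For C9-BACexp mice given RfxCas13d the paper reports EGFP-KASH mostly in NeuN+ cells, and its text describes no stain for oligodendrocytes. A varying share of oligodendrocyte nuclei in the sorted fraction would make the markers vary together. The sort would remove such nuclei only if the vector had not reached them. A dissection that reaches the striatum or its white matter cannot be told apart from a difference by genotype or a varying share of nuclei. Within groups the score followed that of striatal markers with a Pearson correlation of 0.376 (permutation p = 0.0546, adjusted p = 0.137, 0.410 without the 2 farthest libraries) and a Spearman correlation of 0.542 (permutation p = 0.00428, adjusted p = 0.0107). With the microglia score its Pearson correlation was 0.650 (permutation p = 2e-04, adjusted p = 0.001). With the astrocyte, upper-layer and deep-layer scores it was 0.140, -0.324 and 0.039 (permutation p = 0.486, 0.099 and 0.845). Which of these explanations the microglia correlation favors was not tested. In the same order of treatments the striatal score was higher in C9-BACexp mice by 1.42, 0.53 and 1.20 and the deep-layer score by 0.43, 0.19 and 0.24, and the astrocyte score was lower by 0.57, 0.34 and 0.48 and the upper-layer score by 0.66, 0.49 and 0.11 (adjusted p = 0.0184, 0.00187, 7.7e-04 and 0.0016 in permutation tests stratified by treatment), while in edgeR with the factors the striatal markers had a mean log2 fold change of -0.49 and a median of 0.30 with EGFP-KASH only. The 3 explanations do not exclude each other, and a change of oligodendrocytes themselves with genotype stays open, as untested.

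Interferon-stimulated genes were higher with crRNA-13 than with NTG, by 2.40 in the log2 score of C57BL/6J mice (exact p = 0.0357, n = 3 and 5) and 0.94 in that of C9-BACexp mice (exact p = 0.0325, n = 6 and 6; both 0.104 when adjusted). The permutation p stratified by genotype, 0.00494 (adjusted p = 0.0109), is consistent with a response to crRNA-13 in both genotypes, and whether the scores of the genotypes differ in it was not tested. A strong response in a single mouse cannot be told apart from one in all 3 C57BL/6J mice, since the difference was 2.42 without replicate 1, 3.23 without replicate 2 and 1.56 without replicate 5, a largest fall of 35.2% that leaves a value under 2 standard errors (standard error 0.89). In C57BL/6J mice, microglia or other immune cells in the sorted fraction cannot be told apart from a response of the transduced cells, since the mean change of 25 microglia markers was 26.6% of that of the interferon-stimulated genes, with Csf1r at 5.74 ± 1.19 CPM (SD, n = 3) against 3.17 ± 1.26 CPM (SD, n = 5), and the sort would remove such cells only if untransduced, but in C9-BACexp mice the microglia score was no higher with crRNA-13 (-0.05, exact p = 0.818, adjusted p = 0.818), and the paper reports limited delivery to Iba1+ microglia there. A difference in effector or vector preparation between the crRNA-13 and NTG mice was not tested and stays open.

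In 130 groups of 4 to 10 samples tested for a sample far from the others, 7 had one, where chance gives about 1 in 20 groups. In mean log2 CPM, C9-BACexp NTG replicate 1 stood apart at 1.36 for MHC class I genes (next 0.83), at 5.32 for autophagy genes (next 5.22) and at 5.48 for ALS/FTD genes (next 5.32). C9-BACexp NTG replicate 3 did so at 6.27 for axon guidance genes (next 6.35), and C9-BACexp crRNA-13 replicate 1 at 5.65 for excitatory neuron markers (next 5.89). Among C57BL/6J mice with EGFP-KASH only, replicate 5 stood apart at 3.44 for striatal markers (next 1.73) and replicate 2 at 3.28 for extracellular matrix genes (next 3.10).

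The predicted gene Gm14296 was the 1 gene whose genotype difference with crRNA-13 differed from that with NTG in edgeR (adjusted p = 0.0198, and 1.00 without the factors). Its levels were 17.9 ± 27.8 CPM (SD, n = 6) in C9-BACexp and 0 CPM (n = 5) in C57BL/6J mice with NTG, and 0 CPM (n = 6) and 28.6 ± 49.5 CPM (SD, n = 3) with crRNA-13. The C57BL/6J crRNA-13 replicate 5 had 16 counts (0.436 CPM) of human C9ORF72 transcripts, where no C57BL/6J mouse carries the human gene. In mice given EGFP-KASH only, a genotype comparison the paper's text does not report, 620 mouse genes were called, 344 higher and 276 lower in C9-BACexp mice.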

How the results depend on the processing

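The settings that leave out the libraries of C9-BACexp NTG replicates 6 and 1, adjust p over the genes the authors kept or adjust it over 6 comparisons together, were chosen after the data had been seen, and the other settings before. The edgeR counts of called genes are listed in 1 order: C9-BACexp against C57BL/6J mice with NTG (1435), with crRNA-13 (235) and with EGFP-KASH only (623), crRNA-13 against NTG (105) and against EGFP-KASH only (198) in C9-BACexp mice, crRNA-13 against NTG in C57BL/6J mice (0), NTG against EGFP-KASH only in C9-BACexp (7) and in C57BL/6J mice (0), crRNA-13 against EGFP-KASH only in C57BL/6J mice (88), and the genotype difference with crRNA-13 against that with NTG (1). No factors gave 6, 4, 4, 0, 3, 0, 2, 0, 0 and 0, with 3066, 1125, 1729, 1150, 1159, 1047, 991, 828, 1039 and 924 genes at an unadjusted p under 0.05. A single factor gave 321, 23, 54, 6, 9, 0, 2, 0, 0 and 0. With 2 factors they were 683, 35, 157, 27, 12, 0, 1, 0, 3 and 0. With 3 factors they were 1189, 142, 452, 73, 135, 0, 2, 0, 3 and 0. Factors from differences within groups (RUVs) gave 219, 12, 64, 8, 7, 0, 2, 0, 21 and 1. Limma-trend gave 1467, 202, 617, 94, 181, 0, 16, 0, 95 and 0. Limma-trend without factors gave 4, 4, 2, 0, 0, 0, 0, 0, 0 and 0. DESeq2 with the factors gave 2908, 412, 1404, 165, 305, 177, 206, 44, 404 and 230. DESeq2 without them gave 563, 35, 43, 27, 19, 2, 27, 21, 90 and 21. A replicate block with the factors gave 1020, 194, 332, 72, 131, 0, 3, 0, 115 and 0. A replicate block without them gave 3, 2, 2, 0, 0, 0, 0, 0, 0 and 0. The oligodendrocyte score in place of the factors gave 666, 31, 205, 10, 22, 0, 2, 0, 0 and 0. The level of Xist in place of the factors gave 5, 3, 5, 1, 2, 0, 2, 0, 0 and 0. Fits of only the groups compared, without factors, gave 157, 3, 1, 0, 1, 0, 1, 0, 0 and 0. Without a filter on low counts they were 1226, 168, 465, 81, 136, 0, 7, 0, 75 and 2. A stricter filter gave 1567, 276, 702, 121, 209, 0, 3, 0, 115 and 1. RLE scaling gave 1460, 245, 628, 105, 204, 0, 7, 0, 98 and 1. Dropping the fold-change limit gave 1563, 256, 641, 132, 202, 0, 7, 0, 88 and 1. At a fold change over 1.25 and an adjusted p under 0.01, the limits already used for crRNA-13 against NTG in C57BL/6J mice, the other comparisons gave 618, 35, 167, 9, 25, 0, 0, 8 and 0. At a fold change over 1.2 and an adjusted p under 0.05, crRNA-13 against NTG in C57BL/6J mice gave 78. Adjusting p within each comparison, in place of over 5 together, gave 2225, 34, 720, 1 and 8 for these 5. Adjusting p over the genes the authors kept gave 1460, 241, 635, 106, 205, 0, 7, 0, 90 and 1. Adjusting p over the first 6 comparisons together, with crRNA-13 against NTG in C57BL/6J mice among them, gave 1378, 212, 576, 95, 179 and 40 for these 6, and at a fold change over 1.2 and an adjusted p under 0.05 the last gave 246. Without the libraries of C9-BACexp NTG replicates 6 and 1, the 4 comparisons that use them gave 1347 (genotype with NTG), 120 (crRNA-13 against NTG), 9 (NTG against EGFP-KASH only) and 2 (difference between genotype differences).

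Leaving out each library of the groups compared in turn gave 1008 to 2122, 98 to 429, 307 to 1179, 69 to 205, 57 to 319, 0 to 72, 0 to 97, 0 to 14, 24 to 452 and 1 to 80 genes in the same order. The genotype count with NTG stayed within 1.5 times of its value in all 11 such fits. That with crRNA-13 was 429 without C57BL/6J crRNA-13 replicate 1 and 98 without replicate 5, and that with EGFP-KASH only 1179 without C57BL/6J EGFP-KASH only replicate 2 and 307 without replicate 4. In C9-BACexp mice, crRNA-13 against NTG gave 69 without NTG replicate 5 and 205 without crRNA-13 replicate 1, and crRNA-13 against EGFP-KASH only gave 57 without EGFP-KASH only replicate 2 and 319 without crRNA-13 replicate 1. In these last 2 libraries 21857 and 22177 genes had a count, against 25444 and 25631 in the others with EGFP-KASH only and 24351 to 25698 in the others with crRNA-13. In C57BL/6J mice, crRNA-13 against NTG gave 72 without crRNA-13 replicate 2, 4 without NTG replicate 3 and 3 without NTG replicate 2 or crRNA-13 replicate 5. NTG against EGFP-KASH only moved to 97 without EGFP-KASH only replicate 3, 36 without EGFP-KASH only replicate 5, 4 without NTG replicate 3, 3 without NTG replicate 2, 1 without EGFP-KASH only replicate 2 and 0 without NTG replicate 4 or 5 in C9-BACexp mice. In C57BL/6J mice it moved to 14 without EGFP-KASH only replicate 2, 11 without NTG replicate 5 and 3 without EGFP-KASH only replicate 5. For crRNA-13 against EGFP-KASH only in C57BL/6J mice the count moved to 452 without EGFP-KASH only replicate 2, 158 without crRNA-13 replicate 2 and 24 without EGFP-KASH only replicate 4. The difference between the genotype differences moved to 80 without C9-BACexp crRNA-13 replicate 1, 34 without C57BL/6J NTG replicate 3, 32 without C57BL/6J NTG replicate 5, 17 without C57BL/6J crRNA-13 replicate 5, 16 without C57BL/6J crRNA-13 replicate 2, 15 without C57BL/6J NTG replicate 4 and 2 without C9-BACexp NTG replicate 3 or 6 or C9-BACexp crRNA-13 replicate 2 or 3 or 4.

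The log2 fold change of crRNA-13 against NTG in C9-BACexp mice kept its sign for the human transcripts in all settings run and in each fit without 1 mouse. Its range over these fits was -0.72 to -0.39 for V3, -0.43 to -0.26 for V1 and 0.15 to 0.32 for V2, and with a replicate block and the factors V2 reached 0.69 (adjusted p = 0.0248). EGFP-KASH itself, with -0.03, reversed to 0.11 without factors and 0.071 with a replicate block, and ranged from -0.30 without C9-BACexp crRNA-13 replicate 2 to 0.12 without replicate 1, with a positive sign also without C9-BACexp NTG replicate 5 or 6 or crRNA-13 replicate 3 or 7. In C9-BACexp mice with crRNA-13 against EGFP-KASH only, V2 reversed from 2.79 to -0.17 when EGFP-KASH only replicate 2, which had 0 counts of V2, was left out. The share of genes called with NTG that had lost at least 50% and at least 75% of their difference with crRNA-13 was 72.0% and 39.7%. It was 75.7% and 42.6% in the genes of Supplementary Data 15, 64.9% and 33.7% with fold changes from the fit without factors, 75.2% and 46.5% with RUVs factors and 65.2% and 31.1% on the log2 scale. For the 3 mouse genes called without factors, the shares were 100% and 100%. Without 1 mouse it ranged from 48.6% to 86.3% and from 25.3% to 64.2%, lowest without C57BL/6J crRNA-13 replicate 1 and highest without replicate 5, and 11 and 9 of 20 such fits moved it outside its 95% binomial confidence interval.

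The Pearson correlation across genes between the genotype differences was 0.0826 for NTG and crRNA-13, 0.0667 for NTG and EGFP-KASH only and 0.130 for crRNA-13 and EGFP-KASH only. It was 0.176, 0.175 and 0.118 without factors, 0.113, 0.114 and 0.0607 with DESeq2 and -0.0338, -0.0954 and 0.651 among genes with a mean of at least 5 CPM, where the first 2 pairs reversed. That reversal rests on 10 of these genes with an absolute log2 fold change over 5, without which the values were 0.463, 0.525 and 0.194. Without 1 mouse the correlation over all tested genes ranged from 0.0498 to 0.111, 0.00196 to 0.198 and 0.00572 to 0.197. Camera called 11, 10, 9, 8, 9 and 10 of the gene lists in the first 6 comparisons, 9, 10, 8, 6, 5 and 9 without factors, and 0 in each of the 6 with an estimated correlation. Fry, which asks only whether the members of a list move 1 way, called 9, 4, 7, 2, 0 and 5. Without 1 library camera called 7 to 12, 9 to 11, 7 to 12, 6 to 12, 6 to 8 and 8 to 11, and 7 of those with NTG without C9-BACexp NTG replicate 2. Of 57 calls of lists, 46 held and 11 were lost without factors, 45 held and 12 were lost with a replicate block, and 29 held in every fit without 1 library. The direction reversed without C9-BACexp crRNA-13 replicate 1 for the heat shock genes between crRNA-13 and NTG (adjusted p = 0.880) and for the ribosomal protein genes between crRNA-13 and EGFP-KASH only (0.931), without crRNA-13 replicate 6 for the oligodendrocyte markers in the latter (0.968), and without C57BL/6J NTG replicate 5 for the ribosomal protein genes between crRNA-13 and NTG in C57BL/6J mice (0.272).

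Of the named genes called in the first 5 comparisons (99, 38, 70, 25 and 26), 99, 38, 70, 25 and 26 stayed called in DESeq2 with the factors, 89, 35, 65, 21 and 23 in limma-trend with them, 99, 37, 67, 25 and 26 with RLE scaling, 87, 18, 54, 17 and 19 with 3 factors and 3, 2, 3, 0 and 0 with none. Without the factors DESeq2 kept 53, 6, 8, 2 and 0 of them and limma-trend 3, 3, 2, 0 and 0. In edgeR, RUVs factors kept 40, 4, 10, 1 and 0, and a single factor 36, 5, 11, 1 and 0. In every fit without 1 library, 60, 5, 18, 4 and 0 stayed called. With the oligodendrocyte score in place of the factors, 5 of them reversed and were no longer called: with NTG Pde4b (-0.12), Rassf2 (-0.072) and Tmcc3 (-0.050), and with EGFP-KASH only Adamts4 (-0.060) and Wipf1 (-0.027). Among all genes called with the factors in these comparisons, 1434, 235, 622, 105 and 198 of 1435, 235, 623, 105 and 198 kept their direction without them, and the median ratio of the standard error without the factors to that with them was 1.81, 1.61, 1.83, 1.40 and 1.37, so the calls ended because the spread grew. For the other changes the cause was not tested. On simulated counts of the NTG comparison, 38.8% of genes changed by 2-fold and 80.3% of those changed by 4-fold were called with the factors, and 41.8% and 81.8% without them. The factors made little difference there, unlike in the real libraries, so these shares do not carry over to them. Whether depth or low expression limits the calls was not tested.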

Differences from the paper's values

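For C9-BACexp against C57BL/6J mice with NTG, at the paper's limits, the paper counts 836 genes (488 up-regulated and 348 down-regulated) and 1432 mouse genes (869 and 563) were called here. Of the alternatives set before the data were examined, those with a total within 1.5 times of the paper's were 2 factors (680), 3 factors (1186), DESeq2 without factors (560), no filter (1223), a replicate block with the factors (1017), the oligodendrocyte score in place of the factors (663), stricter limits than the paper's (a fold change over 1.25 and an adjusted p under 0.01, 615), and leaving out C9-BACexp NTG replicate 2 (1084), 4 (1208), 5 (1181) or 6 (1219) or C57BL/6J NTG replicate 1 (1140), 2 (1005) or 5 (1082). The others were not: no factors (3), 1 factor (318), RUVs factors (216), limma-trend with (1464) and without factors (1), DESeq2 with the factors (2905), RLE scaling (1457), the stricter filter (1564), a replicate block without factors (1), Xist in place of the factors (2), only the groups compared (154), adjustment within each comparison (2222), no fold-change limit (1560), and leaving out C9-BACexp NTG replicate 1 (1494) or 3 (1368) or C57BL/6J NTG replicate 3 (2119) or 4 (1367).

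For the up-regulated genes, those within 1.5 times of the paper's 488 were 2 factors (400), 3 factors (728), a replicate block with the factors (667), the stricter limits (406), and leaving out C9-BACexp NTG replicate 2 (698) or 5 (730) or C57BL/6J NTG replicate 1 (698), 2 (606) or 5 (641). For the down-regulated genes, those within 1.5 times of the paper's 348 were 2 factors (280), 3 factors (458), DESeq2 without factors (276), no filter (444), a replicate block with the factors (350), the oligodendrocyte score (377), and leaving out C9-BACexp NTG replicate 2 (386), 3 (510), 4 (430), 5 (451) or 6 (445) or C57BL/6J NTG replicate 1 (442), 2 (399) or 5 (441). The other alternatives were not, among them no filter (779), DESeq2 without factors (284) and the oligodendrocyte score (286) for the up-regulated and the stricter limits (209) for the down-regulated genes.

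For crRNA-13 against NTG in C57BL/6J mice, at the paper's stated limits (a fold change over 1.25 and an adjusted p under 0.01), the paper counts 84 genes (64 up-regulated and 20 down-regulated), where edgeR called 0 here with p adjusted within this comparison alone, with 2409 genes at an unadjusted p under 0.05, limma-trend 0, and DESeq2 177 with the factors (139 and 38) and 2 without. In the paper's Supplementary Data 18 the adjusted p reaches 0.0486 and the smallest fold is 1.24, so only 2 of its 84 genes are within those limits. The paper adjusted p over its comparisons together, and when this was done over 6 comparisons, after the data had been seen, edgeR called 40 genes (37 and 3) at the stated limits and 246 (198 and 48) at the wider ones. The alternatives set before the data were examined that came within 1.5 times of the paper's counts were wider limits (a fold change over 1.2 and an adjusted p under 0.05), with 78 genes and 68 up-regulated but 10 down-regulated, and leaving out C57BL/6J crRNA-13 replicate 2, with 72 and 71 but 1 down-regulated. The others did not, with 0 to 4 genes, or 177 in DESeq2 with the factors.

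Of the paper's 836 genes, the paper's text counts 73 that remain called with crRNA-13, where 69 were here, but by the values of its Supplementary Data 15 only 23 pass the stated limits with crRNA-13 (7 up-regulated and 16 down-regulated). Of the alternatives set before the data were examined, only leaving out C9-BACexp crRNA-13 replicate 2 gave a count within 1.5 times of those 23 (30), and the others gave 0 to 123.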

Other observations

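The tests of agreement without genes of an extreme fold change, of the controls split between comparisons, of genes chosen with EGFP-KASH only, of mouse genes alone and of wider limits in other splits and of microglia against oligodendrocyte scores were chosen after the data had been seen, and the others of this part before. In mice given EGFP-KASH only, with no effector and no crRNA, C9-BACexp mice (n = 3) had more RNA of oligodendrocyte markers and less of ribosomal protein, respiratory chain, endothelial and upper-layer genes than C57BL/6J mice (n = 4). Of 30 oligodendrocyte markers 14 rose and none fell (28 when adjusted over the list alone, median 0.96, adjusted p = 7.0e-32 in camera and 0.0572 with an estimated correlation), with 5 without C9-BACexp EGFP-KASH only replicate 3 and 6, 9 and 23 without C57BL/6J EGFP-KASH only replicate 2, 3 and 5. Mbp was at 703 ± 116 CPM (SD, n = 3) against 365 ± 143 CPM (SD, n = 4; log2 fold change 1.01, standard error 0.17, adjusted p = 0.0018), and Mag at 103 ± 19.9 CPM against 48.8 ± 27.1 CPM (log2 fold change 1.23, adjusted p = 0.00492). Of 75 ribosomal protein genes 4 fell (24 when adjusted over the list alone, median -0.31, adjusted p = 4.6e-10 in camera and 0.185 with an estimated correlation), with 18 without C57BL/6J EGFP-KASH only replicate 2, 2 without replicate 4, 1 without replicate 5 and 2 without C9-BACexp EGFP-KASH only replicate 2 or 3. Rpl32 fell (log2 fold change -0.88, standard error 0.20, adjusted p = 0.0166), a call that ended without C9-BACexp EGFP-KASH only replicate 2 or 5 (adjusted p = 0.0522 and 0.0579). Of 34 respiratory chain genes 2 fell (11 when adjusted over the list alone, median -0.26, adjusted p = 8.0e-06 in camera and 0.0572 with an estimated correlation), with 10 without C57BL/6J EGFP-KASH only replicate 2, 1 without replicate 4 or 5 and 5 without C9-BACexp EGFP-KASH only replicate 5, and the list was no longer called without C57BL/6J EGFP-KASH only replicate 5 (adjusted p = 0.0932). Of 16 endothelial markers 2 fell (8 when adjusted over the list alone, median -0.91, adjusted p = 5.3e-06 in camera and 0.245 with an estimated correlation), with 1 without C9-BACexp EGFP-KASH only replicate 2 or C57BL/6J EGFP-KASH only replicate 4. Pecam1 was at 0.719 ± 0.422 CPM against 3.21 ± 1.03 CPM (log2 fold change -2.30, standard error 0.48, adjusted p = 0.0113). Of 14 upper-layer markers 1 fell (3 when adjusted over the list alone, median -0.49, adjusted p = 1.1e-04 in camera and 0.2 with an estimated correlation), with 2 without C9-BACexp EGFP-KASH only replicate 2 and 0 without replicate 3 or 5 or C57BL/6J EGFP-KASH only replicate 4 or 5. Mural and fibroblast markers had a mean log2 fold change of -1.48. Of these 11 markers 5 were lower and none higher at an unadjusted p under 0.05, with none called in limma-trend or DESeq2. The calls of Mbp, Mag and Pecam1 held in each of the 7 fits without 1 mouse, and in edgeR without the factors 4 genes of this comparison were called in all. Of 35 splits of these libraries into groups of the same sizes, the real one included, 12 called as many genes. A mean change as large was found in 6 for oligodendrocyte, 6 for ribosomal protein and 12 for respiratory chain genes. It was found in 2 each for endothelial and upper-layer markers. Chance could thus not be excluded for these list differences.

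With crRNA-13 against EGFP-KASH only in C9-BACexp mice (n = 6 and 3), 7 of 50 interferon-stimulated genes rose and none fell (23 when adjusted over the list alone, median 1.79, adjusted p = 2.0e-19 in camera and 0.2 with an estimated correlation), with 0 without C9-BACexp EGFP-KASH only replicate 2, 4 without replicate 3 and 3 without C9-BACexp crRNA-13 replicate 2. Of 21 MHC class I genes 1 rose (9 when adjusted over the list alone, median 1.11, adjusted p = 1.8e-07 in camera and 0.291 with an estimated correlation), with 0 without EGFP-KASH only replicate 2 or 3 or crRNA-13 replicate 2 and 2 without EGFP-KASH only replicate 5 or crRNA-13 replicate 6 or 7. The interferon-induced Ifi35 was at 2.06 ± 0.874 CPM (SD, n = 6) against 0.666 ± 0.666 CPM (SD, n = 3; log2 fold change 4.06, standard error 0.82, adjusted p = 0.00873), a call that ended without C9-BACexp EGFP-KASH only replicate 2 (log2 fold change 1.16, adjusted p = 0.462).

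In the genotype comparison with NTG, edgeR and limma-trend called 0 of 25 microglia markers (none when adjusted over the list alone, 1 higher at an unadjusted p under 0.05, 1 called in DESeq2 with the factors and 0 without, median 0.06, adjusted p = 0.795 in camera and 0.928 with an estimated correlation), 16 endothelial markers (7 lower when adjusted over the list alone, 8 lower at an unadjusted p under 0.05, 7 called in DESeq2 with the factors and 1 without, median -0.65, adjusted p = 0.00133 in camera and 0.466 with an estimated correlation), 30 unfolded protein and integrated stress response genes (none when adjusted over the list alone, 11 lower at an unadjusted p under 0.05, 5 called in DESeq2 with the factors and 0 without, median -0.14, adjusted p = 0.0198 in camera and 0.466 with an estimated correlation) and 10 sex-linked genes (none when adjusted over the list alone, none at an unadjusted p under 0.05, 0 called in DESeq2 with the factors and 0 without, median -0.45, adjusted p = 0.645 in camera and 0.826 with an estimated correlation). The camera call of the unfolded protein list ended without C9-BACexp NTG replicate 2 (adjusted p = 0.0897) or C57BL/6J NTG replicate 5 (0.105). For the lists with called members these were, of 15 excitatory neuron markers, 3 lower (5 lower when adjusted over the list alone, median -0.04, adjusted p = 0.0422 in camera and 0.367 with an estimated correlation, 5 lower without C57BL/6J NTG replicate 1), of 21 inhibitory neuron markers, 1 lower (1 lower when adjusted over the list alone, median 0.01, adjusted p = 0.934 in camera and 0.977 with an estimated correlation), of 13 oligodendrocyte precursor markers, 1 higher (3 higher and 1 lower when adjusted over the list alone, median 0.47, adjusted p = 0.242 in camera and 0.466 with an estimated correlation, 2 without C9-BACexp NTG replicate 3 or 5 and 0 without C57BL/6J NTG replicate 1), of 11 mural and fibroblast markers, 1 lower (2 lower when adjusted over the list alone, median -0.25, adjusted p = 0.546 in camera and 0.835 with an estimated correlation, 2 without C57BL/6J NTG replicate 4, 1 without replicate 3 and 0 without each of the other 9 mice), of 56 synaptic and ion channel genes, 4 higher and 7 lower (6 higher and 9 lower when adjusted over the list alone, median -0.04, adjusted p = 0.214 in camera and 0.686 with an estimated correlation, 7 in all without C57BL/6J NTG replicate 2 and 5 without replicate 5), of 20 p53 and DNA damage response genes, 1 lower (1 lower when adjusted over the list alone, median -0.04, adjusted p = 0.413 in camera and 0.631 with an estimated correlation, 0 without C57BL/6J NTG replicate 2 or 5 and 2 without replicate 3) and of 19 heat shock genes, 1 lower (2 lower when adjusted over the list alone, median -0.16, adjusted p = 0.105 in camera and 0.592 with an estimated correlation, 0 without C9-BACexp NTG replicate 2 or 5 or C57BL/6J NTG replicate 1 and 2 without C9-BACexp NTG replicate 1 or C57BL/6J NTG replicate 3 or 5). The camera call of the excitatory list ended without C9-BACexp NTG replicate 1, 2 or 6 or C57BL/6J NTG replicate 2 or 3 (adjusted p = 0.0534 to 0.234). Of 34 respiratory chain genes 9 were lower and none higher at an unadjusted p under 0.05. With the factors limma-trend called 1 and DESeq2 3. Their camera call ended without C9-BACexp NTG replicate 2 (adjusted p = 0.0545) or C57BL/6J NTG replicate 5 (0.811). It was also lost with an estimated correlation. Of 5 tested infiltrating immune cell markers, limma-trend and DESeq2 with the factors each called 1.

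The C57BL/6J NTG libraries serve both the genotype comparison with NTG and that of crRNA-13 against NTG in C57BL/6J mice. Over 21764 mouse genes the fold changes of these comparisons had a Pearson correlation of 0.447, a Spearman correlation of 0.448, a covariance of 0.333 and the same sign for 68.7% of genes. On 12 simulated sets with unchanged groups the median correlation was 0.267 (highest 0.412), the median covariance 0.0943 (highest 0.184) and the median share of genes with the same sign 52.0%. With the controls split between the comparisons (20 splits), the median correlation was 0.0288 (-0.00439 to 0.107) and the median covariance 0.0305. At a fold change over 1.2 and an adjusted p under 0.05, 21 genes were called in both in the same direction, where 2.97 would be if the calls were independent, and 0 in opposite directions.

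Between the genotype differences, the Pearson and Spearman correlations over 21764 mouse genes were 0.0826 and 0.243 for NTG and crRNA-13 (same sign in 61.6%), 0.0667 and 0.272 for NTG and EGFP-KASH only (63.4%) and 0.130 and 0.115 for crRNA-13 and EGFP-KASH only (55.8%). Among 11436 genes with a mean of at least 5 CPM they were -0.0338 and 0.467 (66.9%), -0.0954 and 0.520 (69.4%) and 0.651 and 0.211 (58.3%), and without 10 of these genes with an absolute log2 fold change over 5 the Pearson correlations were 0.463, 0.525 and 0.194. For the 1432 genes with the smallest p at a fold change over 1.2, the mean log2 difference was 1.40 with crRNA-13 when chosen there, 0.32 with NTG and 0.14 with EGFP-KASH only, and when chosen with EGFP-KASH only 1.23 there, 0.42 with NTG and 0.09 with crRNA-13. Over the 27 libraries, within groups, the microglia and oligodendrocyte scores had a Pearson correlation of 0.650 (permutation p = 2e-04, adjusted p = 0.001, and 0.720 without the 2 farthest libraries) and a Spearman correlation of 0.720 (permutation p = 6.0e-05, adjusted p = 3e-04).

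Other splits of the same libraries into groups of the same sizes were counted, the real split included. With the factors, the number of splits with as many called genes as the real one was, with the real count and the highest of the other splits in brackets, 2 of 70 for the genotypes with NTG (1435, 2234), 43 of 70 for the genotypes with crRNA-13 (235, 1465), 12 of 35 for the genotypes with EGFP-KASH only (623, 2764), 36 of 70 for crRNA-13 against NTG in C9-BACexp mice (105, 1112), 48 of 70 for crRNA-13 against EGFP-KASH only in C9-BACexp mice (198, 2126), 56 of 56 for crRNA-13 against NTG in C57BL/6J mice (0, 1253), 29 of 70 for NTG against EGFP-KASH only in C9-BACexp mice (7, 311), 70 of 70 for NTG against EGFP-KASH only in C57BL/6J mice (0, 5009), 18 of 35 for crRNA-13 against EGFP-KASH only in C57BL/6J mice (88, 4352) and 48 of 70 for the difference between the genotype differences (1, 3443). For the genotypes with NTG a count this high was rare, which argues against chance but does not exclude it. The 70 splits are a sample of 462, and the 10 comparisons were not adjusted for. For the others with a real count above 0 chance could not be excluded, and a real count of 0, which every split reaches, decides nothing. At a fold change over 1.2 and an adjusted p under 0.05 the number of splits was 33 of 56 for crRNA-13 against NTG in C57BL/6J mice (78, 2648), so chance could not be excluded there. With NTG 1 other split of the genotypes called more genes than the real one, and in the other 9 comparisons at least 1 other split called many more genes than the real one. The medians of the other splits were 3 to 322 genes with the factors and 0 to 2 without them, so the tests with the factors may understate the spread between mice, which would make their adjusted p too small and their counts too high. A structure of the samples that the groups do not follow is another reading, and neither was tested. Without the factors it was 1 of 100 for the genotypes with NTG (6, 2), 4 of 84 for the genotypes with crRNA-13 (4, 50), 2 of 35 for the genotypes with EGFP-KASH only (4, 4), 100 of 100 for crRNA-13 against NTG in C9-BACexp mice (0, 3), 31 of 84 for crRNA-13 against EGFP-KASH only in C9-BACexp mice (3, 120) and 56 of 56 for crRNA-13 against NTG in C57BL/6J mice (0, 2). Of the genes called without the factors in the genotype comparisons, 3 with NTG, 2 with crRNA-13 and 3 with EGFP-KASH only are human transcripts, which C57BL/6J mice do not carry, so these counts decide nothing for the genotypes, and the others, named after their values had been seen, are Herc3, Gm30687 and Gm36283, Gm14015 and Gm41534, and Gm31137. Over mouse genes alone it was 1 of 100 for the genotypes with NTG (3, 2), 17 of 84 for the genotypes with crRNA-13 (2, 50) and 2 of 35 for the genotypes with EGFP-KASH only (1, 4). For the genotypes with NTG this argues only weakly against chance, since 3 genes stand against 2 in another split. Without the factors chance could not be excluded for the other genotype comparisons or crRNA-13 against EGFP-KASH only in C9-BACexp mice. Here too other splits called several times the real count, up to 50 genes for the genotypes with crRNA-13 and up to 120 for crRNA-13 against EGFP-KASH only. For the number of gene lists called by camera, with p adjusted within the comparison alone, it was 14 of 70 for the genotypes with NTG (11, 16), 27 of 70 for the genotypes with crRNA-13 (10, 15), 11 of 35 for the genotypes with EGFP-KASH only (9, 13), 38 of 70 for crRNA-13 against NTG in C9-BACexp mice (8, 13), 44 of 70 for crRNA-13 against EGFP-KASH only in C9-BACexp mice (7, 15) and 20 of 56 for crRNA-13 against NTG in C57BL/6J mice (10, 15), so chance could not be excluded for any of them. For the mean change of single lists, splits as large as the real one were also counted. Between the genotypes with NTG they were 5, 2, 1, 1 and 2 of 70 for oligodendrocyte, astrocyte, upper-layer, deep-layer and striatal markers. With crRNA-13 they were 4 of 70 for interferon-stimulated and 15 of 70 for MHC class I genes. For crRNA-13 against NTG in C57BL/6J mice these 2 lists had 5 of 56 and 4 of 56.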
